# TREM2 macrophage promotes cardiac repair in myocardial infarction by reprogramming metabolism via SLC25A53

**DOI:** 10.1038/s41418-023-01252-8

**Published:** 2024-01-05

**Authors:** Shiyu Gong, Ming Zhai, Jiayun Shi, Guanye Yu, Zhijun Lei, Yefei Shi, Yanxi Zeng, Peinan Ju, Na Yang, Zhuo Zhang, Donghui Zhang, Jianhui Zhuang, Qing Yu, Xumin Zhang, Weixia Jian, Wei Wang, Wenhui Peng

**Keywords:** Immunology, Cardiovascular diseases, Metabolomics, Small molecules

## Abstract

Efferocytosis and metabolic reprogramming of macrophages play crucial roles in myocardial infarction (MI) repair. TREM2 has been proven to participate in phagocytosis and metabolism, but how it modulates myocardial infarction remains unclear. In this study, we showed that macrophage-specific TREM2 deficiency worsened cardiac function and impaired post-MI repair. Using RNA-seq, protein and molecular docking, and Targeted Metabolomics (LC–MS), our data demonstrated that macrophages expressing TREM2 exhibited decreased SLC25A53 transcription through the SYK-SMAD4 signaling pathway after efferocytosis, which impaired NAD^+^ transport into mitochondria, downregulated SLC25A53 thereby causing the breakpoint in the TCA cycle and subsequently increased itaconate production. In vitro experiments confirmed that itaconate secreted by TREM2^+^ macrophages inhibited cardiomyocyte apoptosis and promoted fibroblast proliferation. Conversely, overexpression of TREM2 in macrophages could improve cardiac function. In summary, our study reveals a novel role for macrophage-specific TREM2 in MI, connecting efferocytosis to immune metabolism during cardiac repair.

## Introduction

With the advancements in revascularization therapy and medical treatment, myocardial infarction (MI) patients have experienced significant benefits, but MI continues to be the leading cause of death worldwide [1]. In the acute stage, cardiac shock poses a threat, while heart failure due to cardiac remodeling becomes a concern in the chronic stage. Various post-reperfusion medications which prevent long-term ventricular remodeling have led to a substantial delay in disease progression and an improvement in patients’ quality of life. Nonetheless, therapeutic interventions targeting dead cell clearance and cardiac tissue healing remain limited. It is well-known that the healing process of MI needs the timely involvement of monocytes/macrophages, which scavenge dead cardiomyocytes and maintain a balance between pro-inflammatory and anti-inflammatory factors in the local myocardium [2].

Cardiac macrophages play a crucial role in the healing process of myocardial infarction. These macrophages can originate from the resident population within the cardiac tissue or be recruited from the circulating monocyte to the ischemic heart tissue. They possess the ability to sense the local environment, engulf dead cellular components, undergo metabolic changes, and ultimately contribute to healing [3]. Numerous molecules have been reported to be involved in these processes by regulating the function of different macrophage subsets [4]. Incomplete clearance of dying cells and persistent inflammation following myocardial infarction result in adverse cardiac remodeling and dysfunction that lead to heart failure. Thus, we believe that targeting macrophages might bring additional benefits to heart function recovery and become the next milestone for ischemic heart disease treatment.

In recent years, several studies have distinguished a distinct subpopulation of macrophages that express high levels of Triggering Receptor Expressed on Myeloid Cells 2 (TREM2) [5–7]. Upon ligand binding, TREM2 signals transduces through the adapter DAP12, thereby modulating activation of macrophages [8]. TREM2 is involved in regulating multiple cellular responses, including efferocytosis, as well as cell survival and inflammation [8]. TREM2 has been intensively studied in the context of neurodegenerative diseases, revealing its concurrent role in engulfment of Aβ-amyloid plaques and sustainment of cellular energetic and biosynthetic metabolism during Alzheimer’s disease [9]. In addition, TREM2 is involved in the regulatory processes in cancer, obesity, atherosclerosis, and liver disease [10–12]. However, previous studies have predominantly focused on the involvement of TREM2 in chronic diseases, whereas its role in acute disease settings such as MI remains unclear.

In this study, we aimed to explore the involvement of TREM2 in MI and elucidate its function in the healing process. Specifically, we observed that TREM2 influences the macrophage efferocytosis-glycometabolism and anti-inflammation pathway, which was essential for effective healing. Notably, we found that overexpression of TREM2 in macrophages can ameliorate the deterioration of cardiac function following MI, suggesting a promising therapeutic approach worthy of further investigation.

## Results

### Macrophages were the main TREM2-expressing cells

By screening different tissues, we found that TREM2 was highly expressed in the spleen, and bone marrow, consistent with reports from others (Supplementary Fig. 1A) [13]. In contrast, normal heart tissue had a relatively low TREM2 expression level. Using different cell lines, we identified BMDMs had the highest expression of TREM2 compared with cardiomyocytes, fibroblasts, and endothelial cells (Supplementary Fig. 1B). A further experiment focusing on immune cells demonstrated that BMDMs expressed a significantly higher level of TREM2 compared with other immunological cells (Supplementary Fig. 1C). RNA-seq of peripheral leukocytes showed that, besides macrophages, TREM2 was also expressed in dendritic cells and monocytes (Supplementary Fig. 1D). As a result, we confirmed that macrophages were the main cells expressing TREM2.

### TREM2^+^ macrophages were involved in the acute phase of MI

To elucidate the involvement of TREM2 in MI injury, we first examined the expression of TREM2 in the heart after MI. The expression level of TREM2 in MI hearts was significantly higher than the sham, suggesting the induction of TREM2 expression in response to ischemic challenge (Fig. 1A–C). It was worth noting that the expression of TREM2 exhibited a temporal pattern following MI. The expression levels began to increase on day 1 post-MI, showed a significant elevation on day 3, reached a peak on day 7, and eventually returned to baseline thereafter (Fig. 1A–C). The number of TREM2^+^ macrophages also increased after MI (Supplementary Fig. 2A). Further investigation of TREM2 expression in different regions of MI heart revealed that it was mainly expressed in the infarct and marginal region rather than the region distinct from the infarction or sham myocardium (Fig. 1B, D, and Supplementary Fig. 2B). Moreover, the majority of TREM2^+^ cells were CD68^+^ macrophages, rather than Ly6G^+^ neutrophils or CD11C^+^ dendritic cells (Fig. 1E–G and Supplementary Fig. 2C). Considering the transit recruitment of TREM2^+^ neutrophils infiltrating ischemic cardiac tissue compared to the relatively longer presence of TREM2^+^ macrophages during post-MI repair [14], we decided to focus our study on TREM2^+^ macrophages in MI.

**Fig. 1:**
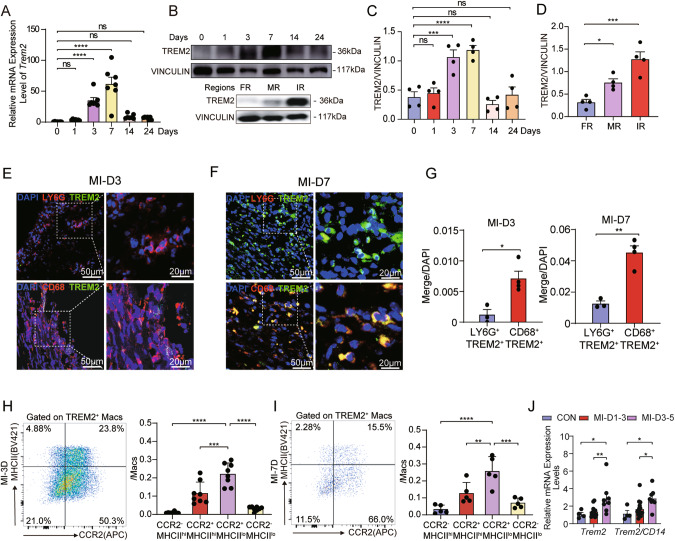
TREM2 is mainly expressed in immune tissues, and MI challenge induced TREM2 expression. **A** TREM2 expression was analyzed by quantitative polymerase chain reaction (qPCR) in murine heart on multi-day points post-MI (*n* = 7). **B** TREM2 expression was analyzed by western blot (WB) in murine heart on multi-day points post-MI (up) and in far region (FR), marginal region (MR) and ischemic region (IR) post-MI (down). **C**, **D** Related western blot analysis of **B** respectively (*n* = 4). **E**–**G** Representative immunofluorescence staining and related quantification of TREM2 and LY6G (up) and TREM2 andCD68 (down) in control murine heart on day 3 and day 7 post-MI (*n* = 3–4). **H**, **I** Gated strategy of TREM2^+^ macrophages’ subsets and related quantification on day 3 and day 7 post-MI (*n* = 5–8). **J** Relative mRNA expression level of TREM2 in peripheral blood mononuclear cells (PBMCs) extracted from MI patients (*n* = 14–15) and healthy volunteers (*n* = 10). Data were expressed as mean ± SEM. Data in **G** was analyzed by Mann–Whitney U tests. Other data were analyzed by one-way ANOVA followed by Bonferroni post hoc analysis. NS indicates not significant. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

The first question came through is whether the increase of TREM2 post-MI is related to the overexpression in macrophages or the number of macrophages. To clarify this question, we have quantified the expression of TREM2 in healthy heart of mice and those on day 7 post-MI by immunofluorescence per TREM2^+^ macrophage. Under the same shooting conditions, TREM2 fluorescence level and TREM2^+^ macrophages have significantly increased (Supplementary Fig. 3A). Moreover, we isolated macrophages from heart of mice from sham group and on day 7 post-myocardial infarction surgery. Subsequently, we assessed the RNA levels of TREM2 in comparison to CD68, a widely recognized marker for macrophages (Supplementary Fig. 3B). The result shows that there is significant change of TREM2 expression level within macrophages post-MI. In vitro, the expression of TREM2 also increased after RAW264.7 cells were stimulated by the supernatant of necrotic myocardial cells in vitro (Supplementary Fig. 3C, D). Thus, TREM2 expression level in macrophages and the number of TREM2 positive macrophages were all elevated. To further understand which subgroup of macrophages is the source of increased TREM2, we divided macrophages in heart as cardiac macrophages were mainly divided into three subgroups according to different biomarkers [15]. In WT mice, TREM2^+^ macrophages were predominantly CCR2^+^MHCII^low^ cells after MI (Fig. 1H, I for day 3 and 7, Supplementary Fig. 3E for day 1, and 14, with gating strategy described in Supplementary Fig. 3F), indicating that TREM2^+^ macrophages tended to exhibit an anti-inflammatory phenotype. In addition, we observed the expression levels of TREM2 in peripheral blood mononuclear cells (PBMCs) obtained from MI patients. Interestingly, we found that the levels of TREM2 were elevated in MI patients compared to healthy individuals, with higher levels observed on day 3–5 compared to day 1–3. Importantly, this increase in TREM2 expression was not attributed to the increase in the number of circulatory monocytes, as we confirmed by normalizing the expression levels to human monocyte CD14 expression (Fig. 1J). These findings suggested that the elevation of TREM2 expression in PBMCs of MI patients was likely due to the induction of TREM2 expression rather than changes in monocyte population.

### Macrophage-specific TREM2 defect aggravated MI injury

To investigate the specific impact of TREM2^+^ macrophages on MI, we generated a conditional knockout of TREM2 in macrophages by crossbreeding LysM^Cre^ mice with TREM2^flox/flox^ mice (LysM^Cre^TREM2^flox/flox^ [Mac-TREM2KO]) and compared their response to MI with control mice (TREM2^flox/flox^). The efficiency of TREM2 knockout in macrophages was confirmed by qPCR (Supplementary Fig. 4A, B), but heart function of Mac-TREM2KO mice was normal prior to MI induction (Supplementary Fig. 4C). Subsequently, both TREM2^flox/flox^ and LysM^Cre^TREM2^flox/flox^ mice underwent LAD ligation surgeries. Supplementary Fig. 4D presents the comparison of serum troponin levels between two groups. Specific knockout of TREM2 in macrophages led to a significant decrease in heart function as EF (23 ± 2.46% versus 10.95 ± 0.63%, *P* < 0.001) and fractional shortening (FS) (10.51 ± 1.20% versus 4.86 ± 0.28%, *P* < 0.001), combined with an increase in LVEDV (LV end-diastolic volume), LVESV (LV end-systolic volume), and so on compared to the control group following MI (Fig. 2A, B and Supplementary Fig. 4E). Furthermore, Masson’s trichrome staining revealed reduced fibrosis in a series of sections over the entire heart, and a significant decrease in left ventricular wall thickness in the infarct region in the Mac-TREM2KO group (Fig. 2C, D and Supplementary Fig. 4E, F).

**Fig. 2:**
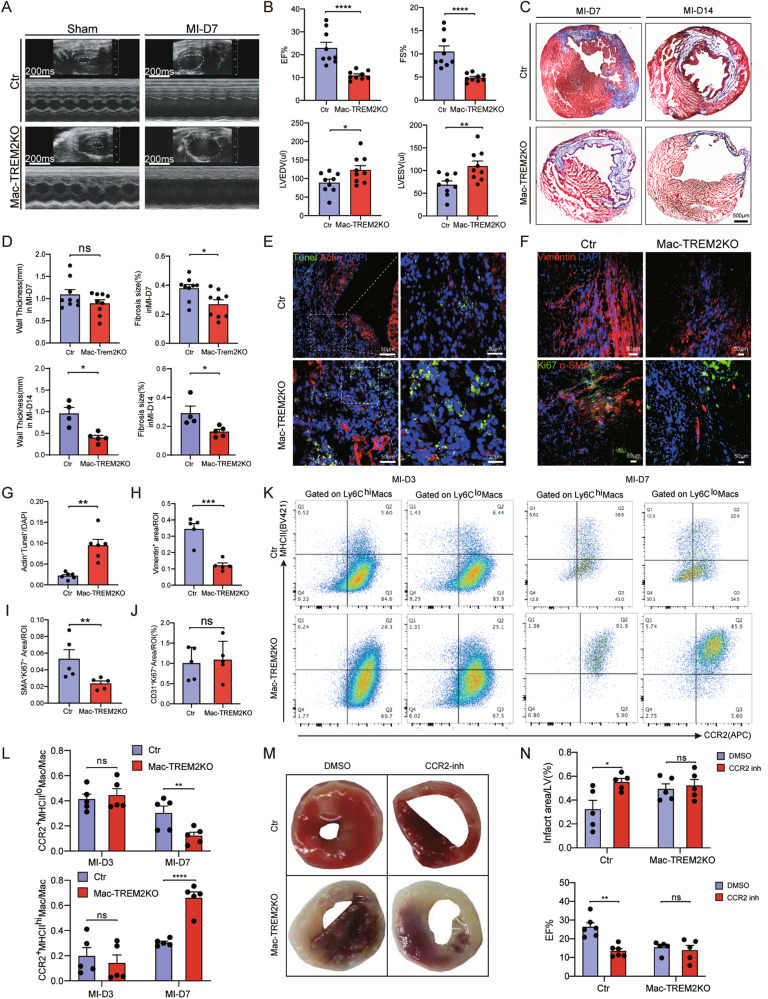
Effect of the TREM2’s conditional knockout in macrophages on the heart of MI mouse. **A** Representative M-mode echocardiogram images obtained from control and Mac-TREM2KO mice in MI or sham groups. **B** Echocardiographic analysis of ejection fraction (EF), fractional shortening (FS), left ventricular end-diastolic volume (LVEDV) and left ventricular end-systolic volume (LVESV) in groups described in **A** (*n* = 9 for each group). **C**, **D** Representative images of Masson’s trichrome staining and related quantification of left ventricular wall thickness and fibrosis area of control and Mac-TREM2KO mice on day 7 and 14 post-MI (*n* = 4–9). **E** Representative immunofluorescence images of TUNEL^+^ Actin^+^ cells in hearts of control and Mac-TREM2KO mice post-MI. **F** Representative immunofluorescence images of fibroblasts (Vimentin^+^ cells) and proliferated myofibroblasts (Ki67^+^ αSMA^+^ cells) in hearts of control and Mac-TREM2KO mice post-MI. **G-I** Relative quantification of **E** and **F** respectively (*n* = 5–6). **J**. Relative quantification of angiogenesis (Supplementary Fig. 4E, 5E) in hearts of control and Mac-TREM2KO mice post-MI (n = 5). **K**, **L**, Gated strategy and related quantification of macrophages in hearts of control and Mac-TREM2KO mice on day 3 and day 7 post-MI (*n* = 5). **M** Left ventricular tissue sections of control and Mac-TREM2KO mice administered with DMSO or CCR2 inhibitor were stained with 2,3,5-triphenyltetrazolium chloride on day 7 post-MI. **N** The ratios of infarct area/LV and echocardiographic analysis of groups described in **M** (*n* = 5). Data were expressed as mean ± SEM. Data in L and N were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann–Whitney U tests. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

Next, we conducted a histological evaluation of dead cell elimination, angiogenesis, and fibrosis generation in the post-MI hearts. ACs (apoptotic cardiomyocytes) were significantly increased in Mac-TREM2KO mice compared to the control (Fig. 2E, G). Furthermore, immunofluorescence staining of fibrotic markers, such as Vimentin, Col1a1, or α-SMA along with the proliferation marker Ki67, demonstrated less fibrosis generation in Mac-TREM2KO group (Fig. 2F, H, I and Supplementary Fig. 5A–D). These findings suggested impaired clearance of necrotic cells and reduced fibrosis generation in Mac-TREM2KO mice. However, no significant difference was observed in angiogenesis between the two groups (Fig. 2J and Supplementary Fig. 5E).

Additionally, we performed a cytological assessment of macrophage subsets. We found that TREM2-deficient mice in the MI group exhibited significantly reduced levels of MHCII^low^ macrophages at 7 days post-infarct (Fig. 2K, L and Supplementary Fig. 5F). These findings suggest that TREM2 may regulate macrophage function and polarization after MI. However, TREM2 deficiency did not influence the total number of neutrophils or monocytes in peripheral blood (Supplementary Fig. 5G).

To further confirm which origin of macrophages exert main effect in MI, we blocked the recruitment of circulatory monocytes with a CCR2 chemokine receptor antagonist RS504393 [16], which did not affect the resident macrophage populations. Interestingly, the CCR2 inhibitor resulted in a reduction in EF and an increase in infarct size in the control group, but it did not affect the post-MI cardiac function of Mac-TREM2KO mice (Fig. 2M, N and Supplementary Fig. 5H). This suggested that recruited CCR2^+^TREM2^+^ macrophages played a role in MI, rather than TREM2^+^ resident macrophages.

### Impaired efferocytosis in TREM2-deficient Macrophages

Macrophages are known for their role as phagocytes responsible for the clearance of necrotic cells. Through bioinformatics analysis (GSE98563), we observed that TREM2 macrophage was primarily associated with enhanced phagocytosis (Fig. 3A). Further, we found that expression of phagocyte and lysosome-associated genes were significantly lower in TREM2KO macrophages but higher in TREM2-overexpressing macrophages (Fig. 3B–D and Supplementary Fig. 6A). Moreover, by incubating Red Zymosan Bioparticles with macrophages, we confirmed TREM2KO macrophages exhibited reduced phagocytosis (Supplementary Fig. 6B), while TREM2-overexpressing macrophages increased phagocytosis (Supplementary Fig. 6C). The efficacy of TREM2 adenovirus-mediated overexpression was confirmed in Supplementary Fig. 6D.

**Fig. 3:**
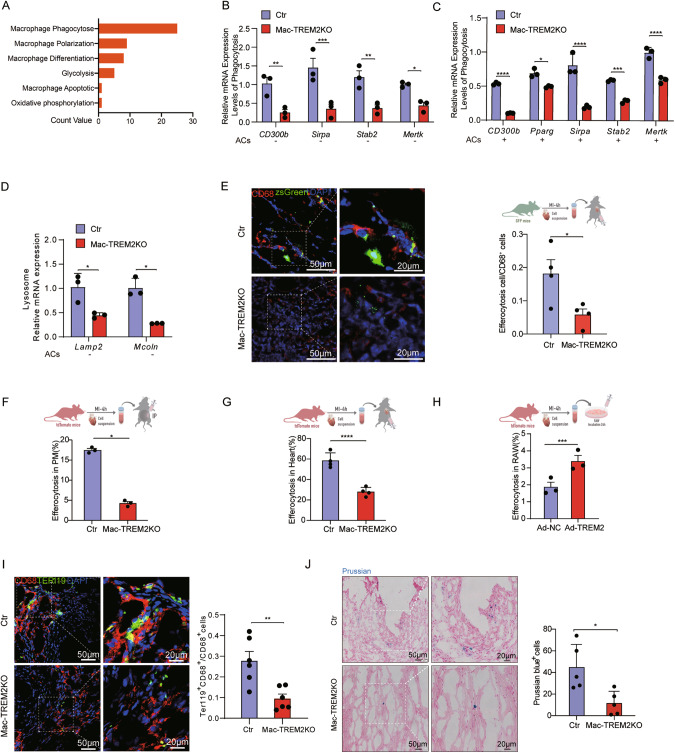
TREM2 deficiency impaired the ability of efferocytosis in macrophages. **A** Gene set enrichment analysis of GEO public dataset (GSE98563). **B** mRNA expression levels of phagocytosis-related genes were examined by qPCR in BMDMs harvested from control and Mac-TREM2KO mice without co-cultivation of apoptotic cardiomyocytes (ACs) (*n* = 3). **C** mRNA expression levels of phagocytosis-related genes were examined by qPCR in BMDMs harvested from control and Mac-TREM2KO mice with co-cultivation of ACs (*n* = 3). **D** mRNA expression levels of lysosome-related genes were examined by qPCR in BMDMs harvested from control and Mac-TREM2KO mice without co-cultivation of ACs (*n* = 3). **E** Representative images and related quantification of immunofluorescence staining of CD68 in hearts of control and Mac-TREM2KO mice administered with ZsGreen^+^ ACs (*n* = 4). Flow cytometric analysis of macrophages phagocytosed Td^+^ ACs in peritoneal macrophages (**F**) and hearts (**G**) of control and Mac-TREMKO mice, and in RAW264.7 treated with adenovirus carrying TREM2 (Ad-TREM2) or negative control (Ad-NC) (**H**) (*n* = 3–4). **I** Representative images and related quantification of immunofluorescence staining results of CD68 and TER119 in heart of control and Mac-TREM2KO mice post-MI (*n* = 6). **J** Representative images and related quantification of Prussian blue staining assay for the phagocytosis of erythrocyte in macrophages in hearts of control or Mac-TREM2KO mice (*n* = 5). Data were expressed as mean ± SEM. Data in **B**–**D** were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann–Whitney U tests. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

To assess the efferocytosis ability of TREM2^+^ macrophages in the context of ischemic cardiac disease, macrophages were fed with ACs labeled with Td^+^ or Zs^+^ obtained from ischemic hearts of Tdtomato^+^ or ZsGreen^+^ mice after LAD ligation. In an in vivo system, Td^+^ or Zs^+^ ACs were injected into the abdominal cavity and myocardium of control and Mac-TREM2KO mice. In vitro, we incubated Td^+^ ACs with RAW264.7 cells overexpressing TREM2. As expected, both result of in vivo and in vitro experiments supported the hypothesis that TREM2 promoted macrophage efferocytosis (Fig. 3E–H). We further evaluated the ratio of red-blood-cell-engulfing macrophages within the heart to mimic the phagocytosis of cardiomyocytes by macrophages after MI. A significantly lower number of Ter-119^+^CD68^+^ macrophages and less Prussian blue staining further confirmed the defective phagocytosis of Trem2-deficient macrophages on day 7 post-MI (Fig. 3I, J).

### TREM2^+^ macrophages downregulated SLC25A53 expression after efferocytosis through SYK-SMAD4 signaling pathway

To gain insights into the underlying mechanism of how TREM2 affects macrophage functions, we performed RNA-seq analysis on CCR2^+^ cells derived from the infarcted myocardium of CCR2^cre-EGFP^ or CCR2^cre-EGFP^ TREM2^flox/flox^ mice on day 7 post-MI. (the volcano plot and heatmap were shown in Supplementary Fig. 7A, B). 

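CCR2+ cells were sorted by FACS from the infarcted myocardium on day 7 post-MI and sequenced as 3 control samples (CCR2cre-EGFP mice) and 3 TREM2KO samples (CCR2cre-EGFP TREM2flox/flox mice). CCR2 is a chemokine receptor of monocytes and of the macrophages that derive from them, and the reporter allele makes CCR2-expressing cells fluorescent so that they can be sorted. The libraries were made with a stranded mRNA kit, the reads were mapped with TopHat and counted per gene with HTSeq, and the authors deposited these read counts without normalization. The strand setting of the counting and the number of mice behind each sample were not given in the sources used here, so p values measure only the spread between these samples, which may in part be technical. The total counts were 27790011, 31238178 and 29555876 in the control samples and 37711631, 36766425 and 34442276 in the TREM2KO samples. Pairs of samples from the same group differed by more than the sampling noise (chi-square per degree of freedom between 16.1 and 29.7), and all 6 were kept as separate samples. Genes with low counts were removed with edgeR's filterByExpr, which left 12665 genes, the library sizes were scaled by the TMM method with factors between 0.993 and 1.01, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trem2, the gene targeted in these mice, lies on chromosome 17 from 48346401 to 48354147 of GRCm38. It had 13140, 15372 and 14315 counts in the control samples and 325, 267 and 165 in the TREM2KO samples. Its log2 fold change was -6.14 (standard error 0.15, adjusted p = 7.5e-14 from edgeR's quasi-likelihood test), and it stayed between -6.33 and -5.93 when each sample was left out in turn. At 5% FDR, 1500 genes differed between the groups, of which 617 were higher and 883 lower in TREM2KO samples. The groups also differed in genes of other cell types, with median log2 fold changes of -5.62 over 16 neutrophil and -4.49 over 9 erythroid genes. The Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d had 0 counts in every TREM2KO sample. The 1500 genes may therefore hold differences in cell mix or sex as well as effects of TREM2 loss. The groups did not overlap in 3656 of the tested genes (28.9%), where chance alone gives 10% with 3 samples against 3. Among the alternatives, requiring an absolute log2 fold change above 1 as well moved the count most, to 584 genes (145 higher and 439 lower). DESeq2, the tool named in the paper's methods, gave 1947 genes (806 higher and 1141 lower), which included 1496 of the 1500. Without TREM2KO replicate 3, 389 genes were higher in TREM2KO samples.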

Upon MI challenge, TREM2KO macrophages underwent several transcriptional program changes associated with phagocyted-related processes, carbohydrate metabolism (Fig. 4A). In addition, solute carrier 25 member 53 (SLC25A53) was identified as the fourth-ranked DEG (adjusted *P* value < 0.05) after TREM2KO macrophage in vitro (GSE98563) (Supplementary Fig. 7C), and the top-ranking gene in SLC family associated with efferocytosis and metabolism in vivo (Fig. 4B). 

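Gene sets were taken from the KEGG and GO annotation in the deposited table, and 11 sets were tested, which are sets drawn in Fig. 4A and the citrate cycle. Across all tested genes 11.8% passed 5% FDR in edgeR's test, and this share was the background for each set. In the phagosome set 50 of 138 tested genes passed (36.2%), with 23 higher and 27 lower in TREM2KO samples (odds ratio 4.34, adjusted p = 2.7e-13, Fisher's exact test, two-sided). The lysosome set had 26 of 118 genes past the threshold (22.0%), 12 higher and 14 lower (adjusted p = 0.0027, Fisher's exact test). The endocytosis set had 35 of 227 (15.4%), 17 higher and 18 lower, and its share was not distinguishable from the background (adjusted p = 0.12, Fisher's exact test). Among the carbohydrate sets, glycolysis and gluconeogenesis had 14 of 47 genes past the threshold (29.8%), 3 higher and 11 lower (adjusted p = 0.0017, Fisher's exact test), and the citrate cycle had 3 of 29, 1 higher and 2 lower (adjusted p = 1.0, Fisher's exact test). Genes of a set are not independent replicates, so these p values describe the lists and not the spread between samples. Genes of neutrophils (median log2 fold change -5.62) and of dendritic cells (1.68) also differed between the groups. The sets were not split by cell type, so these shares need not reflect changes within macrophages.
Whether a set moved in one direction relative to the other genes was tested with limma's camera at a preset inter-gene correlation of 0.01. No shift was detected for phagosome (adjusted p = 0.78), endocytosis (0.89), lysosome (0.89), glycolysis and gluconeogenesis (0.21) or the citrate cycle (0.93). The phagosome set had a median log2 fold change of 0.02 and a mean of -0.21 with a camera direction upward, and the lysosome set had a median of 0.01 and a mean of -0.11 with a camera direction upward, so neither set has one sign. The endocytosis set likewise had a median of 0.00 and a mean of -0.08. With limma's fry, which asks whether the genes of a set move at all, on balance, the phagosome set moved upward (adjusted p = 0.0071), and its p for change in either direction was 5.9e-07. Fry was the alternative that moved the phagosome result most. A hand-written list of 38 phagosome genes had the opposite direction in camera, downward, and did not pass (adjusted p = 0.53). Of the other sets drawn in Fig. 4A, apoptosis had 12 genes higher and 21 lower (camera adjusted p = 0.96), calcium signaling 6 higher and 19 lower (0.081), TGF-beta signaling 4 higher and 10 lower (0.21), and cytokine-cytokine receptor interaction 27 higher and 38 lower (0.21). The only set past camera's threshold was oxidative phosphorylation, and it was not past it with a correlation estimated from the data (adjusted p = 0.74).

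**Figure D1:**
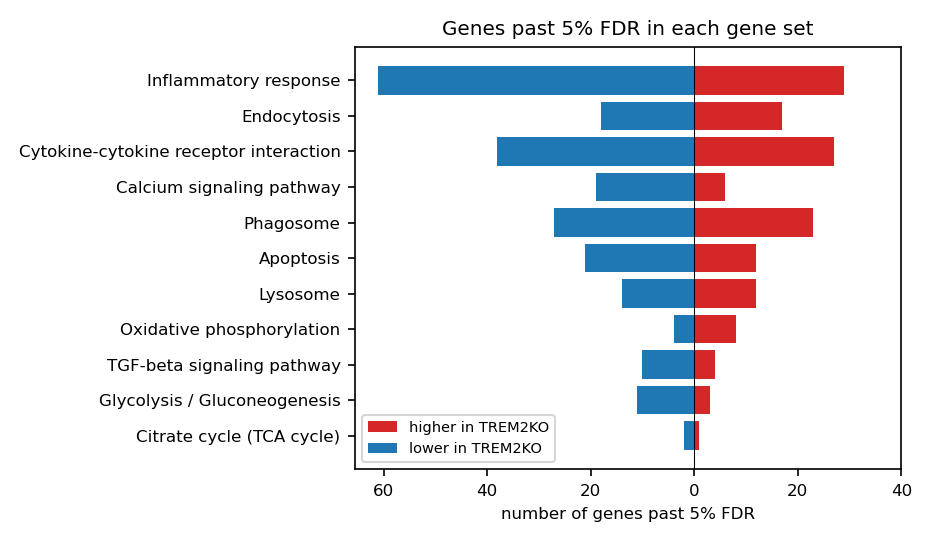
Number of genes past 5% FDR in edgeR's quasi-likelihood test in each of the 11 gene sets, with genes higher in TREM2KO samples to the right of 0 and genes lower to the left. Each set held genes that moved in both directions, from 1 higher and 2 lower in the citrate cycle to 29 higher and 61 lower in the inflammatory response set.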

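Slc25a53 (NCBI Gene 67062) lies on the minus strand of chromosome X from 136981116 to 137038302 of GRCm38, and Zcchc18 lies within it on the other strand from 136993155 to 136998472. Because the strand setting of the counting is not given, reads of the pair may not be fully separated. Zcchc18 had a mean count of only 5.33 over the 6 samples, but reads counted under Slc25a53 would be missing from that count. Slc25a53 had 14, 31 and 28 counts in the control samples and 46, 66 and 53 in the TREM2KO samples, or 0.818 ± 0.272 and 1.51 ± 0.293 CPM (SD, n = 3 each; CPM, counts scaled to equal library size). Every TREM2KO sample was above every control sample, for which an exact permutation test of 3 samples against 3 cannot give a p below 0.1. The log2 fold change was 0.88 (standard error 0.76, adjusted p = 0.56 from edgeR's quasi-likelihood test), so the difference did not pass 5% FDR. It ranged from 0.63 to 1.05 when each sample was left out in turn, and the adjusted p ranged from 0.51 to 0.77 over the alternatives. The gene is X-linked, and the groups also differed in sex-linked transcripts, since Eif2s3y, Ddx3y, Uty and Kdm5d on the Y chromosome had counts in the control samples and 0 in the TREM2KO samples.
Of the Slc genes, 218 were tested and 24 passed 5% FDR, 8 higher and 16 lower in TREM2KO samples, and 24 passed when p was adjusted over the list alone. Without control replicate 1, 4 Slc genes passed as higher, and 5 did without control replicate 3, TREM2KO replicate 1 or TREM2KO replicate 3. With DESeq2 33 Slc genes passed, and at an unadjusted p under 0.05 there were 50. By log2 fold change Slc25a53 ranked 3 of the 218. Ranked above it were Slc35g2, with 2.51 (standard error 1.30, adjusted p = 0.27 from edgeR's test), and Slc26a10, with 1.57 (standard error 0.34, adjusted p = 0.0044 from the same test), which are named here because of their rank, after their values were seen. The rank moved most without a filter on low counts, to 39 of 308. It was 14, 10 and 9 without control replicates 1, 2 and 3, and 9, 7 and 8 without TREM2KO replicates 1, 2 and 3. Of the 30 Slc genes named in Fig. 4B, 28 were tested and 3 passed 5% FDR. Slc29a3 was higher in TREM2KO samples, with a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.0068 from edgeR's test). Slc20a1 was lower, with -0.70 (standard error 0.13, adjusted p = 0.0010 from edgeR's test). Slc2a1 was also lower, with -0.34 (standard error 0.08, adjusted p = 0.012 from edgeR's test), and it did not pass without control replicate 2 (adjusted p = 0.070), TREM2KO replicate 2 (0.053) or TREM2KO replicate 3 (0.054). Slc29a1 had an adjusted p of 0.0504 in edgeR's test and passed with DESeq2 (adjusted p = 0.022). The paper states that SLC25A53 was the fourth by rank among the genes that differed in TREM2KO macrophages in vitro. In vivo the paper places it first among SLC genes associated with efferocytosis and metabolism, the list of Fig. 4B, and not among all Slc genes. The paper then measured SLC25A53 in bone marrow-derived macrophages given apoptotic cells, before asking how TREM2 regulates it.

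**Figure D2:**
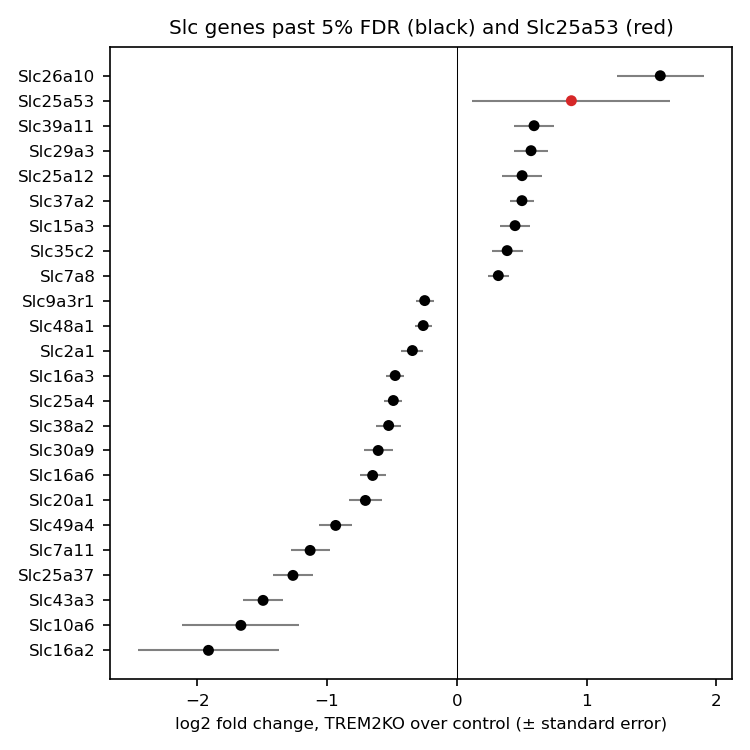
Log2 fold change of TREM2KO over control samples (points) with its standard error (lines) for Slc genes past 5% FDR in edgeR's test (black) and for Slc25a53, which was not past it (red). Slc4a1 also passed but had 0 counts in the TREM2KO samples and is left out, and Slc25a53 is the only gene drawn that did not pass.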

The first three ranking genes in vitro (GSE98563) showed no significant difference (Supplementary Fig. 7D).

**Fig. 4:**
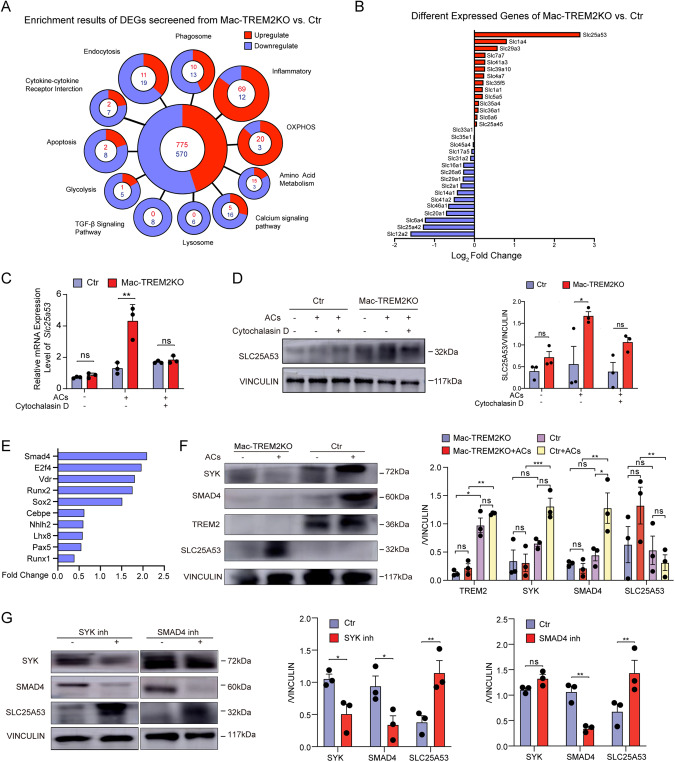
TREM2^+^ macrophages downregulated SLC25A53 expression through SYK-SMAD4-SLC25A53 pathway after efferocytosis. **A** RNA-seq was performed on CCR2^EGFP+^ cells sorted from control and CCR2^cre-EGFP^ TREM2^flox/flox^ mice on day 7 post-MI. Enrichment results of DEGs was shown between these two groups. **B** SLC genes of CCR2^EGFP^^+^ cells that were differentially regulated on day 7 post-MI between control and CCR2^cre-EGFP^ TREM2^flox/flox^ mice were ranked by Log_2_ Fold Change. **C** qPCR was performed to evaluate the mRNA expression levels of SLC25A53 in control and TREM2KO BMDMs stimulated with or without ACs or cytochalasin D. **D** Western blot analysis of SLC25A53 in control and TREM2KO BMDMs stimulated with or without ACs or cytochalasin D. **E** Predicted transcription factors (TFs) that regulated the SLC25A53 were showed, and the screened TFs were ranked as the absolute log_2_ fold change value of bulk RNA-sequencing results. **F** Western blot analysis of SYK, SMAD4, TREM2 and SLC25A53 in control and TREM2KO BMDMs stimulated with or without ACs. **G** Western blot analysis of SYK, SMAD4 and SLC25A53 in control BMDMs treated with SYK inhibitor or SMAD4 inhibitor. *N* = 3 per group. Data were expressed as mean ± SEM. Data in **F** was analyzed by multi-way ANOVA. Other data were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

SLCs are membrane proteins that transport diverse molecules located in the plasma or mitochondrial membranes [17, 18]. SLC program is activated following efferocytosis suggests a shift of metabolism program and metabolites changed in this shift can influence substantial cells in the microenvironment [17]. The expression of SLC25A53 increased upon stimulation of ACs in TREM2KO BMDMs, whereas it decreased in the presence of cytochalasin D, a phagocytic inhibitor, suggesting that the process of efferocytosis affected the expression of SLC25A53 in TREM2 macrophage (Fig. 4C, D). In order to explore how TREM2 regulated SLC25A53, we used KnockTF to screen the potential regulator. 

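The transcription factors drawn from the KnockTF screen were compared between control and TREM2KO samples of the sorted CCR2+ cells. Smad4 (NCBI Gene 17128) lies on the minus strand of chromosome 18 from 73639009 to 73703780 of GRCm38. It had 385, 241 and 298 counts in the control samples and 434, 373 and 354 in the TREM2KO samples. Scaled for library size this was 10.6 ± 3.09 and 10.6 ± 0.712 CPM (SD, n = 3 each). The log2 fold change was 0.00 (standard error 0.25, adjusted p = 0.997 from edgeR's quasi-likelihood test). With each sample left out in turn it lay between -0.18 and 0.25, so its sign depended on the samples kept, and no alternative brought it past 5% FDR. The largest change among the tested factors was that of Vdr, with a log2 fold change of 1.36 (standard error 0.60, adjusted p = 0.18 from edgeR's test). Runx2 followed with 0.88 (standard error 0.37, adjusted p = 0.15 from edgeR's test). Both had an unadjusted p under 0.05 (0.038 and 0.029, edgeR). Cebpe had a log2 fold change of -0.86 (standard error 0.46, adjusted p = 0.28 from edgeR's test), E2f4 one of 0.15 (standard error 0.10, adjusted p = 0.43) and Runx1 one of 0.14 (standard error 0.13, adjusted p = 0.59). None of these passed 5% FDR in edgeR or DESeq2. Pax5 had 2 counts over all samples and was not tested. Sox2, Nhlh2 and Lhx8 are not listed under these names in the deposited counts and could not be analysed. Syk, which encodes the kinase downstream of TREM2, had a log2 fold change of -0.23 (standard error 0.14, adjusted p = 0.37 from edgeR's test), between -0.33 and -0.06 with each sample left out.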

The result suggested that SMAD4 was the most critical regulator which functioned as a down-regulator of SLC25A53 (Fig. 4E), and TREM2 might promote SMAD4 expression through activation of SYK. We verified this hypothesis between control and TREM2KO macrophages (Fig. 4F). The use of SYK inhibitor or SMAD4 inhibitor was able to rescue the phenotype, demonstrating the SYK-SMAD4-SLC25A53 signaling pathway (Fig. 4G). Collectively, we concluded that TREM2 inhibited the expression of SLC25A53 through SYK-SMAD4-SLC25A53 pathway after efferocytosis.

### TREM2^+^ macrophages affect NAD^+^ transporting in mitochondria through SLC25A53 after efferocytosis

The results drove us to investigate the function of SLC25A53, which had not been fully revealed. An important paralog of this gene was SLC25A51, a mammalian transporter capable of importing NAD^+^ into mitochondria [19]. We suspected that SLC25A53 could also transport NAD^+^. To explore this hypothesis, we employed AutoDock Vina to simulate molecular docking between SLC25A53 and NAD^+^, and the binding energy was -8 kcal/mol, indicating a strong potential for real binding (Fig. 5A). Then, we assessed the ability of SLC25A53 to transport NAD^+^ in vitro. There was a significant increase in mitochondrial NAD^+^ levels after efferocytosis in TREM2KO, but the increase disappeared when efferocytosis was blocked by cytochalasin D (Fig. 5B). Moreover, the elevated level of NAD^+^ in mitochondria of TREM2KO was inhibited after transfection with si-SLC25A53 (Fig. 5C). Knock down efficiency was certificated in Supplementary Fig. 8A, B. Without NAD^+^ addition, the decreased NAD^+^ level of mitochondria in si-SLC25A53 group was almost equivalent to control treated with NAD^+^ synthesis inhibitor, FK866, while exogenous NAD^+^ did not increase the mitochondria NAD^+^ content in si-SLC25A53 (Fig. 5D). Moreover, the deficiency of TREM2 in macrophages as well as the knockout of SLC25A53, did not influence the total cellular NAD^+^ levels (Supplementary Fig. 8C, D). These suggested that SLC25A53 play a role in the transport of NAD^+^ into mitochondria in TREM2^+^ macrophages while not affecting the overall cellular levels of NAD^+^.

**Fig. 5:**
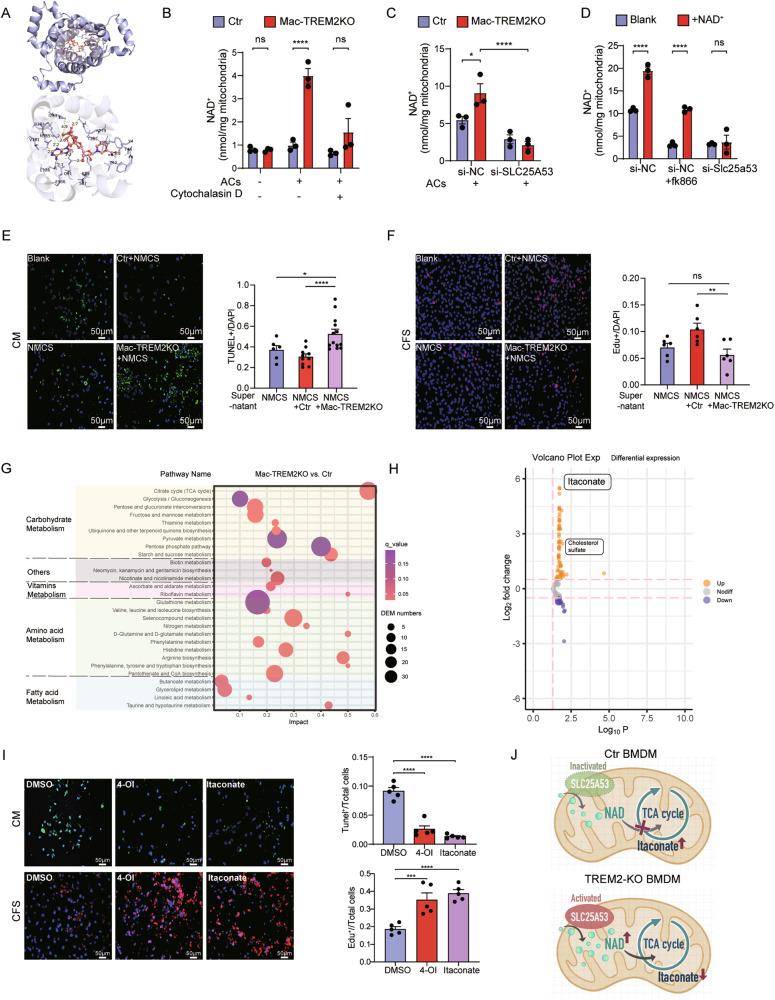
TREM2^+^ macrophages affect NAD^+^ transporting in mitochondria through SLC25A53 after efferocytosis, followed by promoting the release of itaconate. **A** Predicted docking module of SLC25A53 and NAD^+^ was analyzed by Autodock and exhibited with PyMol. **B** NAD^+^ content was measured in isolated mitochondria of control and TREM2KO BMDMs treated with or without the stimulation of ACs and cytochalasin D (*n* = 3). **C** NAD^+^ content was measured in isolated mitochondria of control and TREM2KO BMDMs with or without knockdown of SLC25A53 after co-cultivation with ACs (*n* = 3). **D**, NAD^+^ content was measured in isolated mitochondria of control BMDMs with or without knockdown of SLC25A53 and further application of FK866 and exogenous NAD^+^ (*n* = 3). Representative immunofluorescence images and related quantification of TUNEL^+^ cardiomyocytes (CM) (**E**) and Edu^+^ cardiac fibroblasts (CFS) (**F**) after treatment with supernatants from control or TREM2KO BMDMs that was preincubated with necrotic myocardial cell supernatants (NMCS) (*n* = 6-13). **G** Results of LC–MS profile and enrichment results of the metabolic pathway in control and TREM2KO BMDMs after being stimulated with ACs. **H** Volcano plot of significant metabolites of mitochondria in control vs TREM2KO BMDMs after being stimulated with ACs. **I** Representative immunofluorescence images and related quantification of EDU^+^ CFS and TUNEL^+^ CM with stimulation of DMSO, 4-octyl itaconate (4-OI) or itaconate (*n* = 5). **J** Scheme of SLC25A53 transporting NAD^+^ into mitochondria and further influencing TCA cycle and itaconate production. Data were expressed as mean ± SEM. Data in **B**–**D** were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann–Whitney U tests. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

Additionally, knockout of TREM2 or knockdown of SLC25A53 did not influence the expression of SLC25A51 (Supplementary Fig. 8E, F). Knockdown of SLC25A51 had less influence in the process of mitochondria NAD^+^ uptake (Supplementary Fig. 8G), indicating that SLC25A53 was the main NAD^+^ transporter rather than SLC25A51 in TREM2^+^ macrophages. Furthermore, we found that SLC25A53 deficiency did not affect efferocytosis (Supplementary Fig. 8H).

### LC–MS results revealed that TREM2 promoted the release of itaconate in macrophage via SLC25A53 and metabolic change after efferocytosis

Research has shown that metabolism is reprogrammed after efferocytosis and metabolic by-products of efferocytosis can influence surrounding cells [17]. Combined with the decrease of ACs and increased fibrosis in Mac-TREM2KO after MI, we aimed to investigate whether TREM2^+^ macrophages could secrete products that influenced cardiomyocytes or fibroblasts within the ischemic microenvironment. We used the supernatants of necrotic cardiomyocytes to stimulate control and Mac-TREM2KO BMDMs, then the conditioned supernatants from these BMDMs were collected and utilized to stimulate ischemic and hypoxic cardiomyocytes as well as fibroblasts. Remarkably, we observed increased cardiomyocyte apoptosis and reduced fibroblast proliferation when stimulated with supernatants derived from TREM2KO macrophages (Fig. 5E, F). In contrast, when TREM2 was overexpressed in BMDMs, the dynamics following injury skewed towards enhanced fibroblast proliferation and reduced cardiomyocyte apoptosis (Supplementary Fig. 9A). Based on the results and previous research [17], we formulated a hypothesis that TREM2^+^ macrophages downregulate SLC25A53 expression after efferocytosis, thus influencing glycometabolism, whose metabolic byproducts might have an impact on cardiomyocytes and fibroblasts. To test the conjecture and search for possible metabolites, we incubated BMDMs with apoptotic H9C2 cells and then performed LC–MS metabolic profiling on isolated mitochondria. We observed higher levels of TCA cycle metabolites in the TREM2KO BMDMs (Fig. 5G), and itaconate was the most significant one among the metabolites analyzed (Fig. 5H). We further verified in SLC25A53 deletion groups in which itaconate also showed increased levels (Supplementary Fig. 9B). As itaconate derivative 4-OI (4-octyl itaconate) has been found to more closely mimic endogenous itaconate [20, 21], we compared the effect of 4-OI and itaconate on ischemic and hypoxic cardiomyocytes or fibroblasts. Our results demonstrated both 4-OI and itaconate-treated groups exhibited a higher proliferation ratio of fibroblasts (Fig. 5I and Supplementary Fig. 9C) and a lower apoptosis ratio of cardiomyocytes compared to the DMSO-treated cells (Fig. 5I). Action potential (AP) detection further demonstrated that 4-OI can help decrease AP duration and improve the contractility of cardiomyocytes (Supplementary Fig. 9D). We also established hiPSCs-derived cardiomyocytes to confirm the rescue effect of 4-OI on cardiomyocytes (Supplementary Fig. 9E).

Itaconate is derived from cis-aconitate in the TCA cycle in macrophages [22]. This organic acid is thought to be the result of a potential breakpoint of the conversion of isocitrate (ICIT) to oxoglutarate (AKG) in the metabolic flow [23]. Furthermore, the disturbance of NAD^+^ transport into mitochondria is followed by TCA cycle interruption, and we found that this disturbance coincides with the breakpoint that leads to the production of itaconate. This suggested that SLC25A53 downregulation in TREM2^+^ macrophage results in the upregulation of itaconate by interrupting TCA cycle through inactive NAD^+^ transport. (Fig. 5J). Research shows that this breakpoint effect was accompanied by significant transcriptional downregulation of IDH1, the enzyme that interconverts ICIT-to-AKG [23]. However, our result indicated that the observed breakpoint was mainly dependent on the defective import of NAD^+^ into mitochondria in TREM2^+^ macrophages caused by the downregulation of SLC25A53, rather than transcriptional differences in IDH1 (Supplementary Fig. 9E, F).

### Improvement of left ventricular remodeling after injection of TREM2 adenovirus

We performed the rescue experiment by injecting adenovirus carrying TREM2 (Ad-TREM2) and control (Ad-NC) into myocardial immediately after LAD ligations to verify the effects of TREM2 in vivo. Mice treated with Ad-TREM2 had significantly higher EF% on day 7 post-MI (approximately 20% improvement compared to control group) (Fig. 6A and Supplementary Fig. 10A). Histologically, Ad-TREM2 group exhibited better remodeling of LV (Fig. 6B, C and Supplementary Fig. 10B), with higher expression of TREM2 and lower expression of SLC25A53 (Fig. 6D). Supplementary Fig. 10C showed fibrosis was no difference in sham mice treated with Ad-NC and Ad-TREM2. Nevertheless, there was no significant difference in mortality among the different groups (Supplementary Fig. 10D). The serum troponin I levels were shown in Supplementary Fig. 10E. Moreover, it showed nearly 80% of Ad-TREM2 (GFP^+^TREM2^+^) cells in the heart were CD64^+^ macrophages (Fig. 6E). Furthermore, cardiac macrophages sorted from Ad-TREM2 mice had a lower level of SLC25A53 expression and reduced NAD^+^ content (Fig. 6F, G). These results provided compelling evidence that TREM2 overexpression downregulated SLC25A53 in macrophages and promoted both functional and structural improvements of infarcted hearts in vivo.

**Fig. 6:**
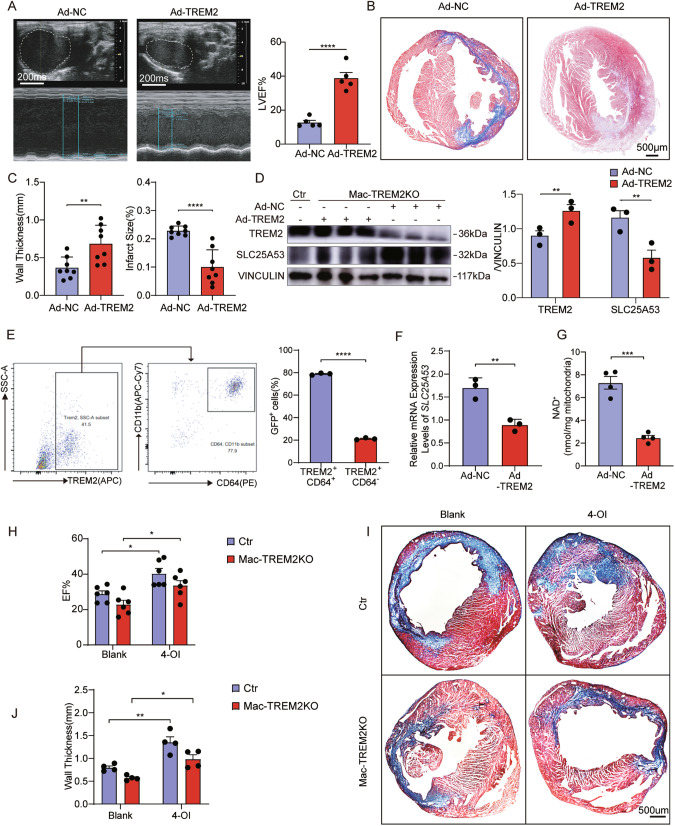
Improvement of left ventricular remodeling after in vivo injection of TREM2-overexpressing adenovirus. **A** Representative M-mode echocardiogram images and analysis of EF in Mac-TREM2KO mice intramyocardially administered with Ad-NC or Ad-TREM2 on day 7 post-MI (*n* = 5). **B** Representative images of Masson’s trichrome staining of heart tissues (*n* = 5). **C** Quantification of left ventricular wall thickness and infarct size of groups described in B (n = 8). **D**, Western blot analysis of TREM2 and SLC25A53 in heart of control mice and groups described in (**A**) (*n* = 3). **E** Flow cytometric analysis of percentage of GFP^+^ cells in TREM2^+^ CD64^+^ cells and TREM2^+^ CD64^-^ cells in heart of Mac-TREM2KO mice administered with Ad-TREM2 (*n* = 3). **F** Relative SLC25A53 mRNA expression level in macrophages sorted from heart of groups described in **A** (*n* = 3). **G**, NAD^+^ content in isolated mitochondria of macrophages sorted from heart of groups described in **A** (*n* = 4). **H** Echocardiographic analysis of EF in control and Mac-TREM2KO mice administered with blank or 4-OI on day 7 post-MI. 50 mg/kg 4-OI was intraperitoneally injected every 48 h, beginning immediately after the MI surgery (*n* = 6). **I**, **J** Representative images of Masson’s trichrome staining and quantification of wall thickness and fibrosis area of heart tissue of groups described in **I** (*n* = 4). Data were expressed as mean ± SEM. Data in **D** and **H**–**J** were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann–Whitney U tests. ns indicates not significant. *P < 0.05. **P < 0.01. ***P < 0.001.

We further investigated the inflammatory level in vivo and in vitro. As expected, TREM2 deletion decreased the expression of anti-inflammatory factors and increased pro-inflammatory factors, while TREM2 overexpression yielded the opposite outcome (Supplementary Fig. 11A, B). We also investigated the reparative effects of itaconate on cardiac injury following MI. It was shown that 4-OI injection led to a significant recovery in EF% (Fig. 6H and Supplementary Fig. 11C). Masson trichrome staining showed an increase of wall thickness in mice administered with 4-OI (Fig. 6I, J). These results suggested the potential treatment effect of itaconate derivatives in myocardial infarction.

## Discussion

Our study has revealed the important role of TREM2 in orchestrating macrophage efferocytosis, and subsequently modulating NAD^+^ transport by suppressing the expression of SLC25A53, a mitochondrial carrier for NAD^+^ in macrophages. Furthermore, we have demonstrated that TREM2 augments the production of itaconate by interrupting the TCA cycle after efferocytosis. Collectively, these findings highlight the significance of TREM2 as a critical regulator of the efferocytosis-TCA cycle-immune metabolites axis in macrophages, suggesting its potential as a promising therapeutic target for restoring cardiac function after myocardial infarction.

The myeloid receptor, TREM2, has garnered scientific attention due to its association with the risk of Alzheimer’s disease [24], as well as its roles in chronic diseases as a pathology-induced immune signaling pathway in macrophages [8], such as promoting phagocytosis, maintaining metabolic homeostasis and preserving cell survival [25]. Our study adds to the understanding of TREM2’s function in acute disease by demonstrating its crucial role in preserving post-MI cardiac function. Specifically, we found that knockout of TREM2 in myeloid lineages in mice led to a 10% decrease in EF, whereas overexpression of TREM2 rescued EF by 20%. Macrophages are believed to be the key regulator of the immune system, providing a protective response in resolving local damage caused by sterile inflammation in the heart [26]. Several studies have emphasized the importance of targeting post-MI macrophages in cardiac remodeling to achieve long-term benefits in animal models [27]. Our results demonstrate that TREM2 acts through macrophages after MI, which expression in the heart increases on day 3 and peaks around day 7 post-MI. This timeframe aligns with the macrophage-mediated repair process post-MI, characterized by the clearance of debris, release of anti-inflammatories, and metabolic reprogramming [28].

TREM2 is primarily recognized as a phagocytic receptor, as identified by N’Diaye et al. [29], while efferocytosis is essential for promoting cardiac repair [30]. Thus, we initially investigated this process and found that the primary mechanism by which TREM2 prevents post-MI cardiac remodeling and preserves cardiac function is through efferocytosis. Efferocytosis involves not only the clearance of cell debris but also the hydrolysis of apoptotic cells, production of abundant metabolites, regulation of cell metabolism and function, and activation of macrophage proliferation [31]. Ultimately, efferocytosis results in the attenuation of inflammation and restoration of tissue homeostasis [32]. Our bioinformatic analysis revealed that phagocytosis, inflammation, and OXPHOS/glycolytic were the top three significantly altered pathways in CCR2^cre-EGFP^TREM2^flox/flox^ mice. Additionally, our findings indicate that TREM2^+^ macrophages present anti-inflammatory function.

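In the sorted CCR2+ cells, the inflammatory response set had 90 of 269 tested genes past 5% FDR in edgeR's test (33.5%), of which 29 were higher and 61 lower in TREM2KO samples (adjusted p = 3.9e-20 for the share, Fisher's exact test). Its median log2 fold change was -0.04 and its mean -0.18, and camera detected no shift relative to the other genes (adjusted p = 0.21). A hand-written list of inflammatory genes moved this result most and passed downward (camera adjusted p = 0.00027). Neutrophil genes were lower in TREM2KO samples, with a median log2 fold change of -5.62 over 16 genes. Which members of the set are neutrophil genes was not examined, so a smaller share of neutrophils may contribute to its lower genes. In the oxidative phosphorylation set 12 of 110 genes passed 5% FDR (10.9%), 8 higher and 4 lower, a share not distinguishable from the background (adjusted p = 0.97, Fisher's exact test). Its genes were shifted upward by a small amount as a set, with a median log2 fold change of 0.11, a mean of 0.05 and a camera adjusted p of 0.037. That call was made without TREM2KO replicate 1 (adjusted p = 0.00013) and was not made without any other single sample, namely control replicate 1 (adjusted p = 0.052), 2 (0.095) or 3 (0.081) or TREM2KO replicate 2 (0.18) or 3 (0.13), all from limma's camera. The hand-written list of its genes also passed upward, with the same adjusted p as the hand-written inflammatory list (0.00027, camera). By the share of genes past 5% FDR, the phagosome set came first of the 11, followed by cytokine-cytokine receptor interaction and the inflammatory response, with glycolysis and gluconeogenesis after them and oxidative phosphorylation below the share of all tested genes.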

Following efferocytosis, the solute carrier family (SLC) program is activated, and the metabolic byproducts can influence other cells in the microenvironment [17]. SLC25, a subfamily of SLC, is a large family of mitochondrial inner membrane transporters involved in various metabolic pathways and cell functions. While most members of this family function as strict counter-exchangers of chemically related substrates, the functions of many SLC members remain unknown [18, 19, 33, 34]. SLC25A53, which is highly expressed in various brain cells, including neurons, microglial cells, lymphocytes, and macrophages in the bone marrow (the Human Protein Atlas), is one of the most outstanding transcriptional landscape changes in TREM2KO macrophages, but its function remains unclear. 

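Among the 12665 genes tested in the sorted CCR2+ cells, 1870 had a larger absolute log2 fold change than Slc25a53 in edgeR's test and 5975 had a smaller p. The mean count of Slc25a53 over the 6 samples was 39.7, and Slc29a3, the gene of Fig. 4B that passed 5% FDR upward, had a mean count of 2029. The standard error of the log2 fold change of Slc25a53 was close to the change itself, so the change was not separable from 0.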

Our study reveals that SLC25A53, an isoform of SLC25A51, is the primary NAD^+^ transporter in macrophages, whereas the expression of SLC25A51 in macrophages is minimal and has no significant role in our data, suggesting that SLC25A51 may play a more prominent role in parenchymal cells.

Indeed, macrophage function in tissue repair and resolution is influenced not only by signaling pathways but also intracellular metabolic pathways [35]. Our study is the first to report the upregulation of SLC25A53 following efferocytosis and its impact on TCA cycle in TREM2KO macrophages. In the presence of TREM2, SLC25A53 expression is decreased, resulting in a decrease in mitochondrial NAD^+^ levels and a potential breakpoint in the metabolic flow at the isocitrate-to-α-ketoglutarate conversion in the TCA cycle. As a result, there is a downregulation of TCA cycle and subsequent OXPHOS. However, pyruvate can still enter the TCA cycle. This leads to the accumulation of upstream cis-aconitate and increased itaconate production, which promotes tissue repair after myocardial infarction (MI) (Fig. 7).

**Fig. 7:**
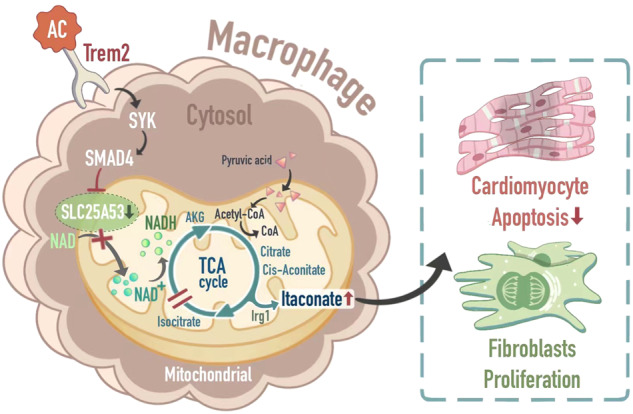
Mechanism diagram: TREM2 Promote Cardiac Repair in Myocardial Infarction via SLC25A53 and Carbohydrate Metabolism after Improving Efferocytosis of Macrophage. When TREM2 sensed apoptotic cells or damaged tissues and drove efferocytosis process, the TREM2-SYK-SMAD4 signaling pathway was activated, which inhibited the transcription of SLC25A53. The low expression of SLC25A53 resulted in low efficiency of NAD^+^ transporting thus presenting breakpoint in TCA. Thus, anti-inflammatory organic acids such as itaconate, were released in larger amounts and resulted in higher efficiency of post-MI myocardial repair.

In fact, various natural metabolites are generated through glycolysis and the TCA cycle. In our study, we observed that impaired efferocytosis in bone marrow-derived macrophages (BMDMs) from LysM^Cre^TREM2^flox/flox^ mice has significant impact on itaconate production. Itaconate has been reported to promote the establishment of an anti-inflammatory tissue environment [36] and inhibit TET DNA dioxygenases, thus attenuating inflammatory responses [37]. Furthermore, itaconate and its derivatives suppress the inflammatory response and change the polarization of macrophages through the JAK1 pathway [38]. Notably, we found that itaconate can inhibit the apoptosis of cardiomyocytes and stimulate the proliferation of fibroblasts. Itaconate has been proven to have anti-inflammatory function, and dimethyl itaconate (DI), a derivative of itaconate, has exhibited treatment effects in myocardial ischemia-reperfusion injury [39]. This provides another example of how immune metabolic by-product resulting from efferocytosis can influence neighboring cells and their functions.

This study delivers a mouse centered mechanistic assessment of the importance of TREM2 in myocardial repair. A TREM2-based intervention was tested in mice. Moreover, TREM2 agonists is undergoing phase III clinical trials in Alzheimer’s disease. Whether it has the same rescue effect in MI patients need to be further investigated. In this context it is also important to point out that all mouse experiments were performed in a model of permanent LAD ligation rather than LAD ischemia-reperfusion. Finally, timing of the TREM2 delivery is at the essence as the balance of inflammation and repair is tightly controlled. Hence, further studies on timing, dosage, and tissue-specific delivery are warranted.

In summary, our study provides novel insights into the role of TREM2 macrophages in MI and sheds light on the underlying mechanisms. Our findings open new possibilities for enhancing cardiac repair after injury. The identification of TREM2 macrophages as a promising therapeutic target for the treatment of MI holds great potential in the field of clinical research. We anticipate that our results will have significant implications for further investigations and the development of innovative treatments in this important clinical domain.

## Methods

### Patients and clinical specimens

Written informed consent was obtained from patients involved in the study under the supervision of the local Ethical Committee of Shanghai Tenth People’s Hospital. Throughout the study, the guidelines of the Declaration of Helsinki were observed. 10 healthy volunteers and 29 patients who survived ST-segment elevation MI participated in our study from January 2023 to April 2023. Blood samples from MI patients were collected at day 1 and day 5 respectively. MI was defined according to the *Guideline for the Management of ST-Elevation Myocardial Infarction* [40]. Detailed medical and family history of the healthy volunteers was obtained, while none had documented cardiovascular disease, severe kidney or liver disease, or malignancy. All participants’ blood samples were collected after an overnight fast following hospital admission. Basic characteristics were shown in Supplementary Table 1. The PBMCs were extracted using the EasySep™ Direct Human PBMC Isolation Kit (19654, STEMCELL Technologies) according to the manufacturer’s instructions. Information on TREM2’s primer was presented in the Supplementary Table.

### Mouse models

All animal procedures were approved by the Animal Care and Use Committees of Shanghai Tenth People’s Hospital affiliated with Tongji University for animal welfare. Experiments were conducted in compliance with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH Publication, 8th Edition, 2011). TREM2^flox/flox^ mice (purchased from Shanghai Model Organisms) were crossbred with LysM^Cre^ mice (purchased from Nan Jing Xietong Biotechnology company) to generate LysM^Cre^TREM2^flox/flox^ (termed Mac-TREM2KO) mice [19]. TREM2^flox/flox^ littermates served as controls (Ctr). All mice were maintained in the C57BL/6 background, and 8 weeks-old male mice were used in this study. C57BL/6-Ccr2em1^(cre/ERT2/EGFP)^/J (CCR2^cre-EGFP^) mice, donated by Professor Bo Peng from the Medical School of Fudan University, were crossed with TREM2^flox/flox^ mice for the production of fluorescent macrophages. Genotyping of all mice was performed using PCR. CCR2 chemokine receptor antagonist RS504393 (ab120183, Abcam) was intraperitoneally injected at a dose of 2 mg/kg/d from day 1 to day 6 post-MI.

### Murine MI model and echocardiography

Mice were anesthetized with pentobarbital sodium (50 mg/kg, Intraperitoneal injection) and intubated with a 22-gauge incubation tube while being mechanically ventilated with a small rodent respirator. A left thoracotomy was performed between the third and fourth intercostal space. The left anterior descending coronary artery (LAD) segment corresponding to approximately 1.5 mm to 2 mm below the tip of the left auricle was permanently ligated with an 8-0 monofilament nylon suture. Then, the chest wall was closed, and air in the thorax was evacuated. Mice in the sham group underwent the same procedure without LAD ligation. After surgery, cardiac function was examined by echocardiography. All mice were carefully monitored each day after MI. Mice that died immediately or had an ejection fraction (EF) > 50% after surgery were excluded from this study. Heart samples were harvested at different time points for subsequent experiments. Transthoracic 2-dimensional and M-mode images were obtained using Vevo 2100 system with a 20-MHz transducer (Vevo® 2100 system, Fujifilm Visual Sonics). Animals were killed by cervical dislocation under isoflurane anesthesia (induced by isoflurane inhalation 4.0%).

### Immunofluorescence staining and laser confocal fluorescence microscopy analysis

Immunofluorescent staining experiments were performed on 8 μm cardiac cryostat sections obtained from sham or MI mice as described previously [41]. Cells were seeded at 1 × 10^5^ cells/well on 6-well culture plates. The sections and cells were fixed with freshly prepared 4% paraformaldehyde for 10 min, followed by permeabilization with 0.2% Triton X-100 in PBS for 8 min. Cryosections and cells were incubated with anti-TREM2 (AF1729, R&D), anti-CD68 (NB100-683, Novus), anti-MAC2 (H2120, Santa Cruz), anti-Ly6G (127601, Biolegend), anti-CD11c (sc-376764, Santa Cruz), anti-α-SMA (ab32575, Abcam), anti-Actin (A2172, Sigma), anti-Vimentin (GB12192, Servicebio), anti-CD31 (GB13063, Servicebio), anti-Col1a1 (SC-8784, Santa Cruz), and anti-Ki67 (AF7649, R&D) overnight at 4 °C. Normal isotype IgG (sc-2025, Santa Cruz) was used as TREM2 negative control. After washing with phosphate-buffered saline (PBS), secondary antibodies (Alexa Fluor 488-conjugated donkey anti-sheep, Alexa Fluor 647-conjugated donkey anti-sheep, Alexa Fluor 488-conjugated goat anti-rabbit, Alexa Fluor 488-conjugated donkey anti-rat, Alexa Fluor 594-conjugated goat anti-rat, Alexa Fluor 594-conjugated donkey anti-rabbit, and Alexa Fluor 594-conjugated goat anti-mouse; Invitrogen) were added for a 1-h incubation at 37 °C in the dark. Apoptotic cardiomyocytes (ACs) in infarcted myocardium were assessed using TUNEL assay (40307ES20, YEASEN). Cell proliferation was assessed using EDU assay (40276ES60, YEASEN). The number of EDU-positive cells and TUNEL-positive cells was counted in 6-8 randomly selected fields of each sample under ×20 magnification. Nuclei were labeled with DAPI (Vector Laboratories), and cells were visualized using an LSM710 laser confocal microscope (Carl Zeiss, Germany).

### Histology

Heart samples were fixed by 4% paraformaldehyde, embedded in paraffin, and cut into 4 μm transverse sections at different levels. Masson’s trichrome staining was performed on paraffin-embedded sections at the papillary and apical level and then examined under ordinary polychromatic light or polarized light microscope to determine the extent of cardiac fibrosis. For each section, ten to fifteen images were acquired from randomly selected fields in both infarct and non-infarct areas. Image analysis was conducted using Image J software (V1.49, National Institutes of Health). Serial heart cross-sections cut above the level of ligature as well as 5, 1.0, 1.5, and 2.0 mm distal to the suture were stained with Masson’s trichrome for infarct size evaluation.

For immunohistochemistry staining, the sections were incubated with primary anti-TREM2 (AF1729, R&D), anti-α-SMA (ab32575, Abcam), and anti-Vimentin (GB12192, Servicebio) overnight at 4 °C after blocking the endogenous peroxidase activity. Following the incubation, a Vectastain Elite ABC kit (PK-8502, Vector Laboratories) was used according to the manufacturer’s instructions. After visualization with 3,3’ diaminobenzidine, the sections were counterstained with hematoxylin.

For triphenyltetrazolium chloride (TTC) staining, fresh frozen hearts were cut transversely into 1.2 mm-thick slices and stained with 2% TTC staining solution (G3005, Solarbio) for 20 minutes in a 37 °C water bath, then fixation for 12 hours in 4% neutral buffered formaldehyde.

### Protein extraction and western blot

Whole cells from in vitro experiments were prepared by 1× cell lysis buffer (9803, Cell Signaling Technologies) containing protease inhibitors (04693159001, Roche Molecular Biochemicals). Lysates were cleared by centrifugation.

Protein concentrations were determined using the BCA protein assay. Proteins were separated with SDS–PAGE, transferred to polyvinylidene fluoride membranes, and incubated overnight at 4 °C with primary antibodies, including anti-TREM2 (AF1729, R&D), anti-Vinculin (sc-73614, Santa Cruz), anti-SLC25A53 (STJ193987, ST John’s Laboratory), anti-SYK (ab40781, Abcam), and anti-SMAD4 (ab40759, Abcam). The membranes were then incubated with secondary antibodies for one hour, and bands were visualized using chemiluminescence (TANON-2500, TANON), then viewed under Amersham Imager 600 system (GE Healthcare, USA). Uncropped western blots are provided in Supplementary Material.

### Quantitative PCR

Total RNA samples from the sorted cells, tissues, and whole mouse blood were prepared using RNeasy Mini Kit (Qiagen, Germany) or TRIzol reagent (Thermo Fisher, USA) according to the manufacturer’s instructions, and reverse-transcribed using HiScript III RT SuperMix reverse-transcription reagent kit (7110203, Vazyme Biotech). Quantitative PCR (qPCR) was performed using a Roche Lightcycler 96 (USA). The level of GAPDH and 18 S ribosomal RNA were used as the internal control for mouse experiments. Each reaction was performed in duplicate, and the changes in relative gene expression normalized to the internal control levels were determined using the relative threshold cycle method. Information on primers was presented in the Supplementary Table.

### Flow cytometry

The hearts were dissected, minced with fine scissors, and enzymatically digested in Hanks’ Balanced Salt Solution (HBSS, H9269, Sigma-Aldrich) with a cocktail of 1 mg/mL type II collagenase (1148090, Merck), 100 U/mL hyaluronidase (H4272, Sigma-Aldrich), and 100 U/mL DNase I (69182, Sigma-Aldrich). The mixture was agitated first with gentleMACS Dissociator (130093235, Miltenyi Biotec) and then dissociated on a shaking table concentrator for 40 min at 37 °C. Following the digestion, the tissue samples were triturated and passed through a 70 µm cell strainer (BD Falcon, USA). The obtained cells were centrifuged at 400 rpm at 4 °C for 5 minutes, counted after erythrocyte lysis, and washed with HBB buffer solution (HBSS buffer with 2% fetal bovine serum [FBS] and 0.2% bovine serum albumin [BSA]) for further analysis. The above cell suspensions from mouse hearts were stained with live/dead fixable viability stain 780 (565388, BD Horizon) for 8 min. Cell suspensions were blocked with CD16/32 antibody (101320, Biolegend) for 15 min and then stained with corresponding fluorescently labeled antibodies, anti-CD45 (103108, Biolegend), anti-CD11b (557397, Biolegend), anti-CD64 (139323, Biolegend), anti-Ly6C (128018, Biolegend), anti-CCR2 (150627, Biolegend), anti-MHCII (107631, Biolegend), anti-Ly6G (127641, Biolegend), anti-F4/80 (123131, Biolegend), and anti-TREM2 (FAB17291C and FAB17291R, R&D), afterward diluted in PBS solution at the indicated concentration. The results were presented in percentage or the cell number per microgram of tissue. Flow cytometric analysis and cell sorting were performed on LSRFortesa and FACSAria instruments (BD Biosciences) and analyzed using FlowJo software (V10.0.7, USA).

### Injection of adenovirus in the heart

The injection was performed right after the ligation of LAD. Adenovirus carrying either TREM2 (Ad-TREM2) or negative control (Ad-NC, Ctr) under the promoter of cytomegalovirus were injected into the left ventricular anterior wall (three sites, 10 μL/site without dilution, 2 × 10^10^ PFU) using a micro syringe. Ad-TREM2 and Ad-NC were synthesized by Shanghai Genechem Co., Ltd (China). The sequence of Ad-TREM2 was NM_001272078 (Genebank).

### Generation of bone marrow-derived macrophages (BMDMs)

Bone marrow cells were isolated from the femurs of adult mice and differentiated into BMDMs using 40 ng/ml M-CSF (HY-P7050, MCE) plus 10% FBS and 1% penicillin-streptomycin for 5–7 days. BMDMs (2 × 10^5^ cells/mL) were seeded into 6-well culture plates.

### Primary cardiomyocyte and fibroblast culture

Rat cardiomyocyte cultures were prepared from two-day-old male and female rat pups. The fresh myocardial tissue of the rats was cut into small heart fragments and digested with Collagenase II (9001-12-1, Sigma). After the digestion of tissues 6-7 times, 5 minutes each time in 37 °C in water bath, the digested cells from the tissues were collected except that supernatant was discarded for the first time. The cells were then cultured in DMEM containing 20% FBS in 10 cm dish and kept at 37 °C and 5% CO_2_. After 1 hour, fibroblasts became adherent and cardiomyocytes remained in the supernatant. Cardiomyocytes were then collected separately and cultured in 6-well plates. When the cell density reached 70%-80%, EDU assay (40276ES60, YEASEN) was conducted on fibroblasts and TUNEL assay (40307ES20, YEASEN) was conducted on cardiomyocytes according to manufacturer’s instructions. The ATP content was quantified following the guidelines provided by the ATP assay kit from YEASEN (Shanghai, China) and normalized to the maximum content.

### Cardiomyocyte differentiation from hiPSCs

Human cardiomyocytes derived from hiPSCs (human Induced pluripotent stem cells) in our experiments were developed according to previous studies [42]. hiPSCs were cultured in mTeSR^TM^1 for 3 days, and then administrated by Wnt signaling modulators. On day 17, the generated cardiomyocytes were digested and reseeded on a monolayer. Then, 1640 + B27 + AC + DMEM (no glucose) +lactate was used to culture cells (Reviewer-only Fig. 2). On day 22, Cells were treated with or without 100 μM and 250 μM 4-OI and incubated under 5%O2 with 10% FBS or 2% O2 with 2% FBS separately.

### Measurement of Action potential of primary cardiomyocyte

We used whole-cell patch-clamp recording technique. When the whole-cell seal was formed, the cells were given current stimulation at 5 ms, 500 Pa in the current clamp mode, and the evoked action potential was recorded.

### Exocrine in vitro assay

BMDMs were isolated from Mac-TREM2KO and control mice separately. They were then treated with necrotic myocardial cell supernatants (NMCS) in fresh culture media (1:1) for 24 h. The supernatants (20 μg/ml) of these stimulated BMDMs were collected to further stimulate fibroblasts and ischemic and hypoxic cardiomyocytes for 24 hours (the supernatant-to-medium ratio was 1:2). The medium was changed and the culture continued for 12 hours [43]. For TREM2 overexpressed on WT mice BMDMs, they were cultured in 10% FBS with Ad-NC or Ad-TREM2 adenovirus (GENECHEM) for two consecutive days, then treated with NMCS. NMCS were induced using the freeze-thaw technique [39]. Freshly excised 12-week-old C57BL/6 mouse hearts (5–8 hearts/batch) were rinsed in cold PBS to remove red-blood cells and then minced into approximately 10 pieces in chilled PBS. In order to induce apoptosis in myocardial cells, the minced tissue was resuspended in PBS and placed in a conical tube that was subjected to 3 freeze-thaw cycles (10 min in methanol on dry ice [<-80 °C] and 3 minutes in a water bath at 37 °C). NMCS were centrifuged at 12000 × *g* for 10 min to separate the pellet (cell fraction and nuclear fraction) from the cytoplasm (supernatant). The protein content of the supernatant was determined using the BCA assay (Pierce, Thermo Scientific).

### Itaconate stimulation

Fibroblasts and cardiomyocytes were isolated from neonatal rats’ hearts. They were treated respectively with 100 μM 4-octyl itaconate (4-OI) and 100 μM itaconate. Cardiomyocytes were cultured in low-serum (2%) DMEM at 37 °C, 93% N_2_, 5% CO_2_, and 2% O_2_ for 24 hours. Fibroblasts were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Efferocytosis experiments in vivo and in vitro

Experimental MI was conducted in ZsGreen or Tdtomato transgenic mice. The apoptotic myocardial cells were extracted from ZsGreen or Tdtomato transgenic mice (Td^+^ ACs or Zs^+^ ACs) and then injected into the hearts and abdominal cavities 4 h after MI, respectively. In vitro experiments, the apoptotic cells (ACs) were harvested from H9C2 cell lines (purchased from Shanghai Zhongqiaoxinzhou Biotech, China) and treated with ultraviolet radiation for 2 hours. ACs were co-cultured with RAW264.7 (purchased from Shanghai Zhongqiaoxinzhou Biotech, China).

### NAD^+^/NADH assays

After BMDMs were cultured for 5 days, knockdown of SLC25A53 expression was performed using target-specific SLC25A53 siRNA or SLC25A51 siRNA (GenePharma, China), with negative siRNAs (GenePharma, China) as control. Cells were transfected with jetPrime Transfection Reagent (Polyplus) according to the manufacturer’s protocol. Cells were transfected again after 24 h to ensure the knockdown. On day 3 after transfection, BMDMs were challenged with a culture medium with or without cytochalasin D (10 μg/μL) (NSC 209835, MCE). An hour later, the same number of ACs consistent with the number of BMDMs were resuspended with the culture medium and added (or not) to the cells for 2–3 h. For the generation of ACs, H9C2 cells were cultured in DMEM with 10% FBS and 1% penicillin and streptomycin, and apoptosis was then induced under ultraviolet radiation for 2 hours.

Subsequently, mitochondria were extracted from BMDMs (about 1 × 10^7^) after being washed with ice-cold PBS twice, using a Mitochondria Isolation Kit for Cell Tissue (Yeasen Biotech Co., Ltd, China). Extraction of NAD^+^/NADH was performed with the buffers supplied within the commercial assay kits following the manufacturer’s instructions (Abcam ab65348 for NADH). Colorimetric measurements were made at 450 nm absorbance and 25 °C using the SpectraMax i3X (MD Co., Ltd, USA). NAD^+^ and NADH concentrations were determined on a standard curve according to the manufacturer’s instructions. The sequence of SLC25A53 siRNA is GGUGUCUGGUAGUGUCAAUTT (sense)/AUUGACACUACCAGACACCTT (anti-sense). 

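The sense strand without its overhang reads GGTGTCTGGTAGTGTCAAT as DNA and is 19 bases long. In the GENCODE annotation of GRCm38 it matches the coding sequence of Slc25a53 on chromosome X from 136982928 to 136982946, on the minus strand, in exon 2 of 2. The site lies in 4 of the 14 annotated transcripts of the gene, and in transcripts of no other gene in that annotation. The surrounding transcript sequence is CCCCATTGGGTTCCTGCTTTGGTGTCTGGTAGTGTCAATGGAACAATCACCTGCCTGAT.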

The sequence of the SLC25A51 siRNA is CUCCAUUCGAAAGGGUUCATT (sense) / UGAACCCUUUCGAAUGGAGTT (anti-sense).

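The sense strand of this siRNA reads CTCCATTCGAAAGGGTTCA as DNA without its overhang. It matches the coding sequence of Slc25a51 on chromosome 4 from 45399710 to 45399728 of GRCm38, on the minus strand, in exon 3 of 3. The site lies in 5 of the 6 annotated transcripts of Slc25a51. The same bases also occur in the processed pseudogene Gm17831 and in an annotated transcript of Itgad, so 3 genes in the annotation hold the full site. The surrounding transcript sequence in Slc25a51 is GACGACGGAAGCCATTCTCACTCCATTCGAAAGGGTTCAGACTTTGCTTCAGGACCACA.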

### Mitochondrial NAD^+^ uptake assay

BMDMs were extracted from WT mice and cultured for 5 days, then SLC25A53 was knockdown following the above steps. For the first transfection, 50 μg/mL uridine (HY-B1449, MCE) was added to the medium to improve cellular viability. 18-24 hours before harvest, the medium was changed, and the cells were treated with 100 nM FK866[(E)-Daporinad] (HY-50876, MCE). Cells were collected by trypsinization. Mitochondria were isolated as mentioned above and were resuspended (50–200 μg) in MiR05 (60101-01, NextGen-O2k) containing 5 mM malate (T2S0850, TargetMol) and 10 mM pyruvate (T4804, TargetMol) along with 1 mM NAD^+^ (HY-B0445, MCE). The reaction was agitated at 900 rpm and the tube was briefly opened every 10 min to allow for re-oxygenation. Mitochondria were granulated by centrifugation (14,000 × *g*, 2 min), and mitochondria NAD^+^ content was measured according to the manufacturer’s instructions (ab65348, Abcam).

### Molecular docking

Three-dimensional structures of SLC25A53 were designed with SWISS-MODEL (https://swissmodel.expasy.org/), and NAD^+^ was generated with RCSB Protein Data Bank. We used AutoDock Vina software (Trott & Olson, 2010) to perform the molecular docking between SLC25A53 and NAD^+^. Among the docking models generated, the model with the highest affinity was created with PyMol Molecular Graphics System (Schrodinger LLC, UK) and was shown in Fig. 5A.

### RNA-seq

CCR2^+^ macrophages within post-MI tissue were specially sorted out using FACS, and RNA of macrophages was extracted using the TRIzol reagent (15596018, Invitrogen) according to the manufacturer’s instructions. RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara). Then the libraries were constructed using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, USA) according to the manufacturer’s instructions. The transcriptome sequencing and analysis were conducted by OE Biotech Co. Ltd. (Shanghai, China). FASTQ sequence data were mapped to mice reference genome NCBI Murine6.0 with TopHat v2.1.1. The reads per gene were counted using “HTseq” (https://htseq.readthedocs.io, version 0.6.0). Sample quality metrics and raw read counts were imported into R for further processing. The DESeq2 R package was used to estimate library size factors, normalize counts, and perform differential expression analyses. Benjamini–Hochberg multiple testing correction was used to compute FDR, and genes were considered significantly differentially expressed at <5% FDR. Principal component analysis (PCA) was performed in R using the top 1,000 most variable genes, with normalized DESeq2 variance-stabilized transformation expression as input. FASTQ files and expression matrices from RNA-seq data are available from the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE218002.

### LC–MS analysis

BMDMs were generated and cultured for 5 days. Cells were then challenged by cell suspensions of ACs consistent with the amount of BMDMs for 2 h. After being washed with PBS twice, mitochondria were extracted using a Mitochondria Isolation Kit for Cell Tissue (Yeasen Biotech Co., Ltd, Shanghai, China). The following extraction of metabolites was instructed by Shanghai Applied Protein Technology Co., Ltd (China). Briefly, cold methanol/acetonitrile (1:1) extraction solvent was added to remove the protein and extract the metabolites. For absolute quantification of the metabolites, stock solutions of stable-isotope internal standards were added to the extraction solvent simultaneously. The mixture was collected and centrifuged at 14,000 × *g* for 20 min at 4 °C to collect the supernatant. The supernatant was dried in a vacuum centrifuge. For LC–MS analysis, the samples were re-dissolved in acetonitrile/water (1:1) solvent and centrifuged at 14,000 × *g* at 4 °C for 20 min, and then the supernatant was injected. Analyses were performed using a UHPLC (1290 Infinity LC, Agilent Technologies) coupled to a QTRAP MS (6500+, Sciex) according to the instructions. Polled quality control (QC) samples were set in the sample queue to evaluate the stability and repeatability of the system. MultiQuant or Analyst was used for quantitative data processing. The QCs were processed together with the biological samples. Metabolites in QCs with a coefficient of variation of less than 30% were denoted as reproducible measurements.

After sum-normalization, the processed data were uploaded before importing into SIMCA-P (version 14.1, Sweden), where it was subjected to multivariate data analysis, including Pareto-scaled principal component analysis and orthogonal partial least-squares discriminant analysis (OPLS-DA). The sevenfold cross-validation and response permutation testing was used to evaluate the robustness of the model. The projection value of each variable in the OPLS-DA model was calculated to indicate its contribution to the classification.

### Statistical analysis

Data were shown as mean ± SEM. A two-sided, unpaired Student’s *t*-test was utilized to analyze the difference between two groups in the case of normally distributed variables. Mann–Whitney *U* test was used in non-normally distributed variables. Differences across three or more groups were tested using one-way ANOVA, followed by a post hoc analysis with the Bonferroni test. *P* value < 0.05 was defined as statistical significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

supplementary figure

Supplemental Material - Original Blots

Reporting Summary

## Data Availability

The data analyzed during this study are included in this published article and the supplemental data files. Additional supporting data are available from the corresponding authors upon reasonable request.

# Supplementary material for: TREM2 macrophage promotes cardiac repair in myocardial infarction by reprogramming metabolism via SLC25A53
**Source:** Cell Death Differ. 2024 Jan 5;31(2):239–53. doi: 10.1038/s41418-023-01252-8
**Supplement:** Supplementary file 1 — supplementary figure

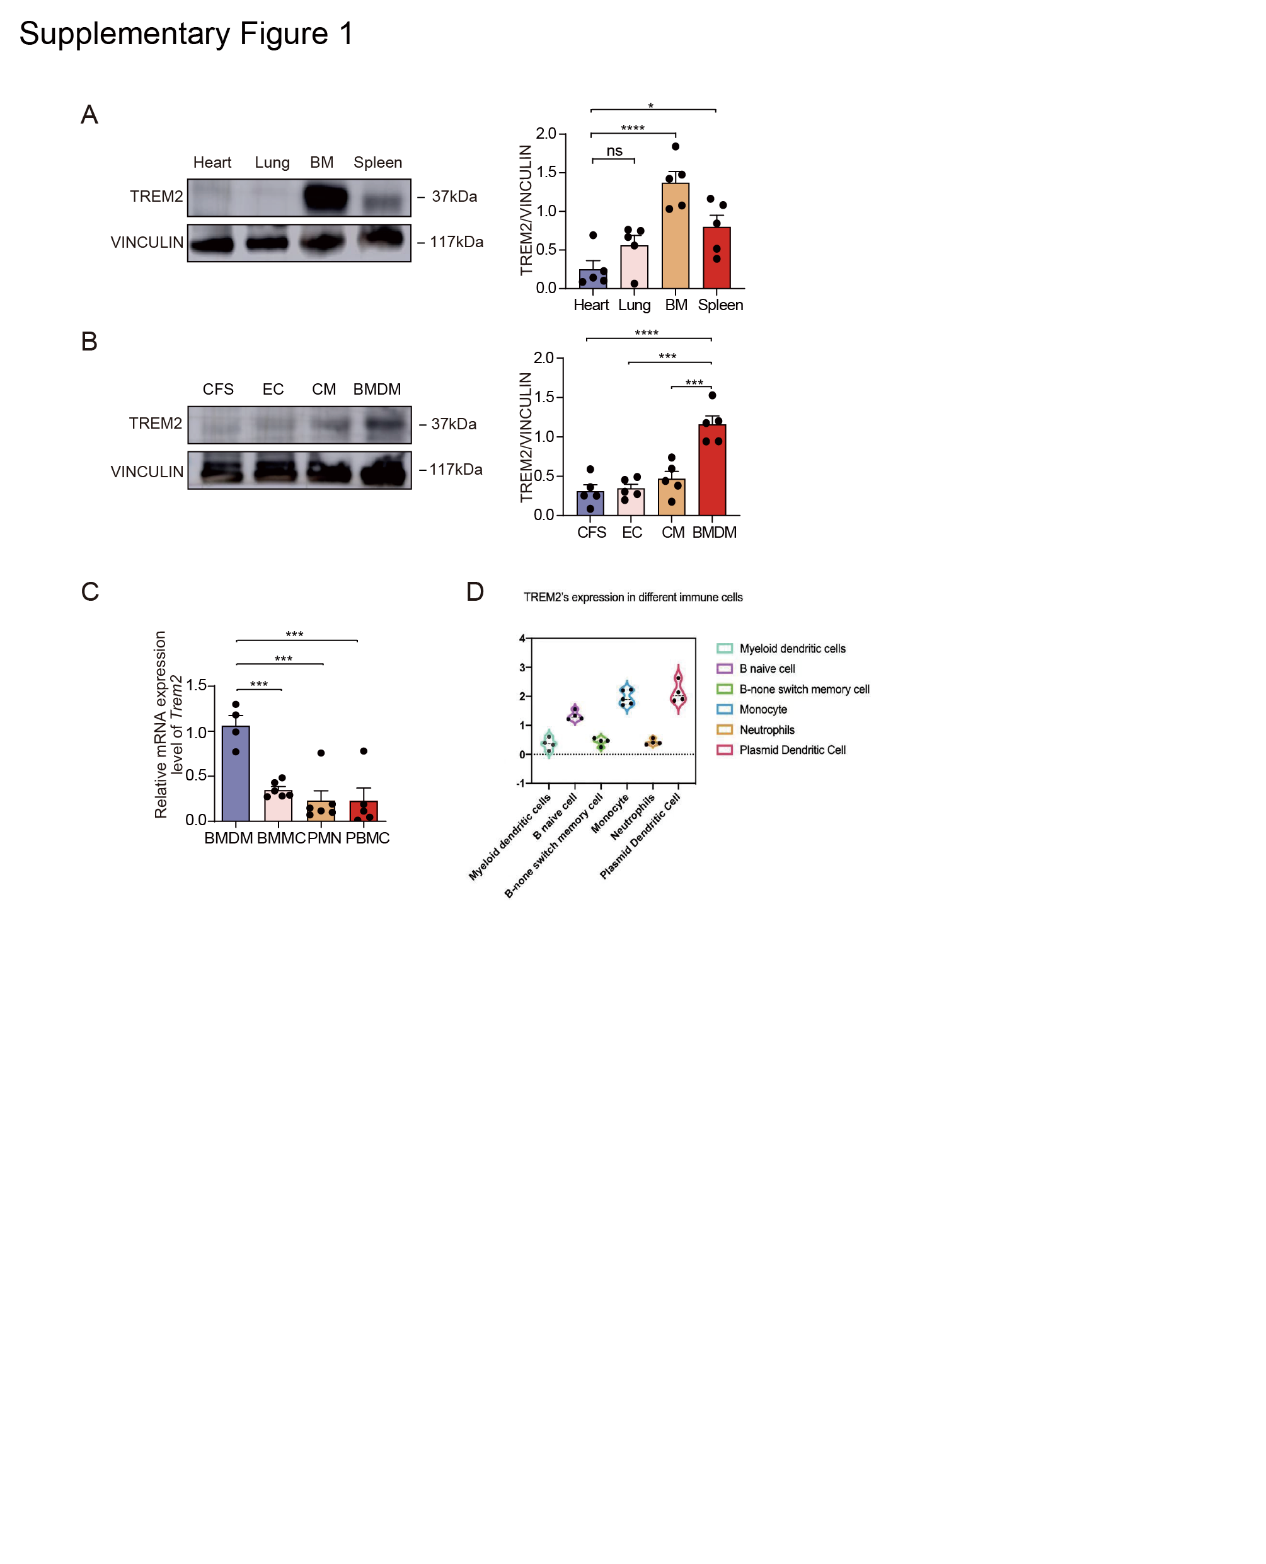

**A,** Trem2 expression was analyzed by western blot in heart, lung, spleen and bone marrow in w WT C57BL/6 mice (n=5). **B,** Western blot analyses of Trem2 expression in bone marrow derived macrophage, H9C2 cardiomyocytes, CFS fibroblasts and VEC endothelial cells, respectively (n=5). **C,** Trem2 expression was analyzed in bone marrow derived macrophage, bone marrow mononuclear cell, polymorphonuclear and peripheral blood mononuclear cells by quantitative polymerase chain reaction (n=4-6). **D,** Trem2 expression was analyzed by bioinformatics analysis in different immune cells(n=4).

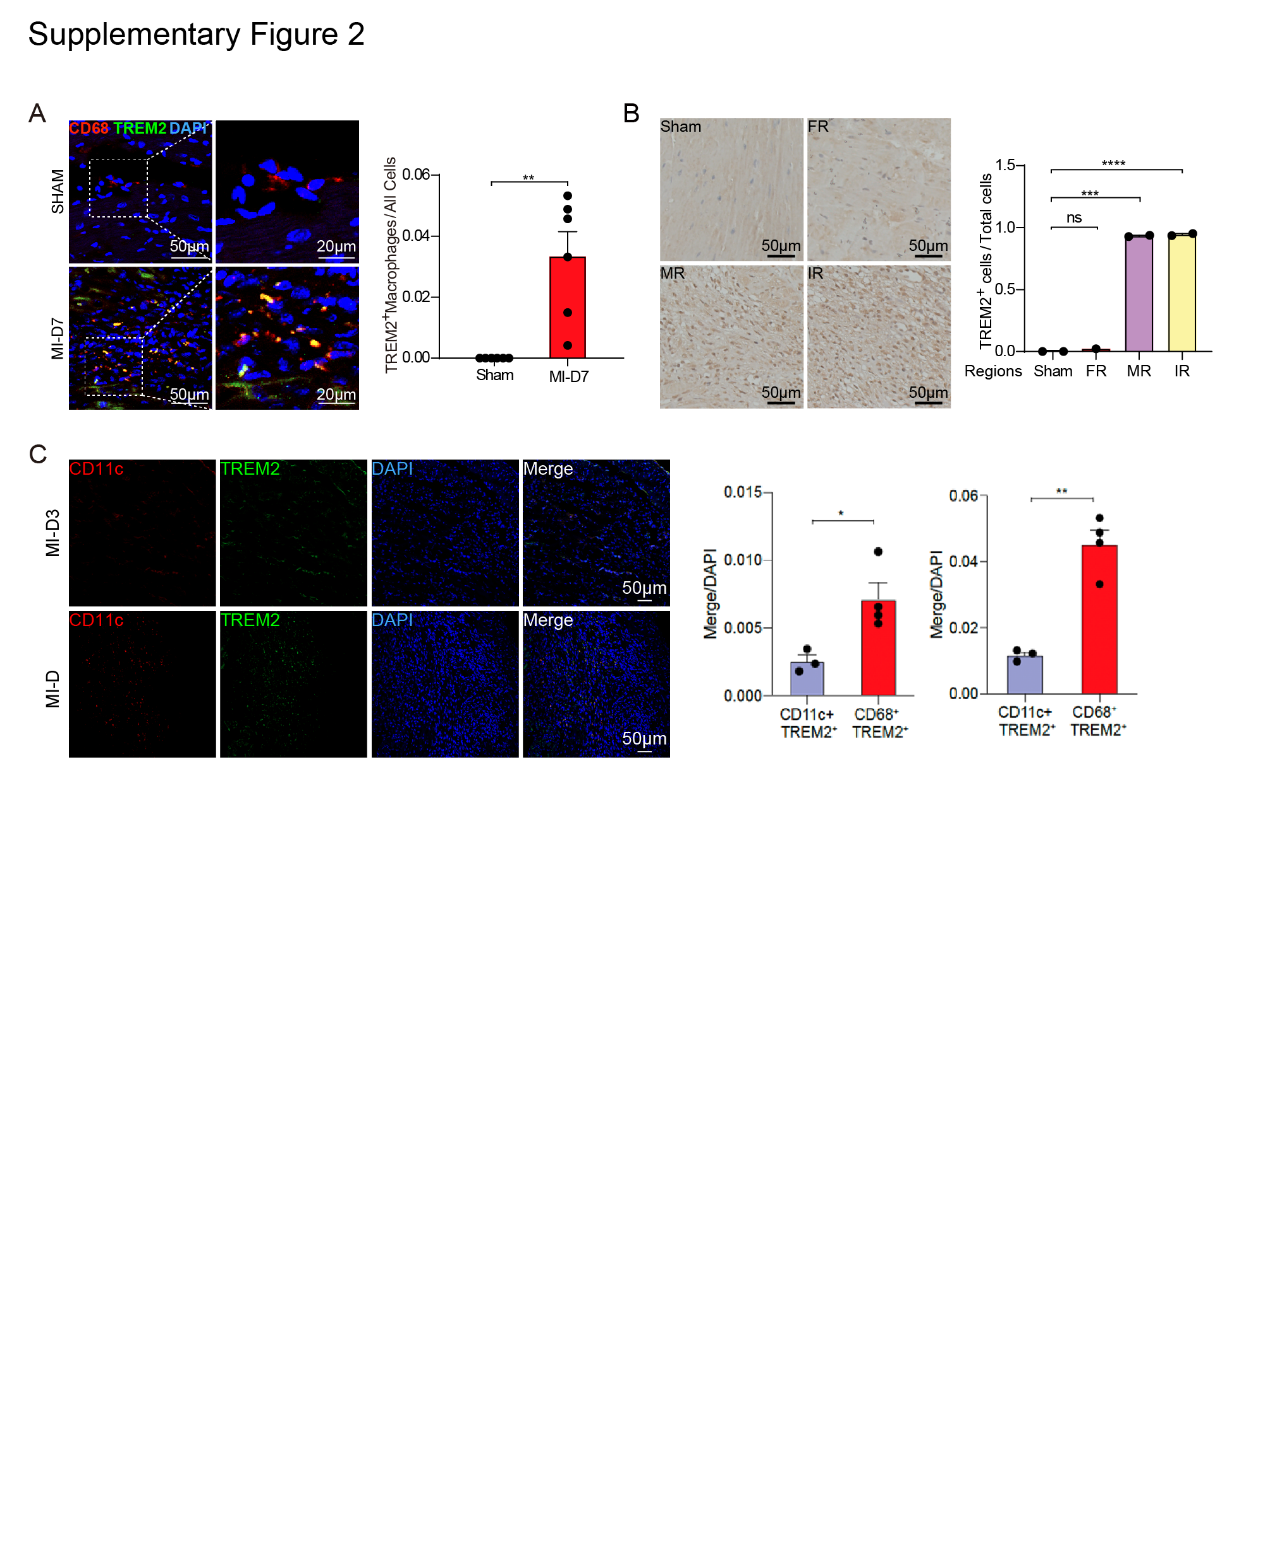

**A,** Representative immunofluorescence images and related quantification of CD68 and TREM2 in heart of control mice with sham operation and on Day 7 post-MI. **B,** Representative images of IHC test of TREM2 in different regions of groups described in **A. C,** Representative immunofluorescence images of CD11c and TREM2 in heart of control mice and related quantification Day 3(left) and Day 7 post-MI (right)**.** N=2-6 per group. Data were expressed as mean± SEM. Date in B was analyzed by one-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann-Whitney U tests. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

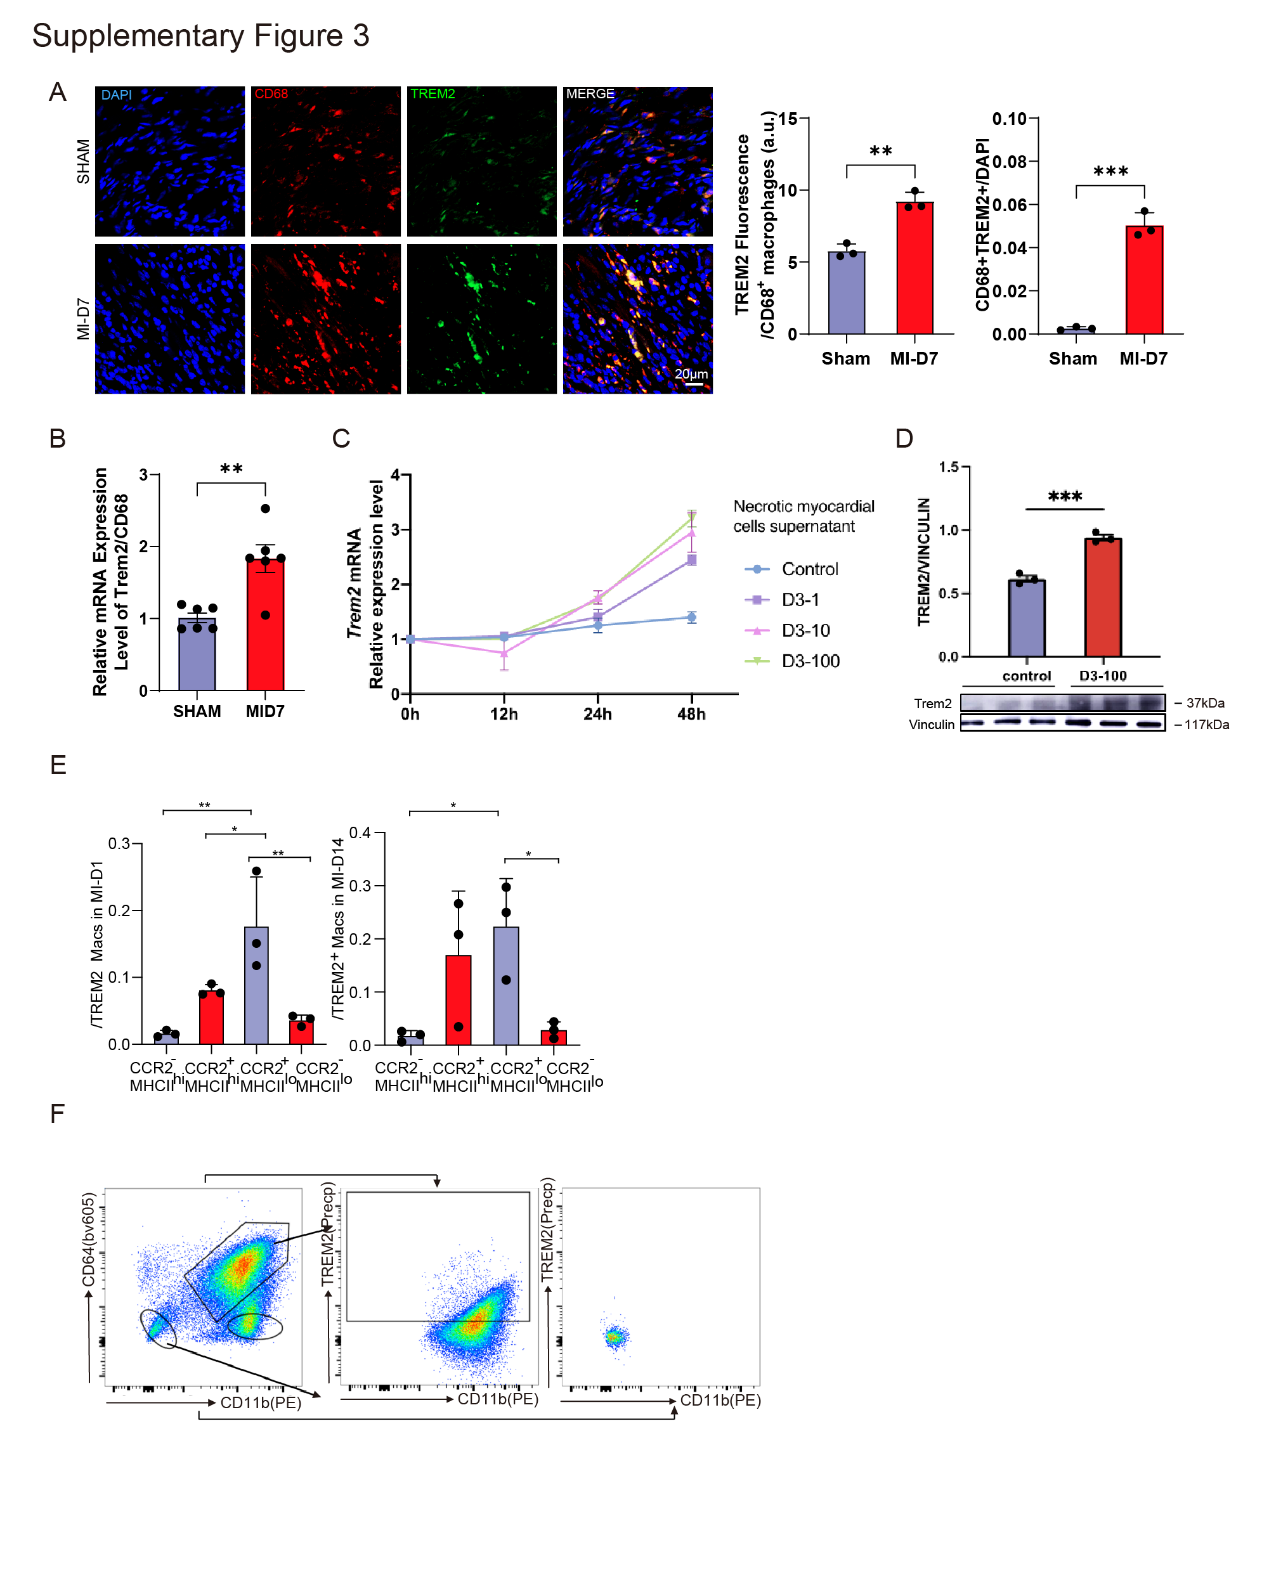

**A,** Immunofluorescence images of CD68 and TREM2 in heart of control mice and those on day 7 post-MI. TREM2 fluorescence was quantified per CD68^+^ macrophage (middle). CD68^+^TREM2^+^ cells were quantified per DAPI^+^ cell (right). **B,** Trem2 expression was analyzed in macrophages isolated from heart of healthy mice and those on day 7 post-MI by quantitative polymerase chain reaction (n=6). **C,** Trem2 expression was analyzed in RAW264.7 cells by quantitative polymerase chain reaction (n=3). **D,** Trem2 expression was analyzed by western blot in RAW264.7 cells (n=3). In **C&D,** “D3-1” refers to the necrotic cardiomyocyte cells supernatant 3 days after myocardial infarction, with a stimulation concentration of 1 ug/ml. “D3-10” refers to the necrotic cardiomyocyte cells supernatant 3 days after myocardial infarction, with a stimulation concentration of 10ug/ml. “D3-100” refers to the necrotic cardiomyocyte cells supernatant 3 days after myocardial infarction, with a stimulation concentration of 100 ug/ml. **E,** Flow cytometric analysis of different subsets in TREM2^+^ macrophages in heart of control mice on Day 1 and Day 14 post-MI (n=3)**. F,** Gating strategy of flow cytometry described in **Figure H-I and Supplementary Figure 2A.** Data were expressed as mean± SEM. Data were analyzed by one-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

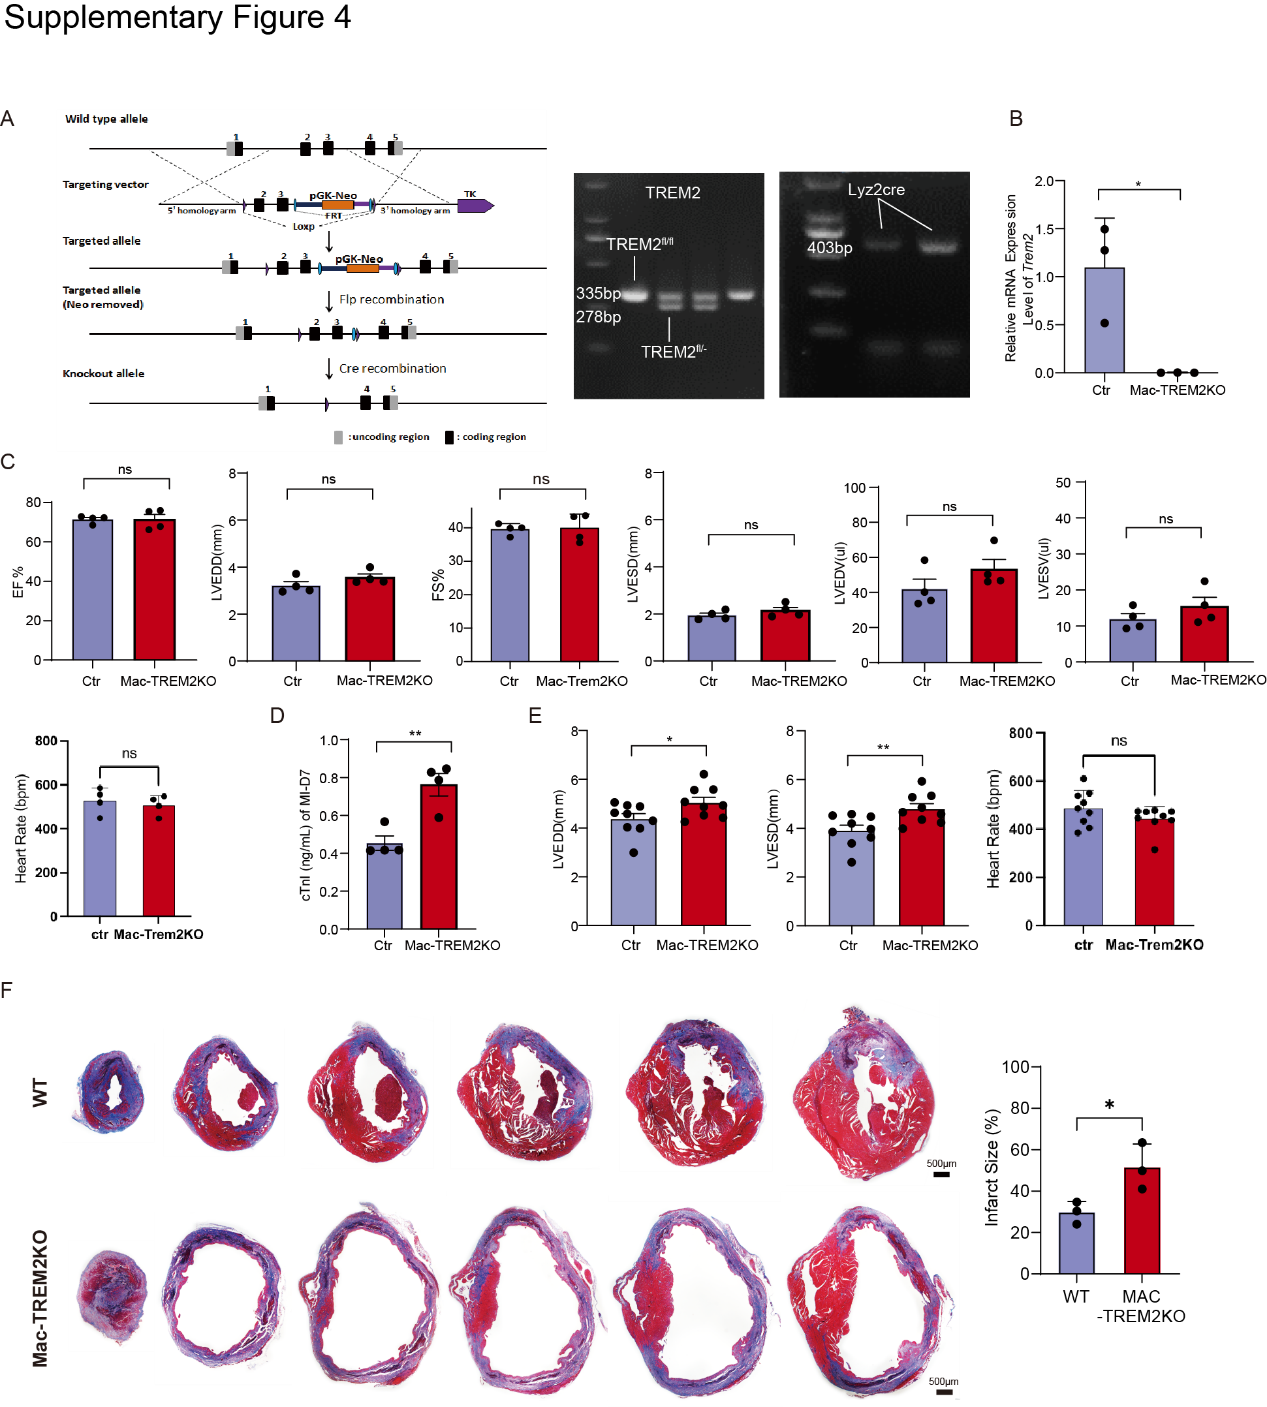

**A,** Schematic diagram of TREM2 gene-trapping strategy. Representative PCR genotyping of wild-type (+/+), homozygous (-/-), and heterozygous (+/-) mutant mice. TREM2 homozygous generated one fragment (335 bp), whereas heterozygous generated two fragments (335 bp and 278 bp) in PCR. LysM would take effect in the existence of the Cre enzyme. **B,** mRNA expression level of TREM2 in spleen of control and Mac-TREM2KO mouse (n=3). **C,** Echocardiographic measurements in control and Mac-TREM2KO mice prior to MI surgery (n=3). **D,** The concentration of serum cTnI (ng/mL) of control and Mac-TREM2KO mice on Day 7 post-MI (n=3). **E,** Echocardiographic analysis of LVEDD and LVESD quantification in control and Mac-TREM2KO mice on Day 7 post-MI (n=9). **F,** Representative images and related quantification of Masson’s trichrome staining on a series of sections over the entire heart in WT and Mac-TREM2KO mice (n=3). Data were expressed as mean± SEM. Data were analyzed by Mann-Whitney U tests. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

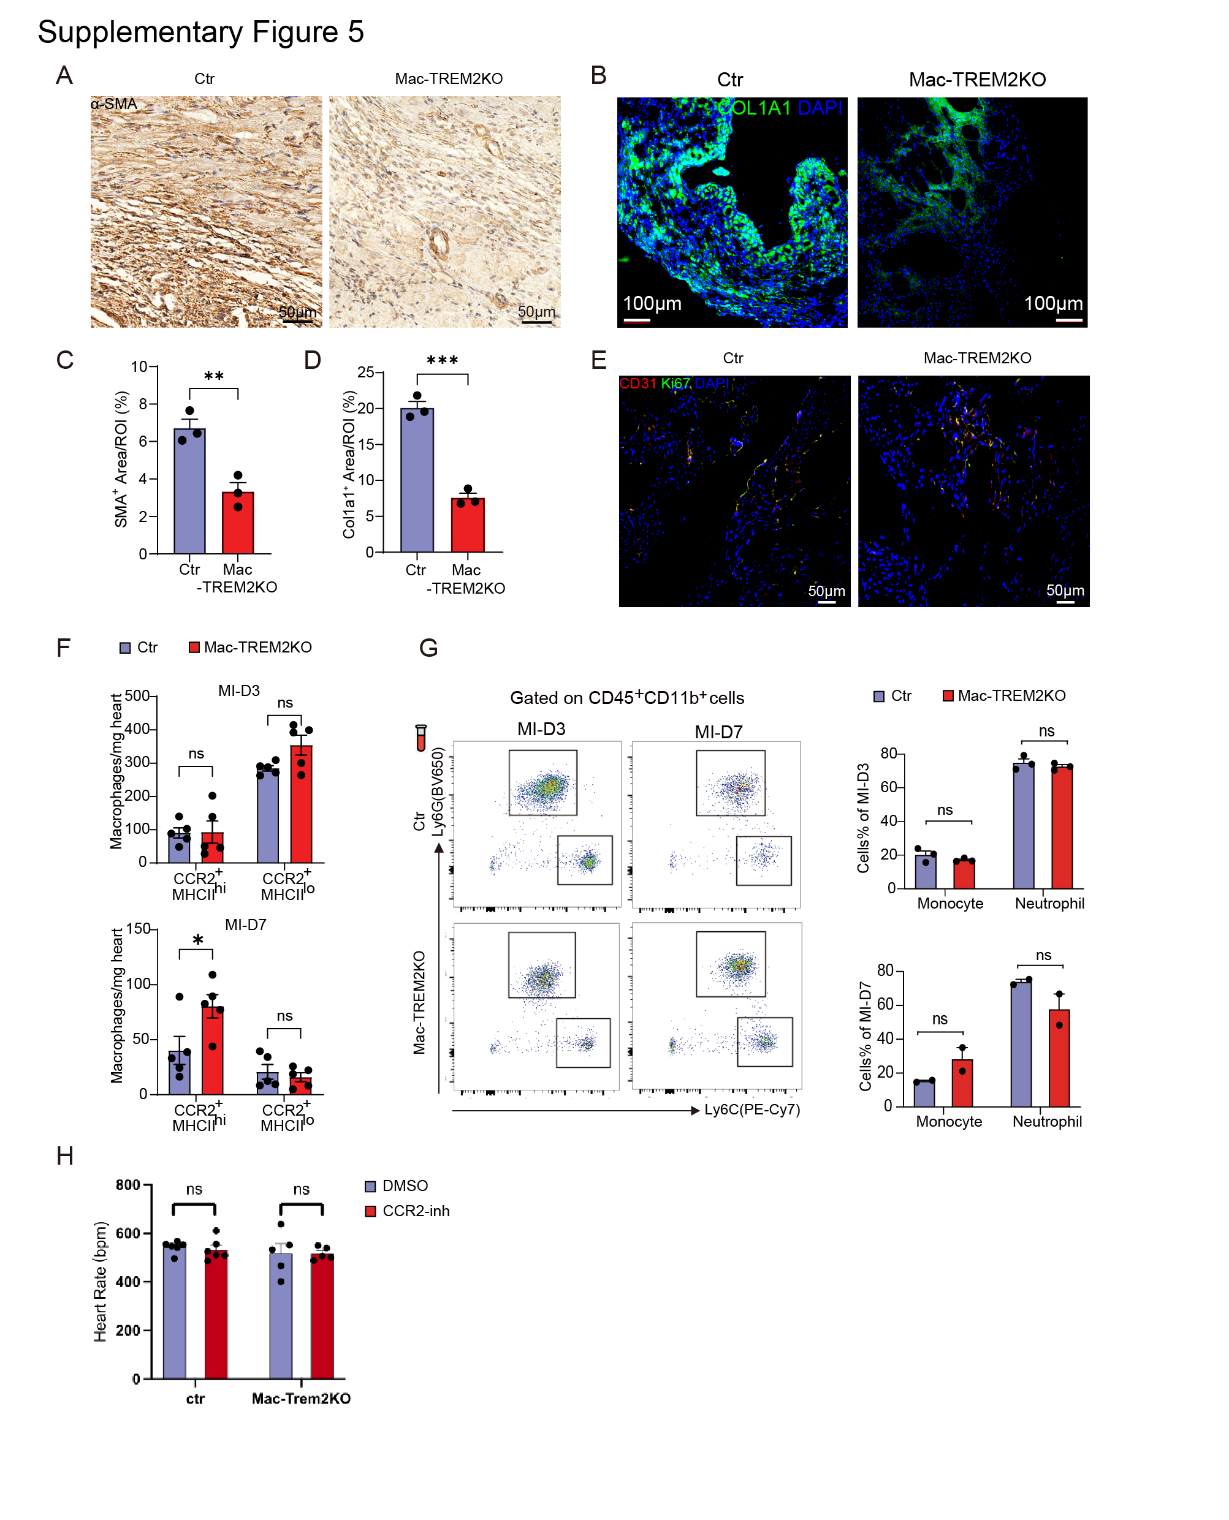

**A**, Representative images of IHC staining of α-SMA in the infarcted myocardium from control and Mac-TREM2KO mice. **B**, Representative immunofluorescence images of Col1a1 in the infarcted myocardium from control and Mac-TREM2KO mice. **C&D**, Related quantification of **A&B** respectively (n=3). **E**, Representative immunofluorescence staining of Ki67^+^ CD31^+^ cells in the infarcted myocardium from control and Mac-TREM2KO mice. **F,** Related quantification of number of macrophages per mg heart within infarcted myocardium of control and Mac-TREM2KO mice on Day 3 and Day 7 post-MI (n=5). **G**, Gating strategy of monocyte and neutrophil on CD45^+^ CD11b^+^ cells in peripheral blood in control or Mac-TREM2KO mice(left) and related flow cytometric analysis for the percentage of monocytes and neutrophils (right) (n=2-3). **H,** Heart rate analysis of echocardiographic measurements in **Figure 2M&N**. Data were expressed as mean± SEM. Data in C was analyzed by Mann-Whitney U tests. Other data were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001

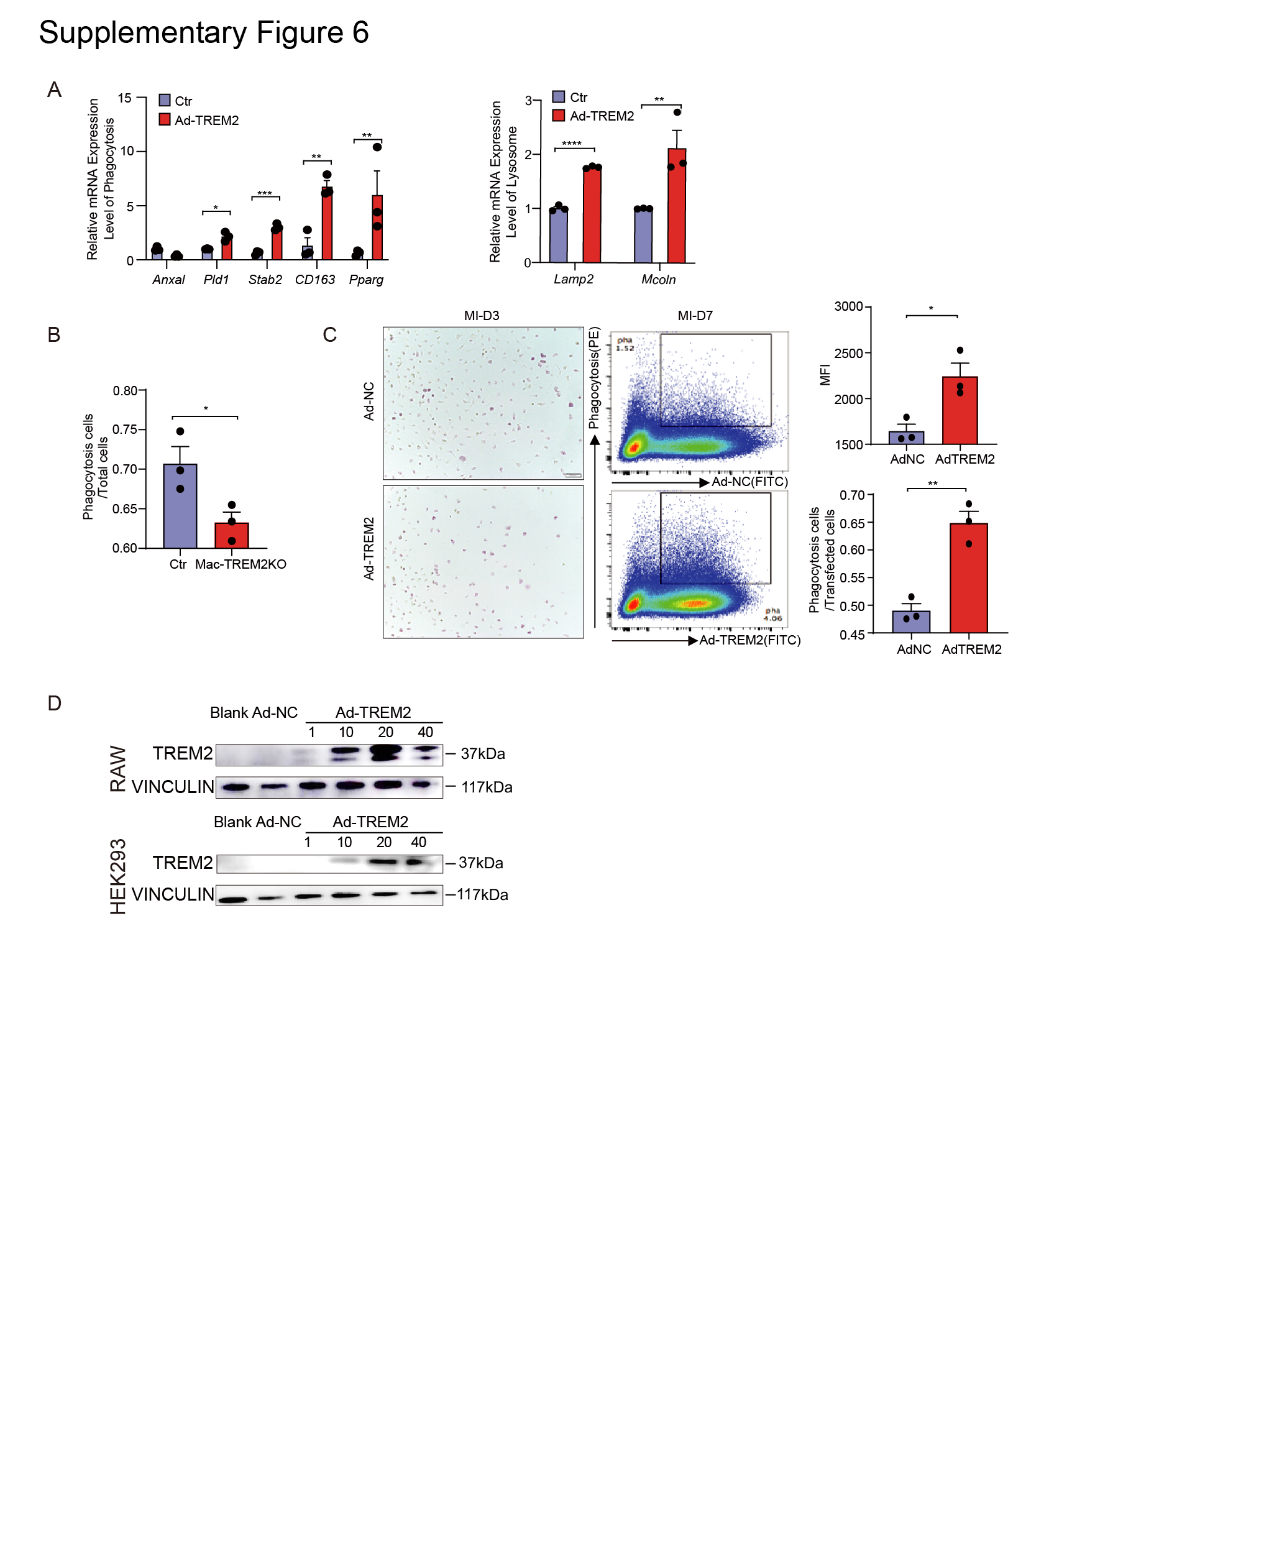

**A**, Relative mRNA expression levels of phagocytosis-related genes and lysosome related genes in control BMDMs treated with Ad-NC and Ad-TREM2. **B,** Flow cytometric analysis of phagocytosis cells in control and TREM2KO BMDMs incubated with Red Zymosan Bioparticles. **C,** Flow cytometry and Mean Fluorescence Intensity (MFI) of phagocytosis cells in BMDMs treated with Ad-NC and Ad-TREM2 and then incubated with Red Zymosan Bioparticles. **D,** Western blot analysis of validation of TREM2 overexpression by adenovirus in RAW and HEK293 cells. N=3 per group. Data were expressed as mean± SEM. Data in A was analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Other data were analyzed by Mann-Whitney U tests. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001

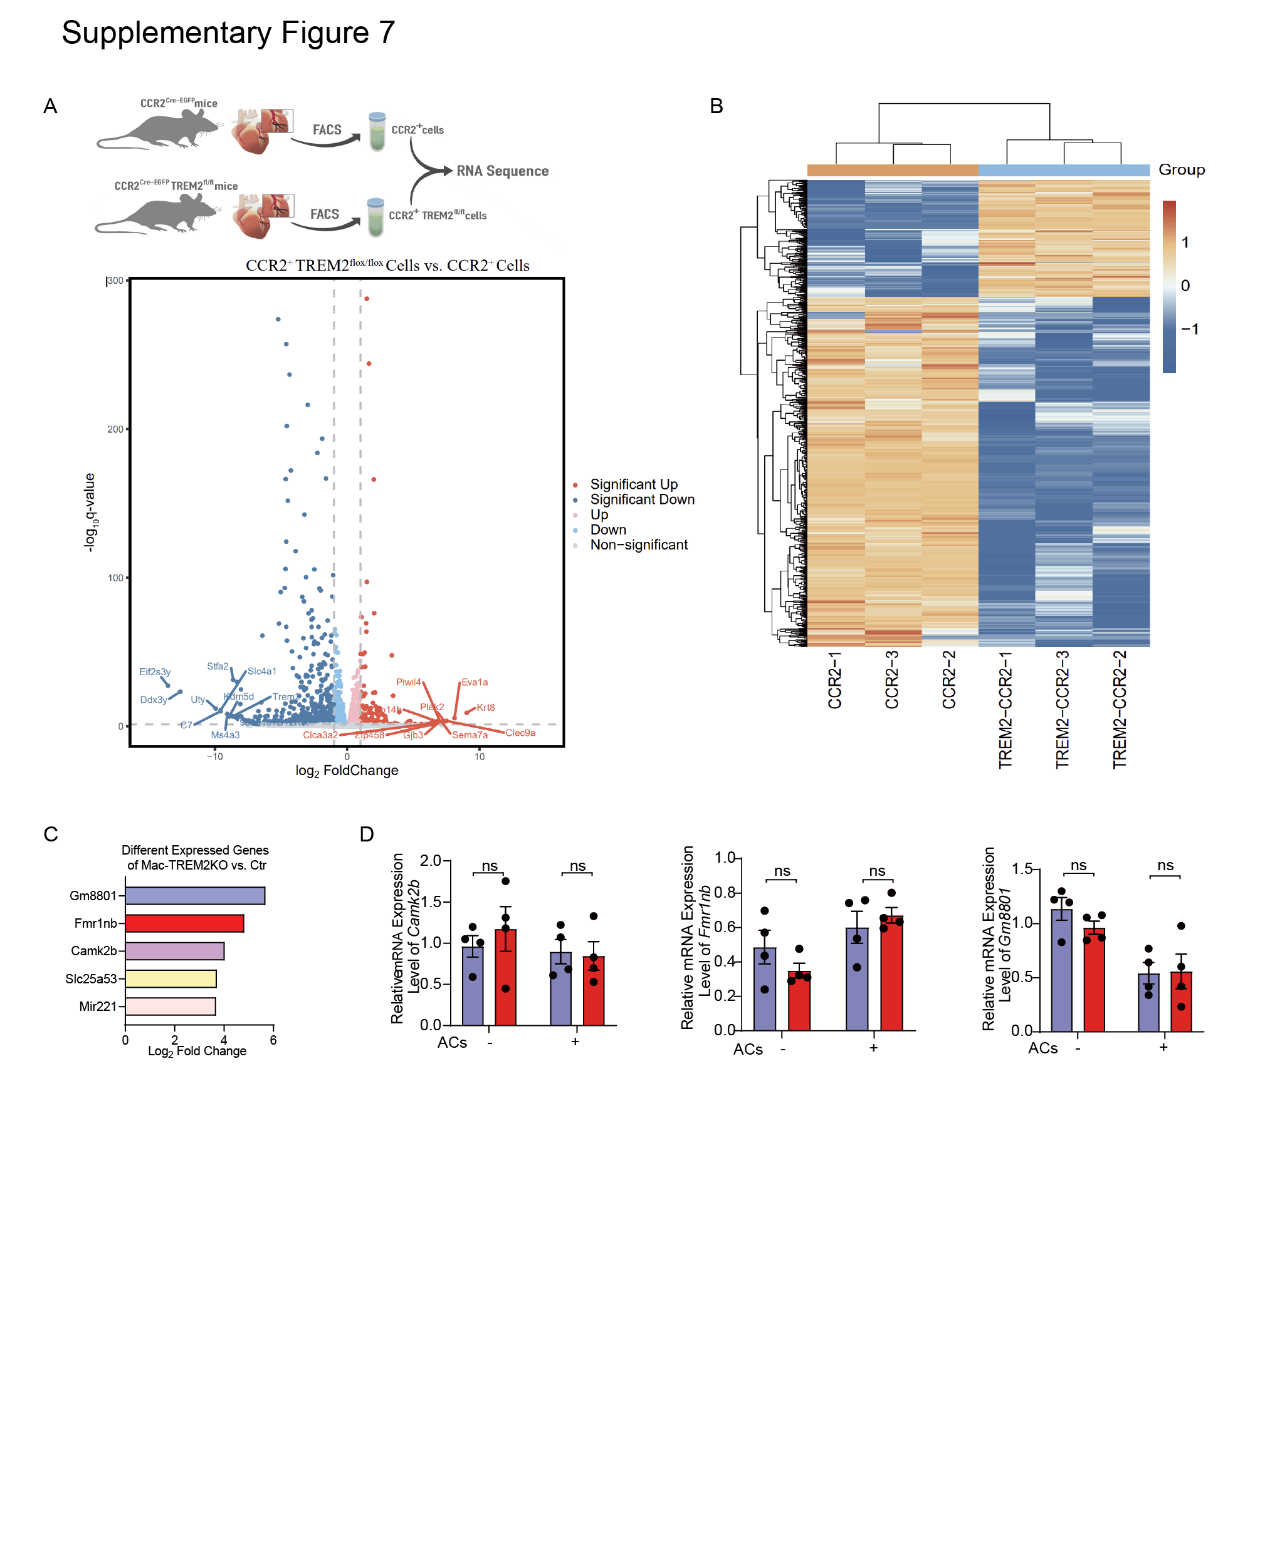

**A**, Diagram of cell sorting for RNA-seq and volcano plot of RNA-seq results. **B**, Heatmap results of RNA-seq results. **C**, Differently expressed genes of Mac-TREM2KO vs control ranked by Log_2_ Fold Change. **D,** Relative mRNA expression of related genes in **C** verified by qPCR (N=4). Data were expressed as mean± SEM. Data were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant.

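For the volcano plot of the sorted CCR2+ cells, the genes with the largest falls and rises by fitted log2 fold change were taken from those past 5% FDR in edgeR's test, with a mean count of at least 10 and with every TREM2KO sample on one side of every control sample. Where a group had 0 counts, the change is given as a lower bound, computed against 3 counts over that group, which covers counting error only. A fitted log2 fold change against 0 counts gives an order but no bound. In that order the first 5 falls were those of Eif2s3y, Ddx3y and Uty, on the Y chromosome, and of Slc4a1 and C7. Eif2s3y had 1535, 1994 and 1838 counts in the control samples and 0 in each TREM2KO sample, so it was at least 2210-fold lower. Ddx3y was at least 1150-fold lower and Uty at least 181-fold lower. Slc4a1, an erythrocyte anion exchanger, was at least 140-fold lower, and C7, a complement gene, also at least 140-fold lower. Kdm5d, another Y-linked gene, was below the filter on low counts and at least 88.7-fold lower. Ms4a3 was at least 98.9-fold lower. Stfa2 fell from 605, 498 and 478 counts to 1, 0 and 4, with a log2 fold change of -8.50 (standard error 0.51, adjusted p = 5.9e-09 from edgeR's quasi-likelihood test).
The first 5 rises in the same order had few counts. Krt8 had 0 counts in the control samples and 175, 91 and 95 in the TREM2KO samples, at least 96.4-fold higher. Eva1a was at least 51.0-fold higher (27.6-fold without TREM2KO replicate 2) and Piwil4 at least 23.9-fold higher. Cdh3 had 1 count over the control samples and 82, 13 and 19 in the TREM2KO samples, a ratio of 92.0 with an exact 95% counting interval from 16.2 to 3667. Without TREM2KO replicate 1 the ratio was 39.6 (6.61 to 1612). Gbp2b had 6, 0 and 0 counts in the control samples and 73, 66 and 69 in the TREM2KO samples, a log2 fold change of 4.69 (standard error 1.25, adjusted p = 0.020 from edgeR's test). The adjusted p of Piwil4 was 0.054 without control replicate 3, 0.051 without TREM2KO replicate 1 and 0.10 without TREM2KO replicate 3 (edgeR). That of Cdh3 was 0.072 without control replicate 1, 0.079 without control replicate 3 and 0.19 without TREM2KO replicate 1 (edgeR), and that of Gbp2b was between 0.052 and 0.083 without control replicate 3 or any 1 of the TREM2KO samples (edgeR). Clec9a, Plek2, Sema7a, Clca3a2 and Zfp458, which are marked in the volcano plot, fell below the filter on low counts. They had 0 counts in the control samples and were at least 33.7-, 30.0-, 26.3-, 19.0- and 17.2-fold higher in TREM2KO samples, in that order. These bounds depend on single samples, and were 21.1-fold for Clec9a and 10.2-fold for Sema7a without TREM2KO replicate 3, 15.8-fold for Plek2 and 9.25-fold for Clca3a2 without TREM2KO replicate 2, and 5.60-fold for Zfp458 without TREM2KO replicate 1.
In a principal component analysis of the 1000 most variable genes on the log2 CPM scale, the first component held 50.1% of the variance and the second 16.2%. Control samples lay between -41.6 and -37.3 on the first component and TREM2KO samples between 34.7 and 43.0. On DESeq2's variance-stabilized scale, the one in the paper's methods, the first component held 91.9%.

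**Figure D3:**
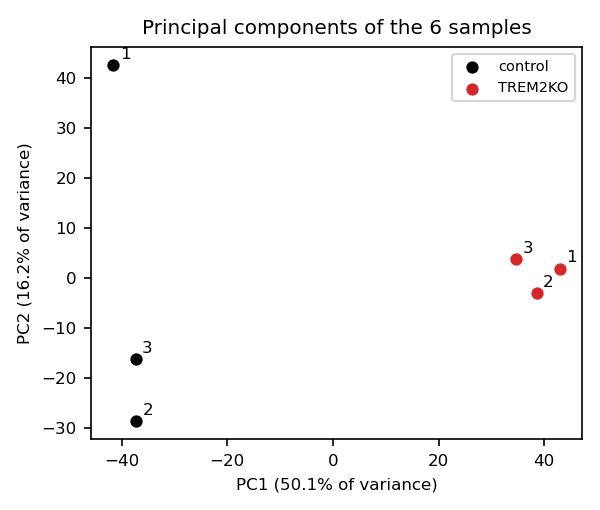
First and second principal components of the 3 control samples (black) and 3 TREM2KO samples (red), numbered by replicate, from log2 CPM of the 1000 most variable genes. The groups lie on opposite sides of the first component, and control replicate 1 lies apart from the other control samples on the second, at 42.6.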

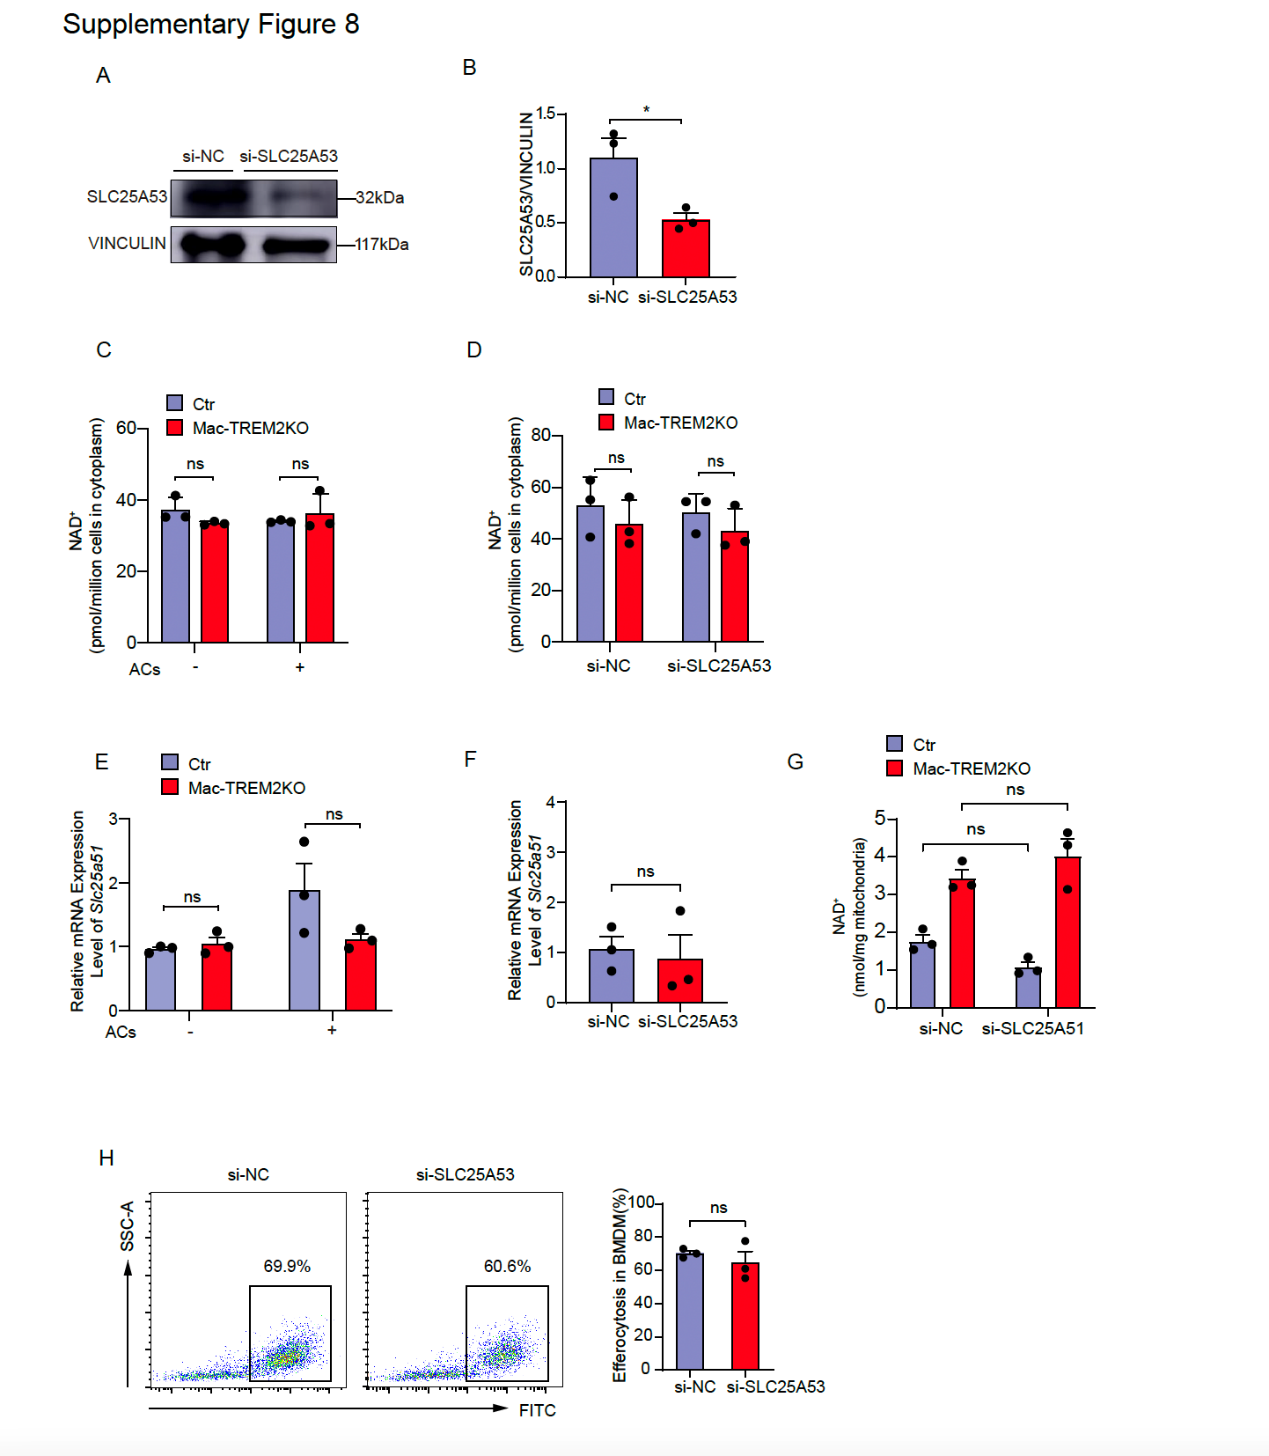

**A&B**, Western blot analysis showed the successful transfection of siRNA to inhibit the expression of SLC25A53. **C**, Quantification of NAD^+^ concentration in the cytoplasm of BMDMs extracted from control and Mac-TREM2KO mice. **D**, Quantification of NAD^+^ concentration in the cytoplasm of si-NC and si-SLC25A53 BMDMs extracted from control and Mac-TREM2KO mice. **E**, qPCR for the relative mRNA expression of SLC25A51 in control and TREM2KO BMDMs with or without the co-culture of ACs. **F**, Relative mRNA expression of SLC25A51 in BMDMs treated with si-NC or si-SLC25A53. **G**, Quantification of NAD^+^ content in isolated mitochondria in control and TREM2KO BMDMs transfected with si-NC or si-SLC25A51. **H,** Flow cytometric analysis of efferocytosis abilities in BMDMs transfected with si-NC or si-SLC25A51 and incubated with GFP^+^ ACs. N=3 per group. Data were expressed as mean± SEM. Data in B&F&H were analyzed by Mann-Whitney U tests. Other data were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

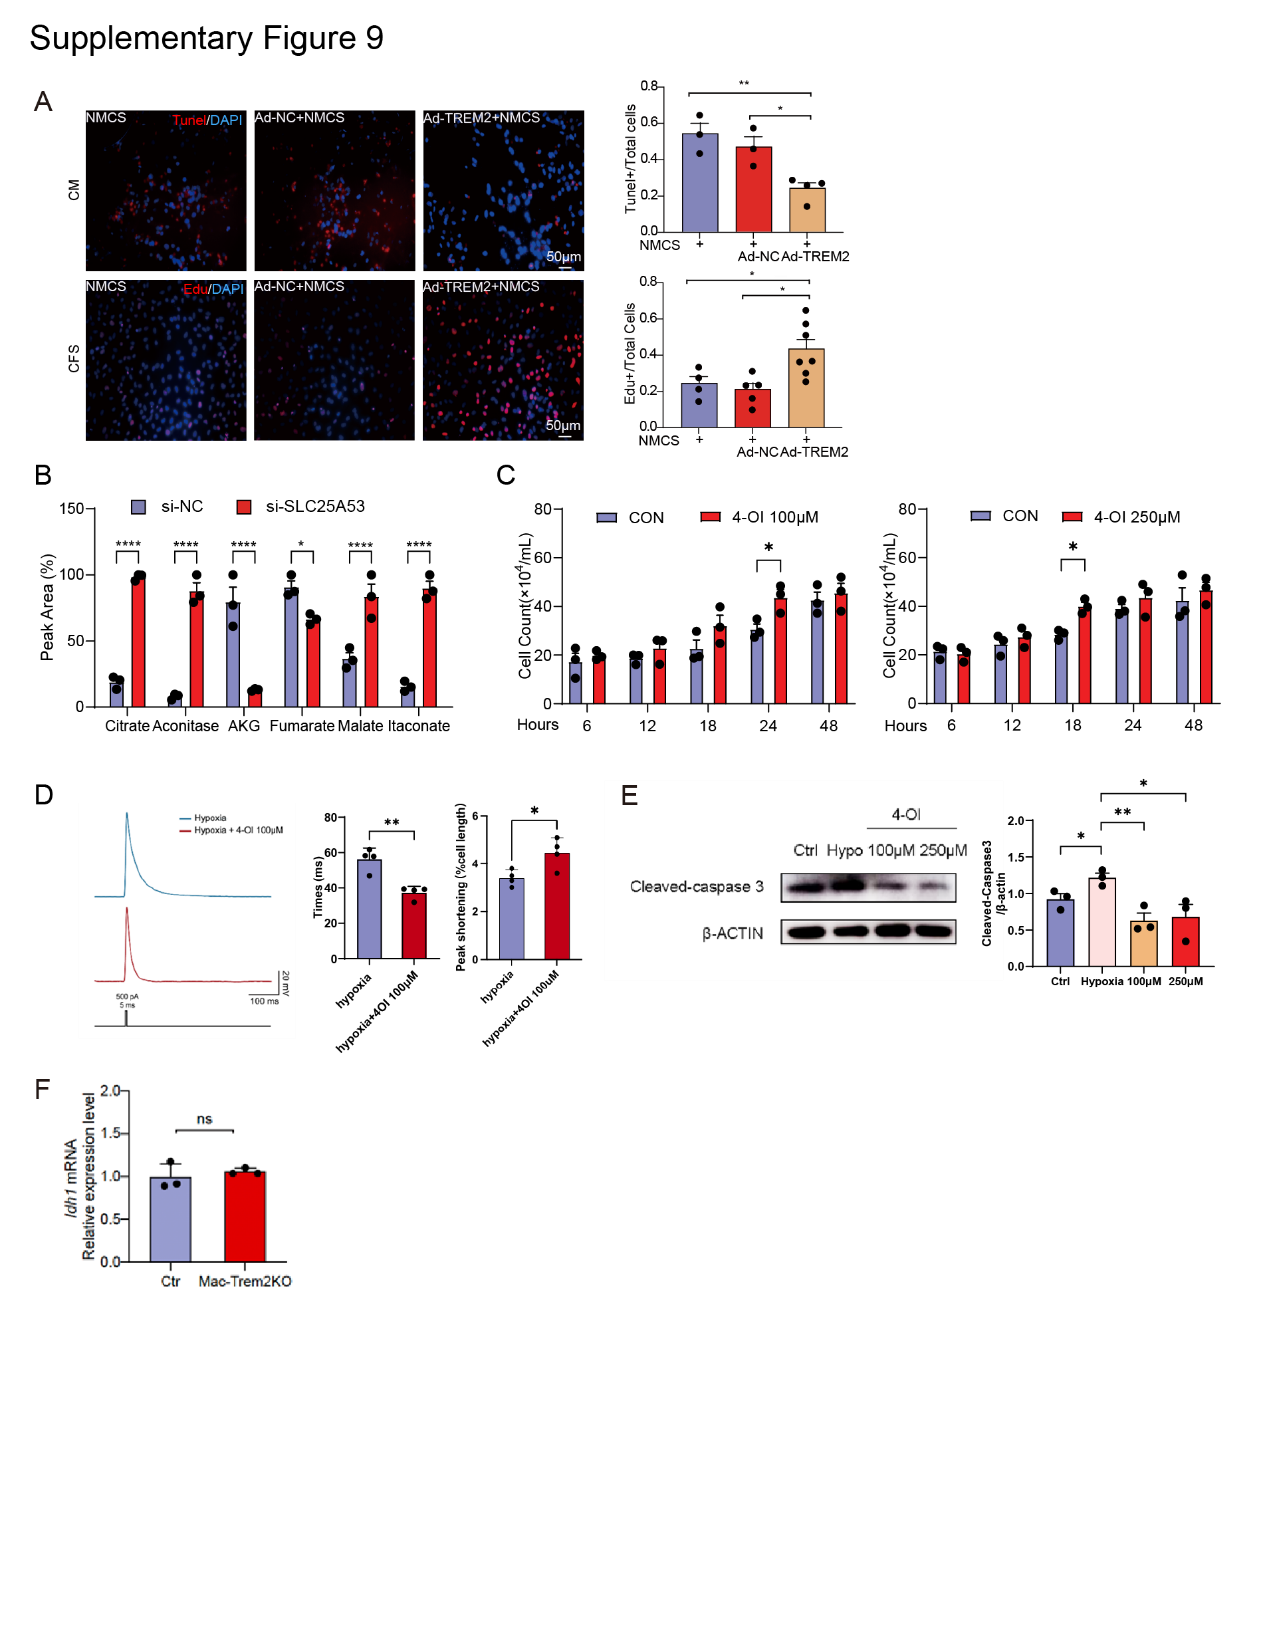

**A,** Representative immunofluorescence images of EDU+ CFS AND TUNEL+ CM after treatment with supernatants from BMDMs treated with Ad-NC or Ad-TREM2 that was preincubated with NMCS (n=3-7). **B,** Relative quantification of different metabolites content analyzed by LC-MS in mitochondria of BMDMs treated with si-NC or si-SLC25A53 (n=3). **C,** Cell counting of neonatal rat’s cardiomyocytes stimulated with or without 100μM or 250μM 4-OI. **D,** Examples of action potential (AP) of a neonatal rat’s cardiomyocyte stimulated with electric current at 5ms, 500Pa (left), and analysis of AP duration (middle) and peak shortening per cell length (right) (n=4). **E,** Cleaved-caspase 3 expression was analyzed by western blot in hiPSCs-derived cardiomyocytes under low oxygen and low serum environment with or without 4-OI treatment (n=3). **F,** Relative mRNA expression of *Idh1* was analyzed by qPCR in control and TREM2KO BMDMs (n=3). Data were expressed as mean± SEM. Data in A was analyzed by one-way ANOVA followed by Bonferroni post hoc analysis. Data in B was analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. Data in C was analyzed by Mann-Whitney U tests. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

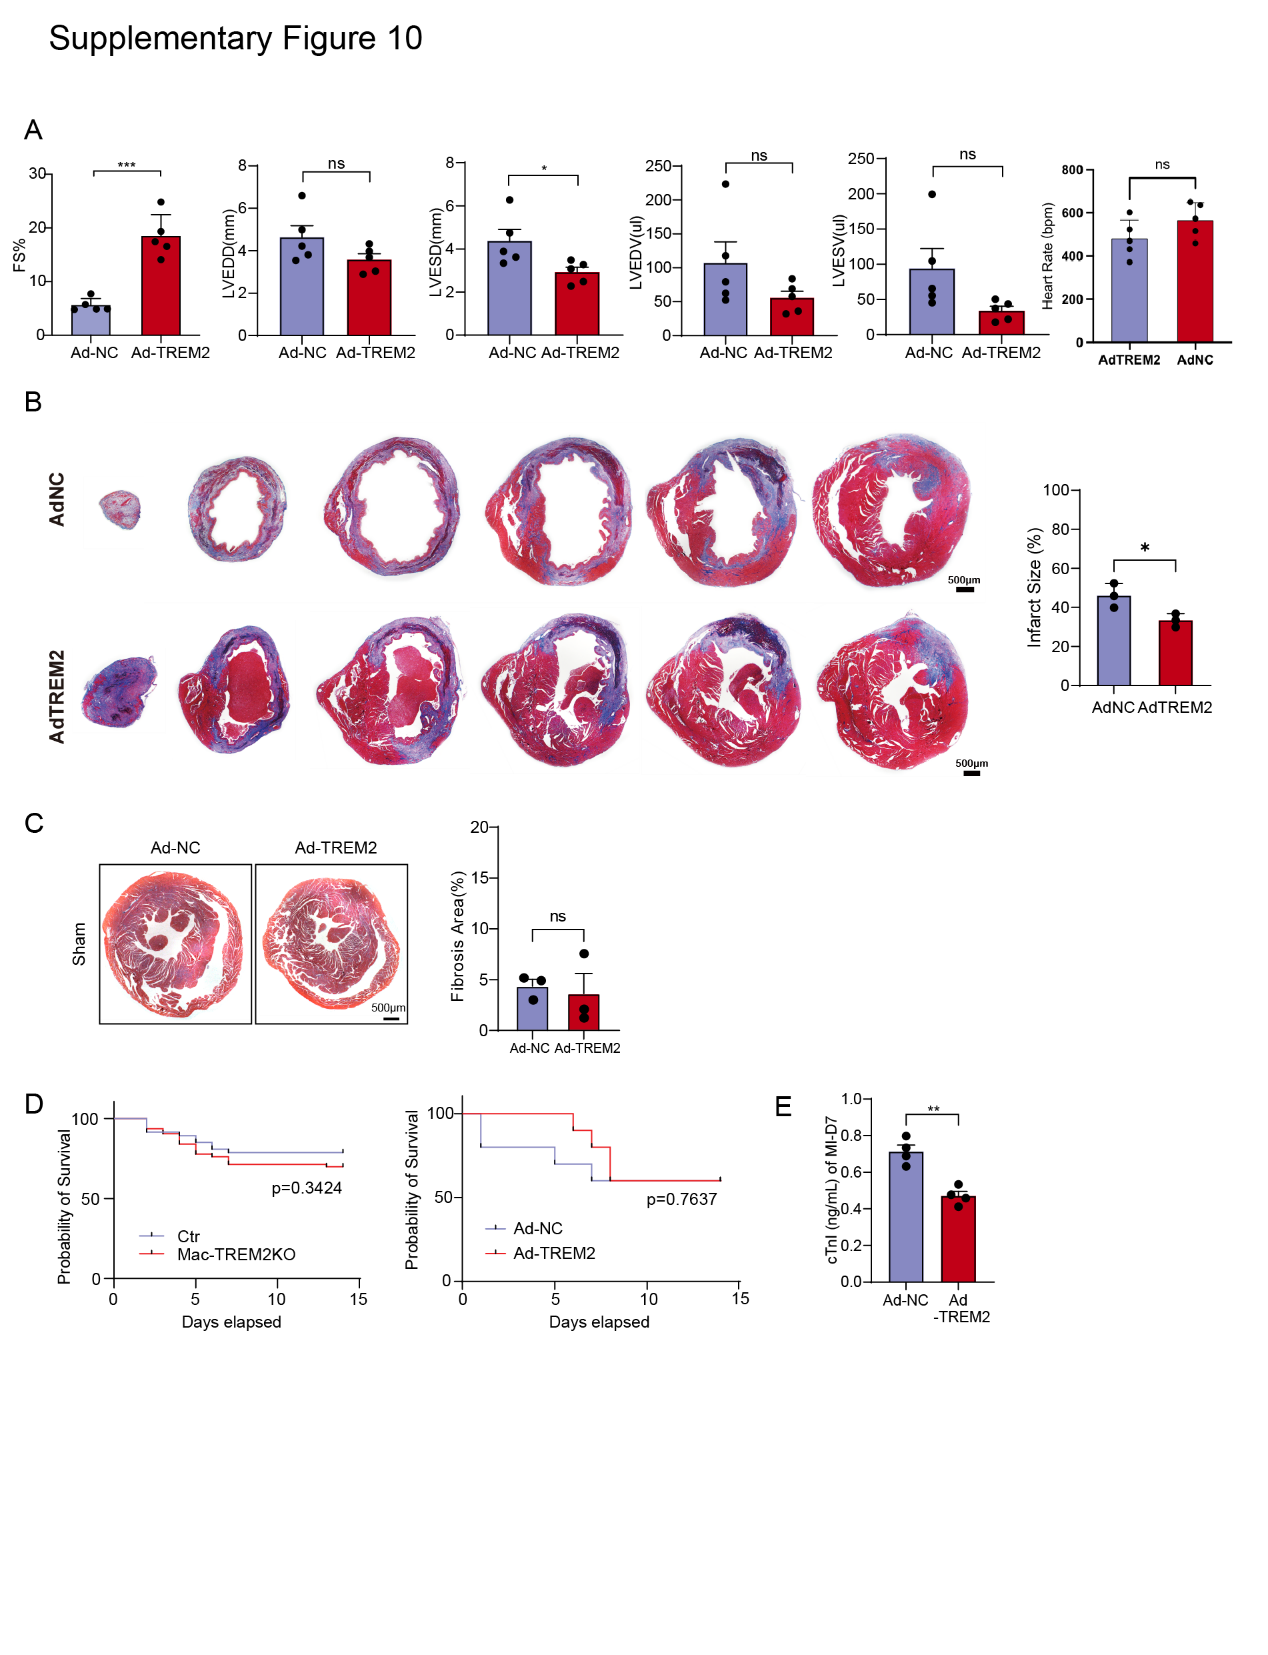

**A,** Echocardiographic measurements in groups described in **Figure 6A** (n=5). **B,** Representative images and related quantification of Masson’s trichrome staining in mice administered with Ad-NC or Ad-TREM2 immediately after surgery on day 7 post-MI (n=3). **C,** Representative images and related quantification of Masson’s trichrome staining in mice administered with Ad-NC or Ad-TREM2 under sham operation (n=3). **D,** Survival curve of control and Mac-TREM2KO mice post-MI (left) and mice treated with Ad-NC and Ad-TREM2 post-MI (right). **E,** Concentration of serum cTnI (ng/mL) in groups described in **Figure 6A** (n=3). Data were expressed as mean± SEM. Data were analyzed by Mann-Whitney U tests. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001.

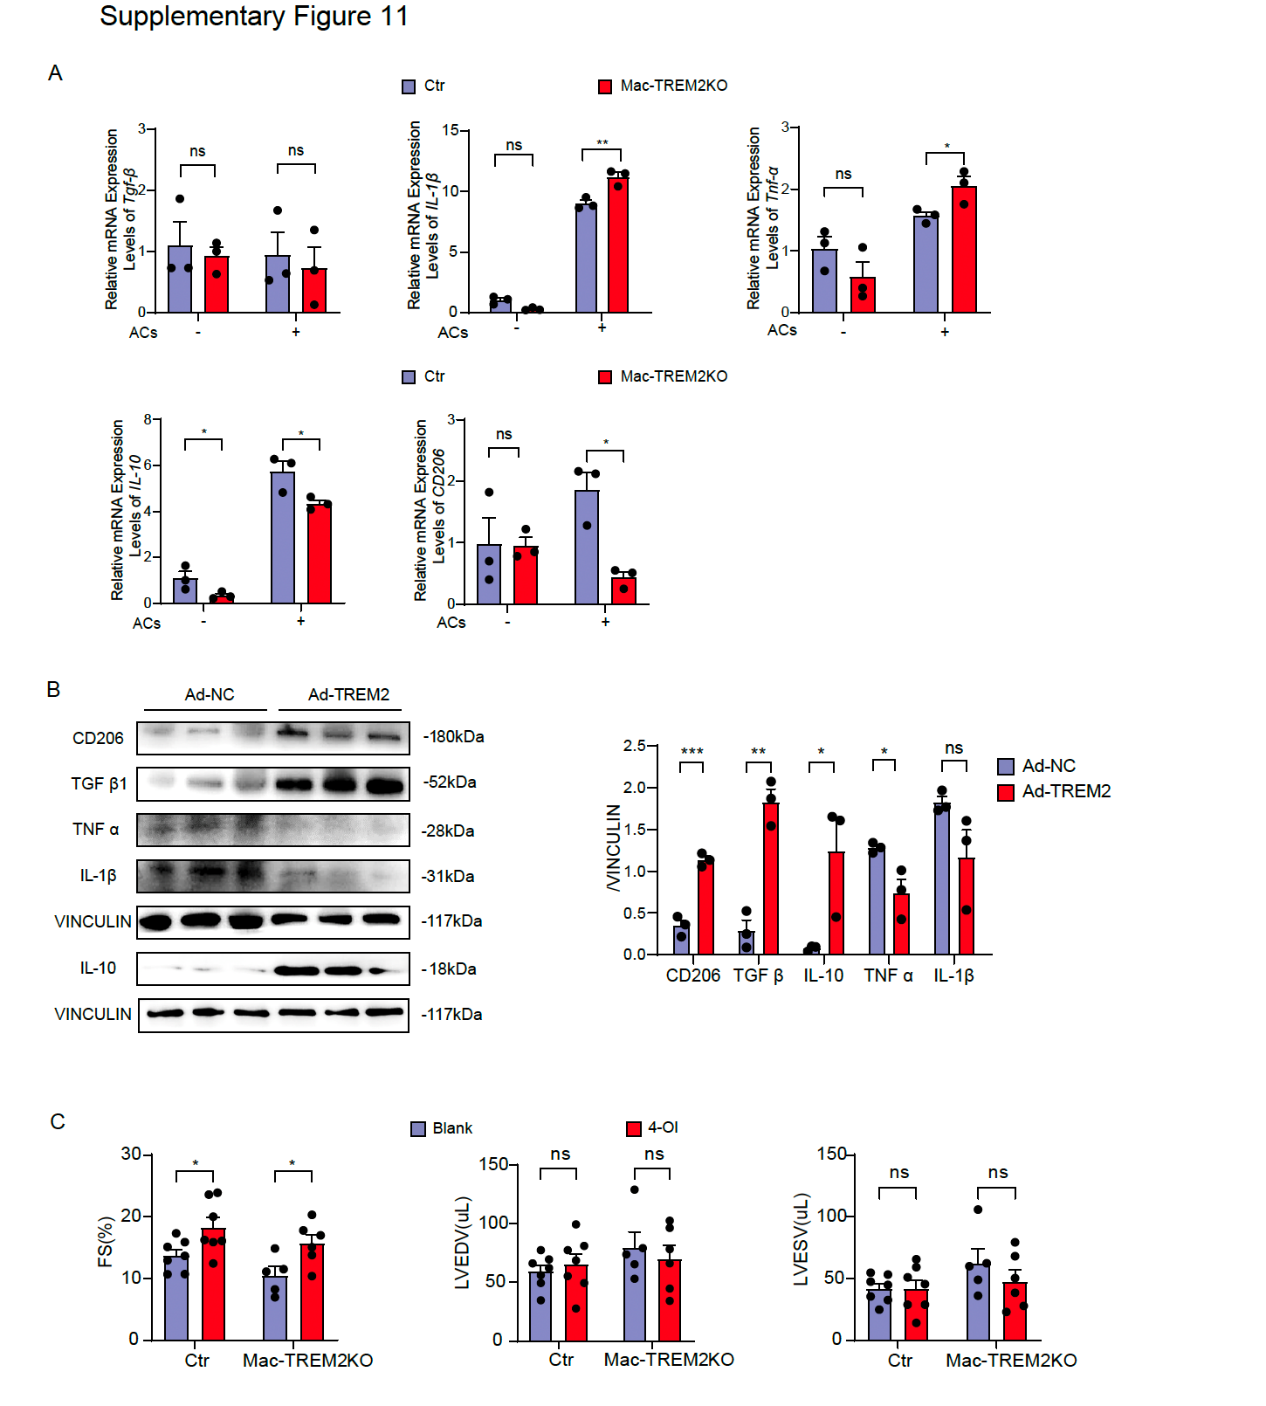

**A,** Relative mRNA expression of Tgf-β, IL-1β, Tnf-α, IL-10 and CD206 in control and TREM2KO BMDMs incubated with or without ACs (n=3). **B,** Western blot analysis of CD206, TGF-β1, TNF-α, IL-1β AND IL-10 in heart of mice treated with Ad-NC or Ad-TREM2 post-MI (n=3). **C,** Echocardiographic measurements in groups described in **Figure 6I** (n=5-7)**.** Data were expressed as mean± SEM. Data were analyzed by 2-way ANOVA followed by Bonferroni post hoc analysis. ns indicates not significant. *P<0.05. **P<0.01. ***P<0.001

Supplementary Table 1

|  | Control (n=10) | MI (n=29) | P value |
| --- | --- | --- | --- |
| male, % | 7 (70) | 24 (82.8) | 0.389 |
| Age, years | 62.70±6.83 | 63.69±10.18 | 0.994 |
| Diabetes % | 2 (20) | 12 (41.4) | 0.224 |
| Hypertension, % | 4 (40) | 18 (62.1) | 0.225 |
| EF, % | 62.60±2.17 | 48.17±7.64 | <0.0001 |

# Supplementary material for: TREM2 macrophage promotes cardiac repair in myocardial infarction by reprogramming metabolism via SLC25A53
**Source:** Cell Death Differ. 2024 Jan 5;31(2):239–53. doi: 10.1038/s41418-023-01252-8

Figure1B

①

**TREM2**

36kDa

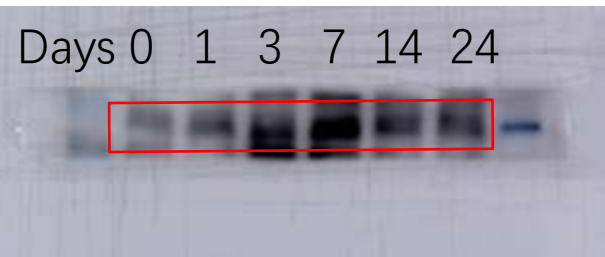

**VINCULIN**

117kDa

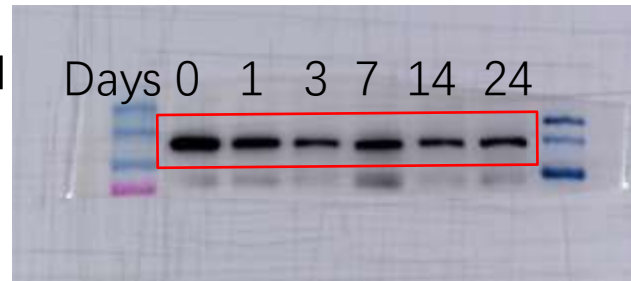

②

**TREM2**

**VINCULIN**

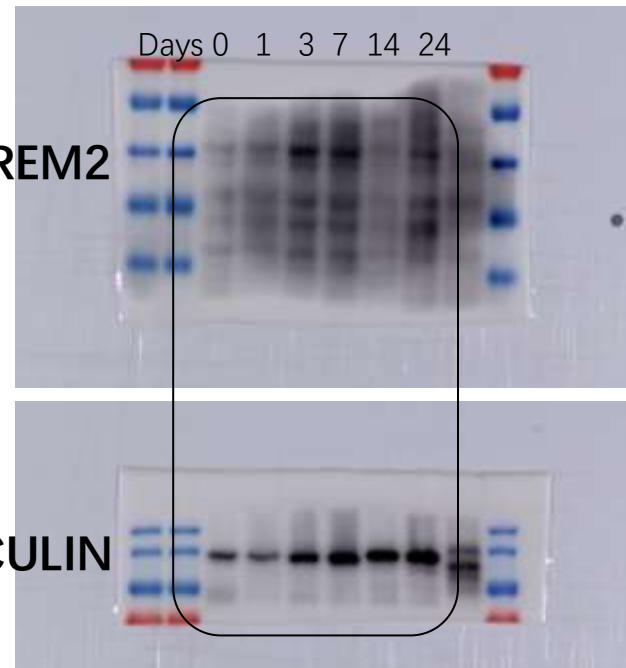

③

**TREM2**

**VINCULIN**

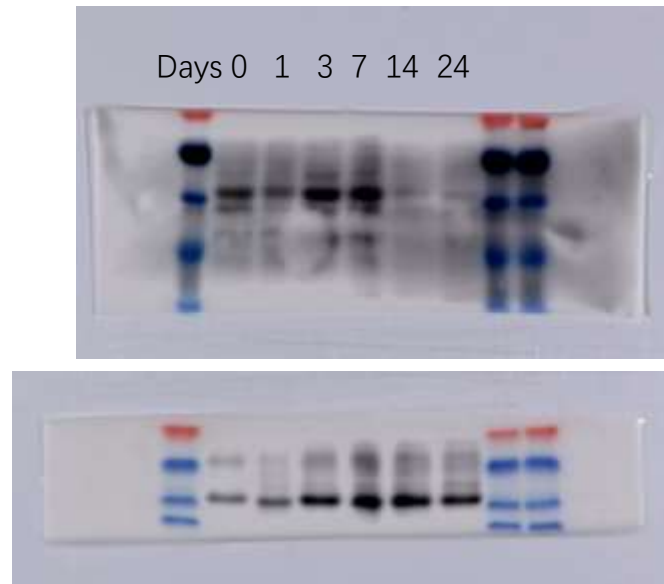

④

**TREM2**

**VINCULIN**

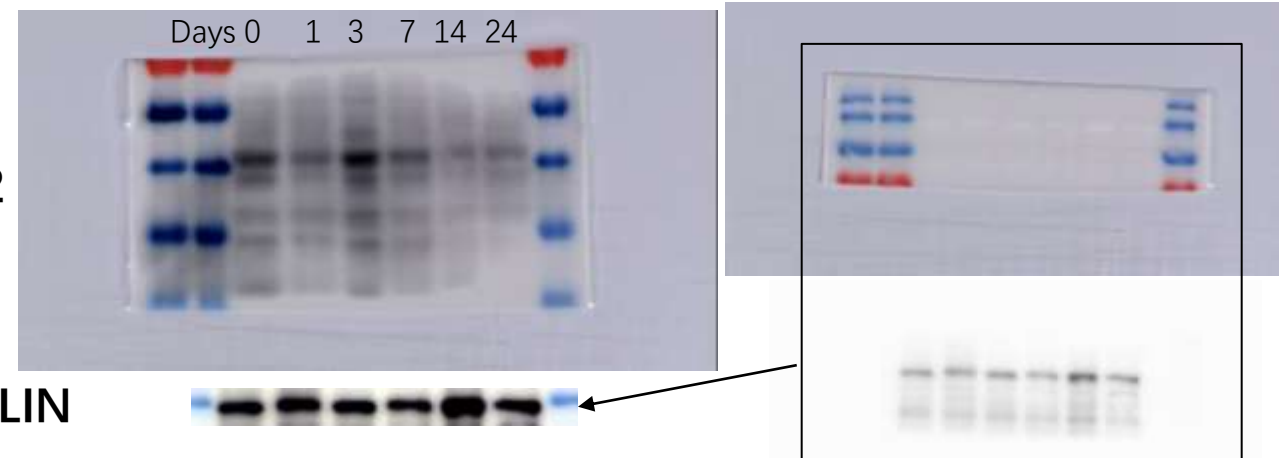

Figure1B

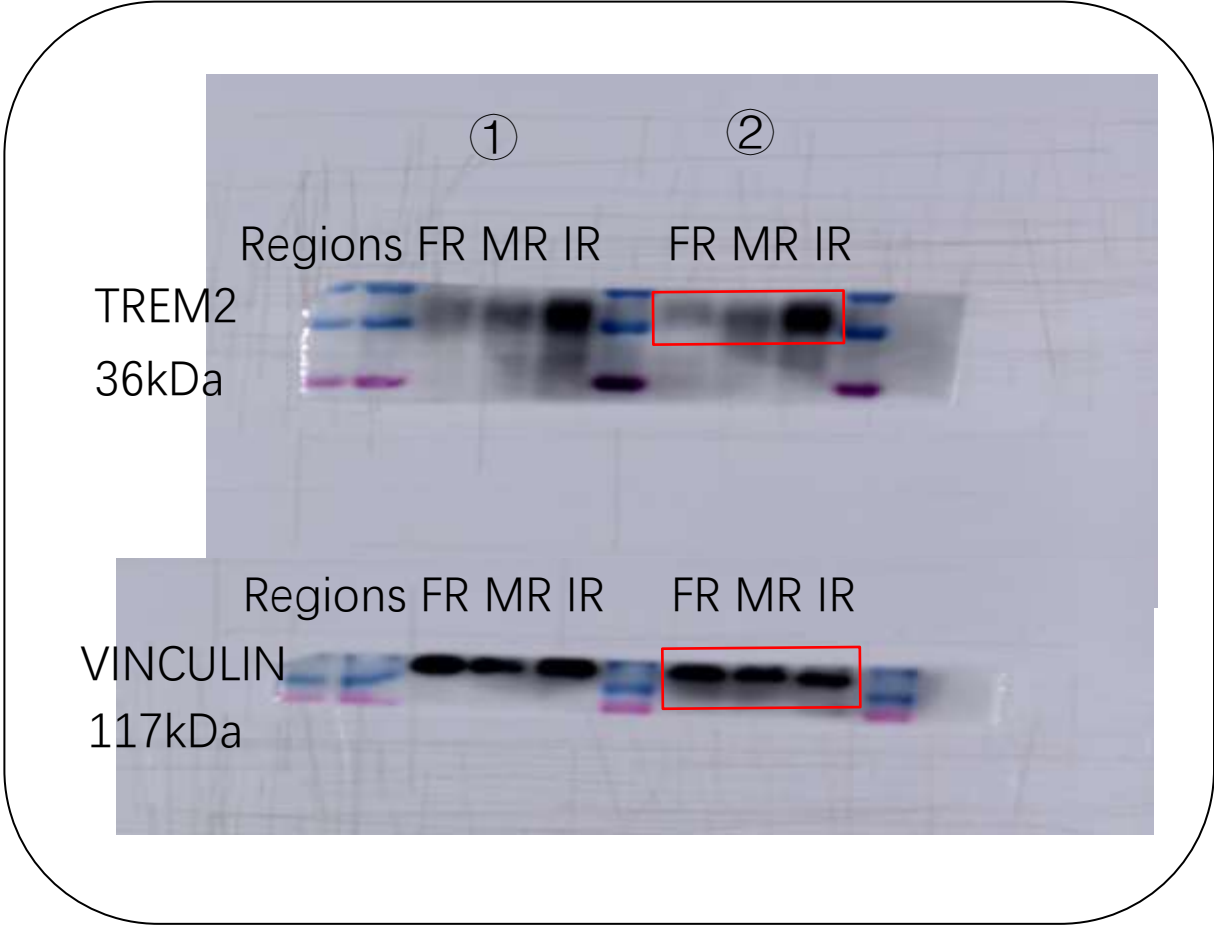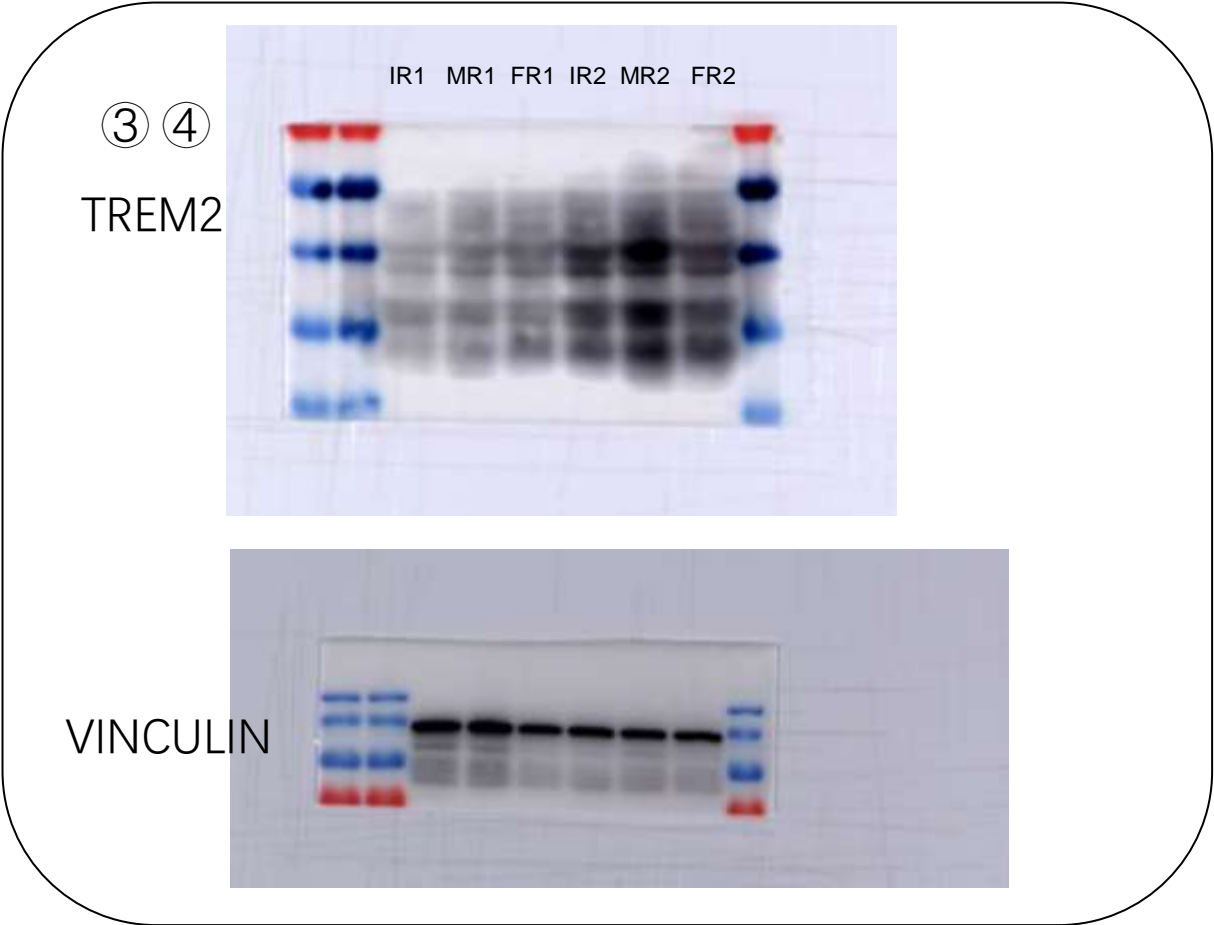

Figure4D ①

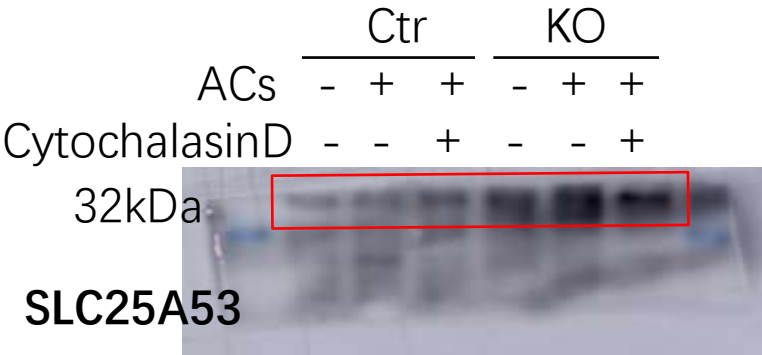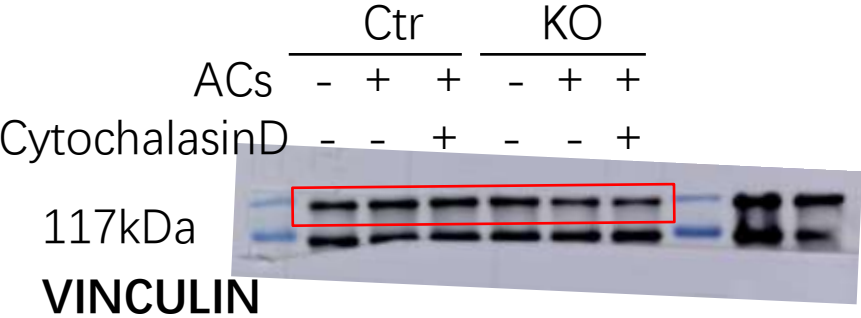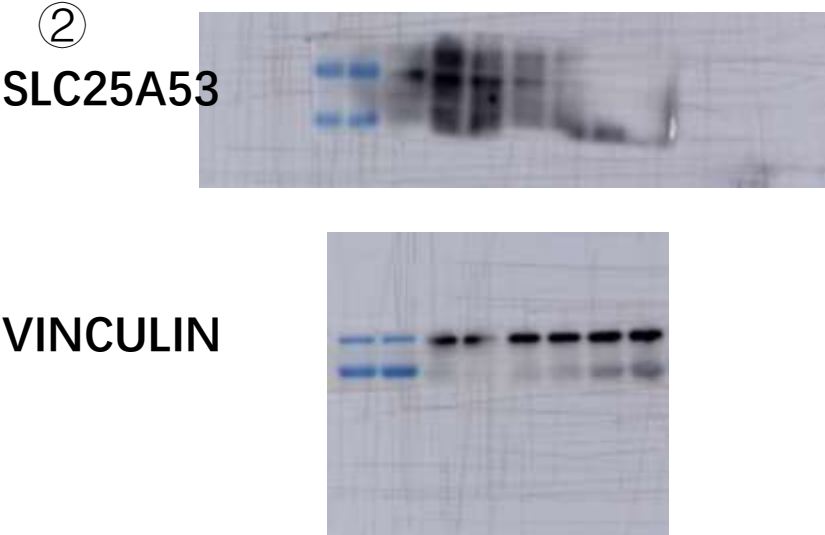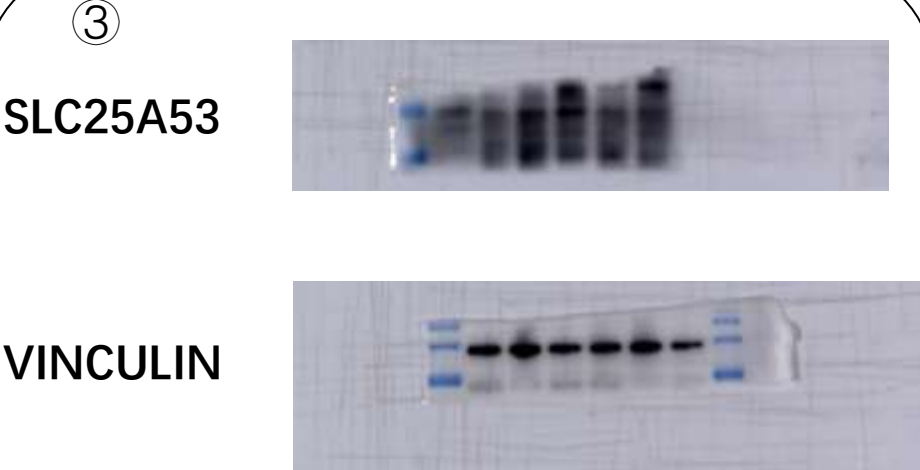

Figure4F ①

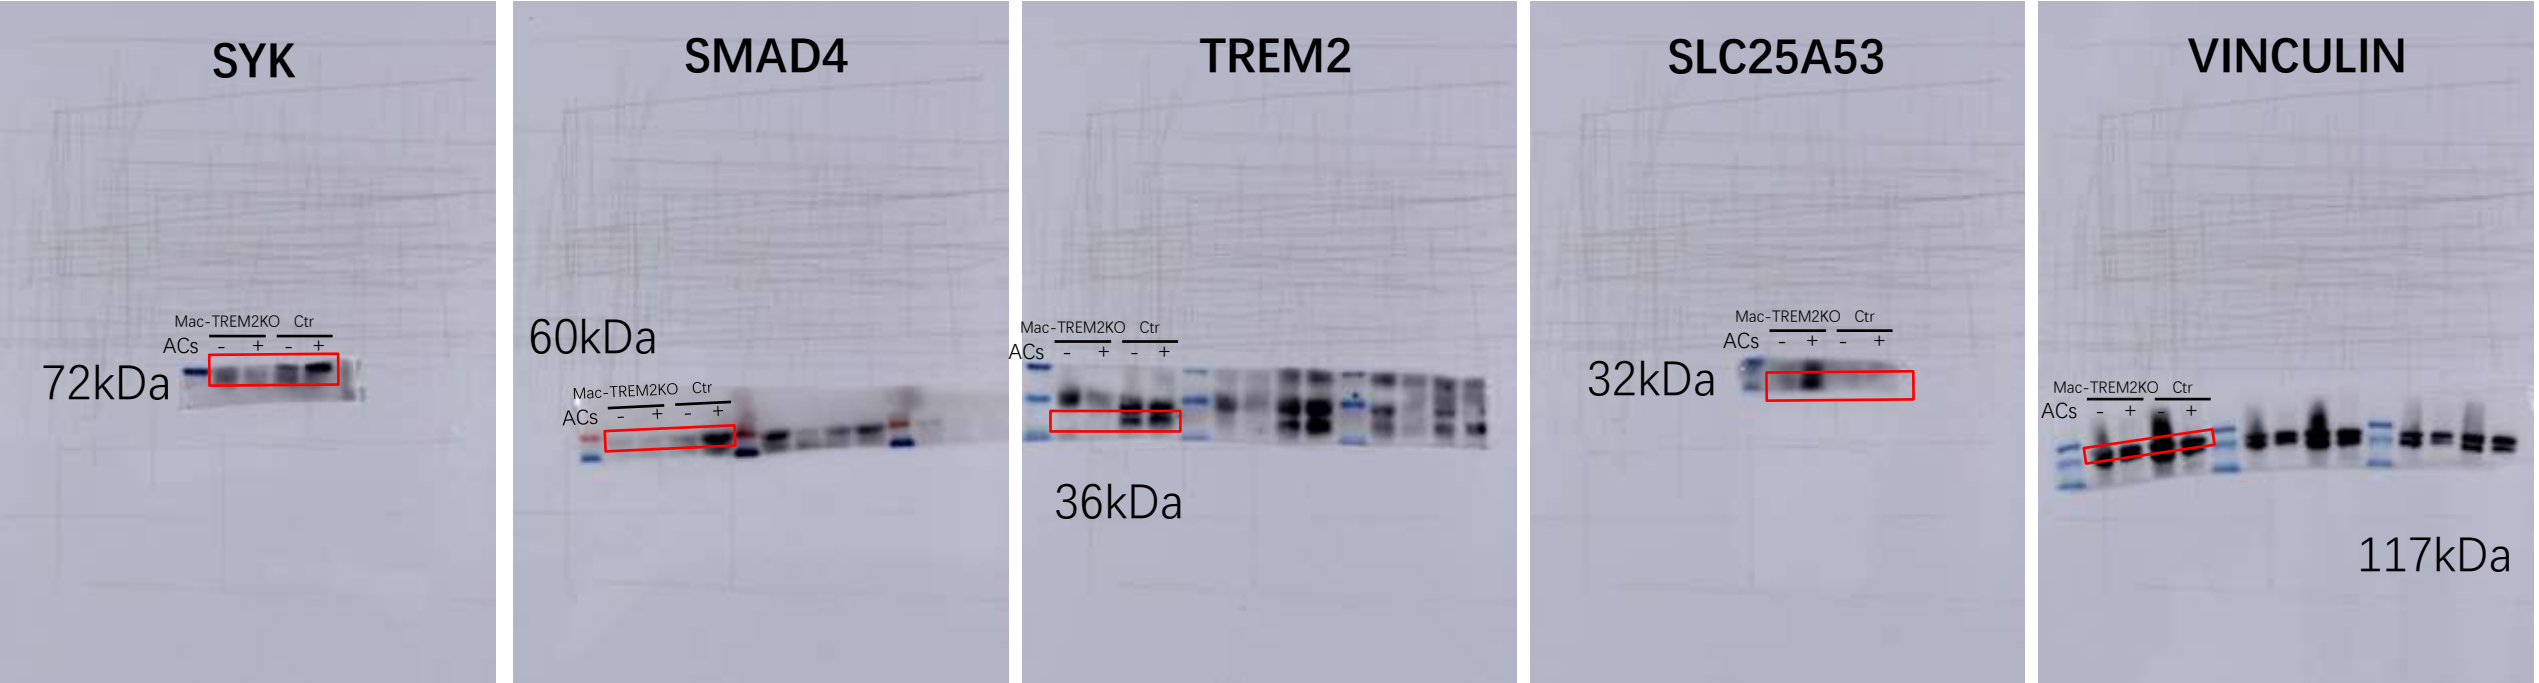

Figure4F

②

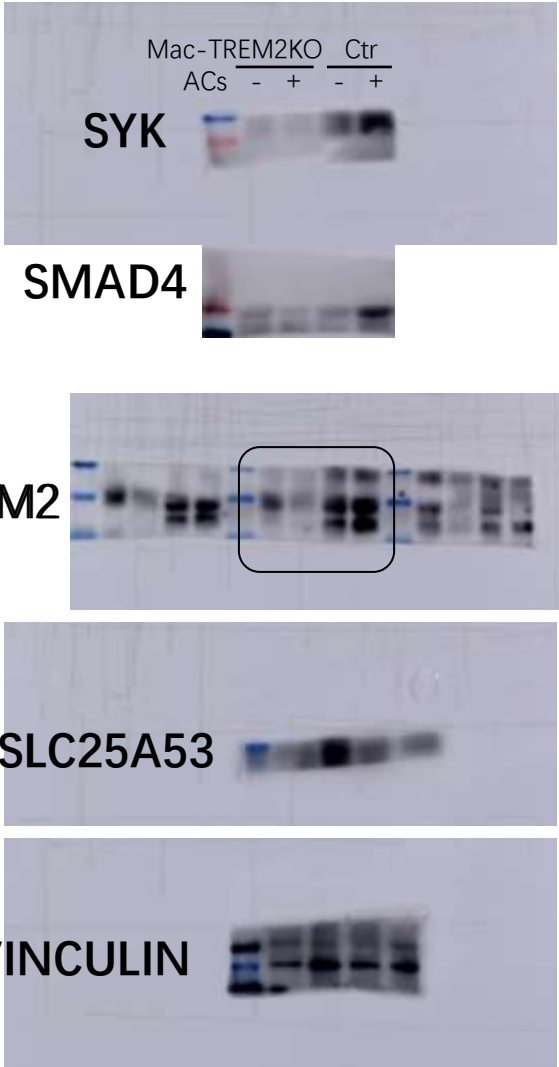

③

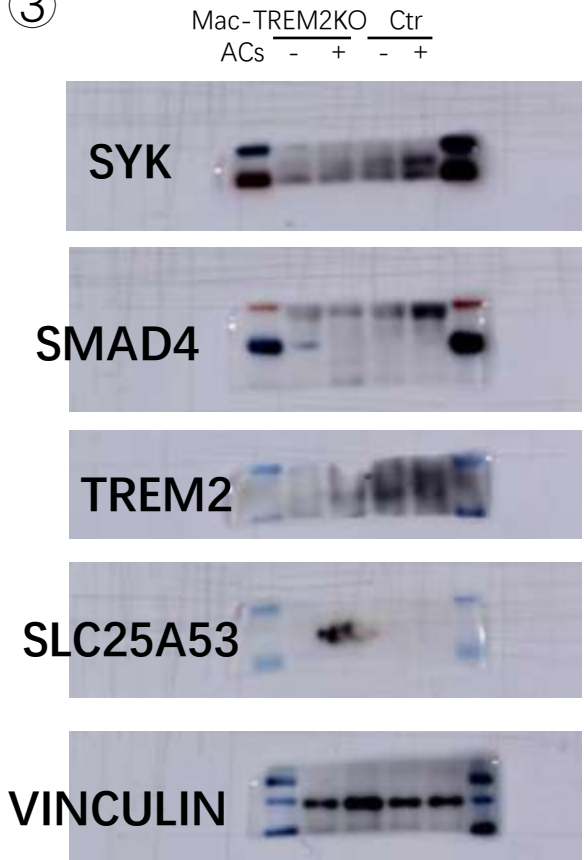

Figure4G

①

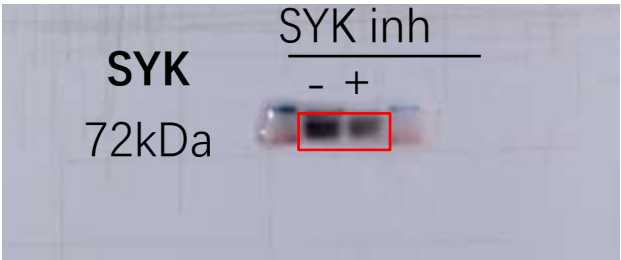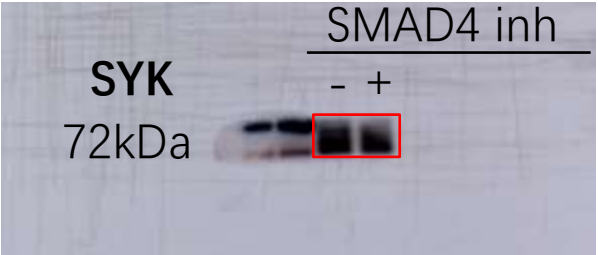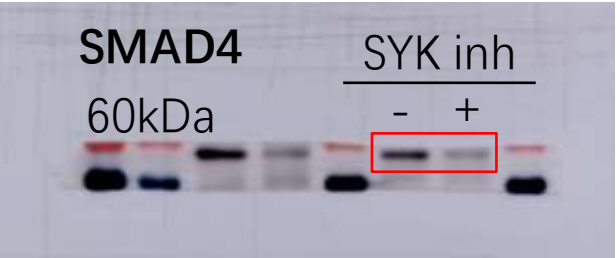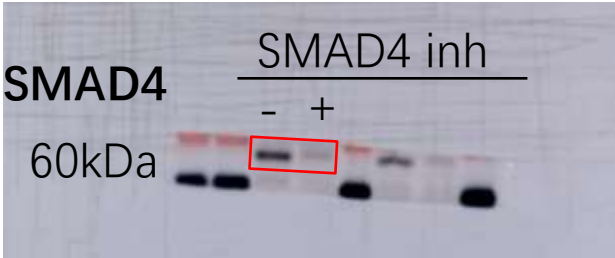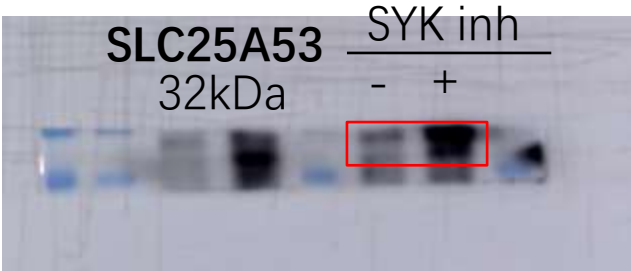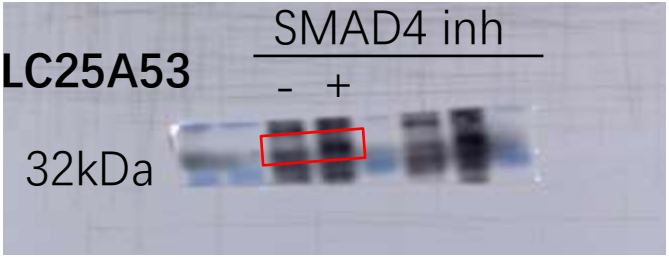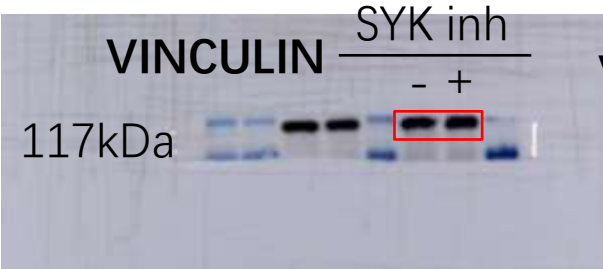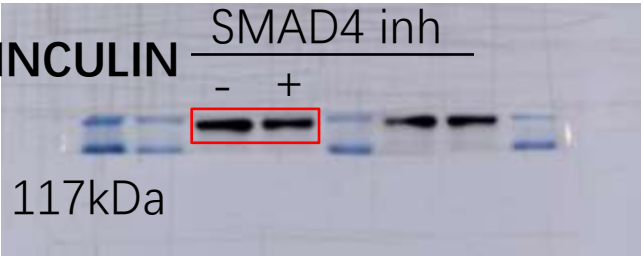

Figure4G

②

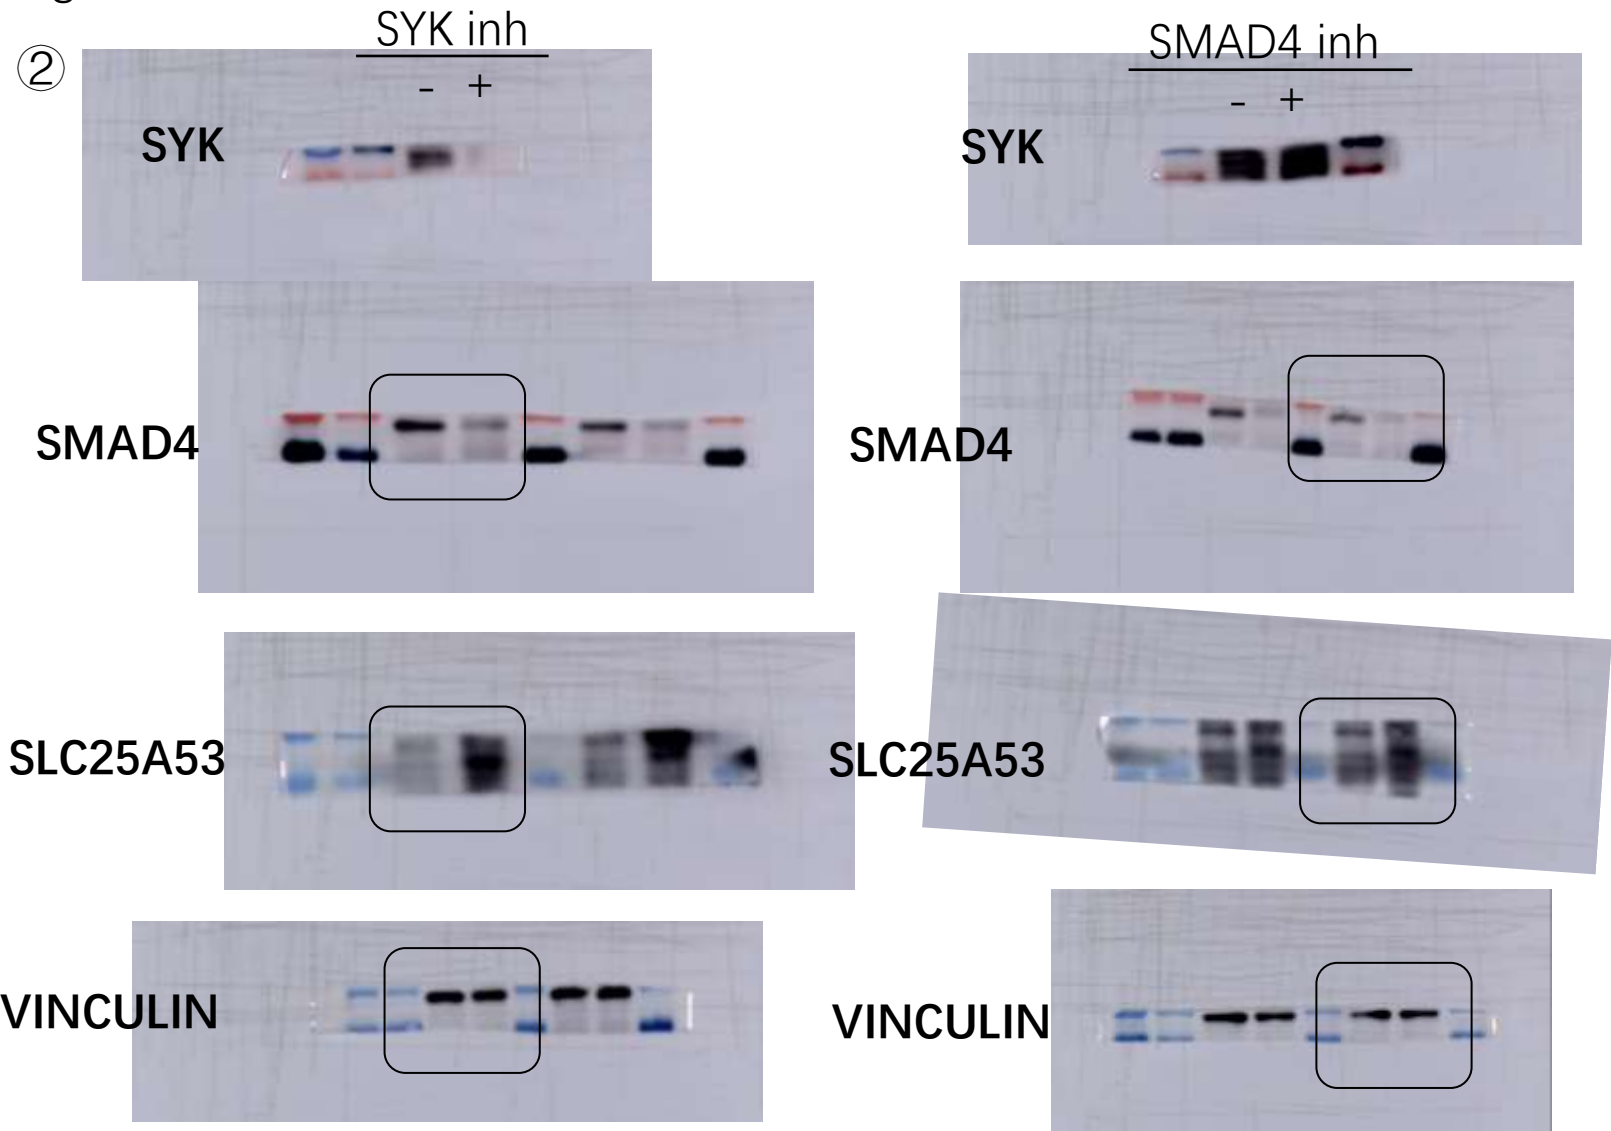

Figure4G

③

SYK

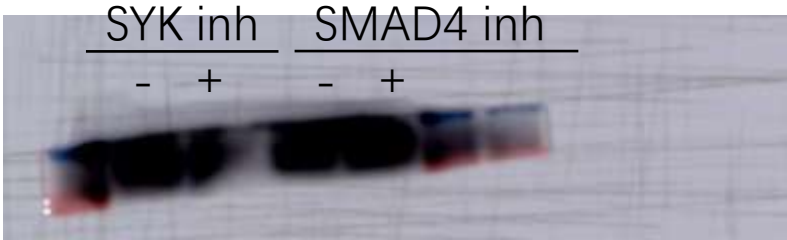

SMAD4

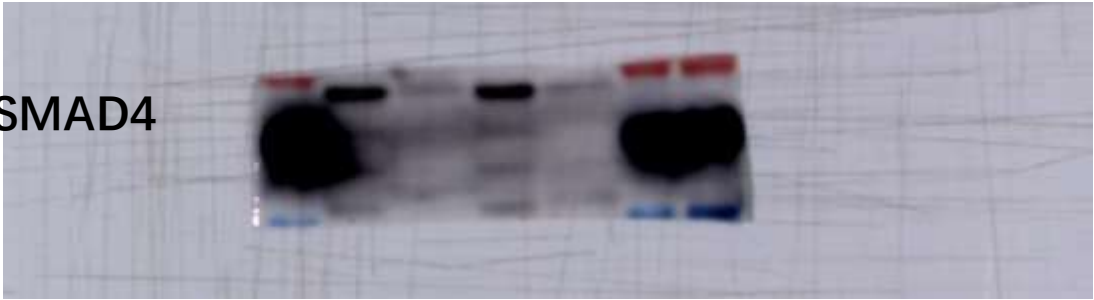

SLC25A53

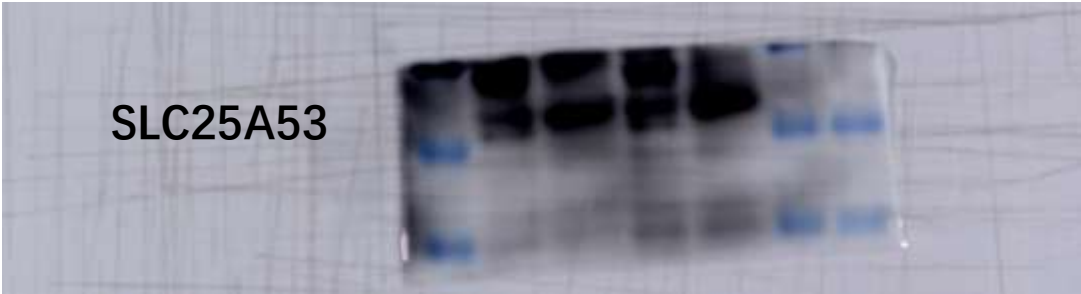

VINCULIN

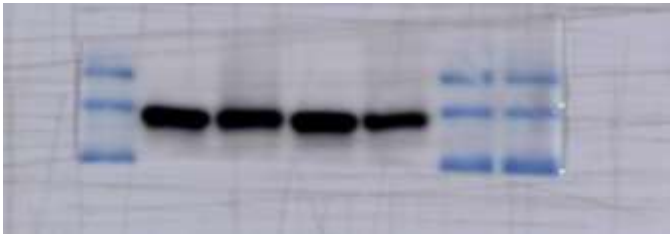

Figure6D ①-③

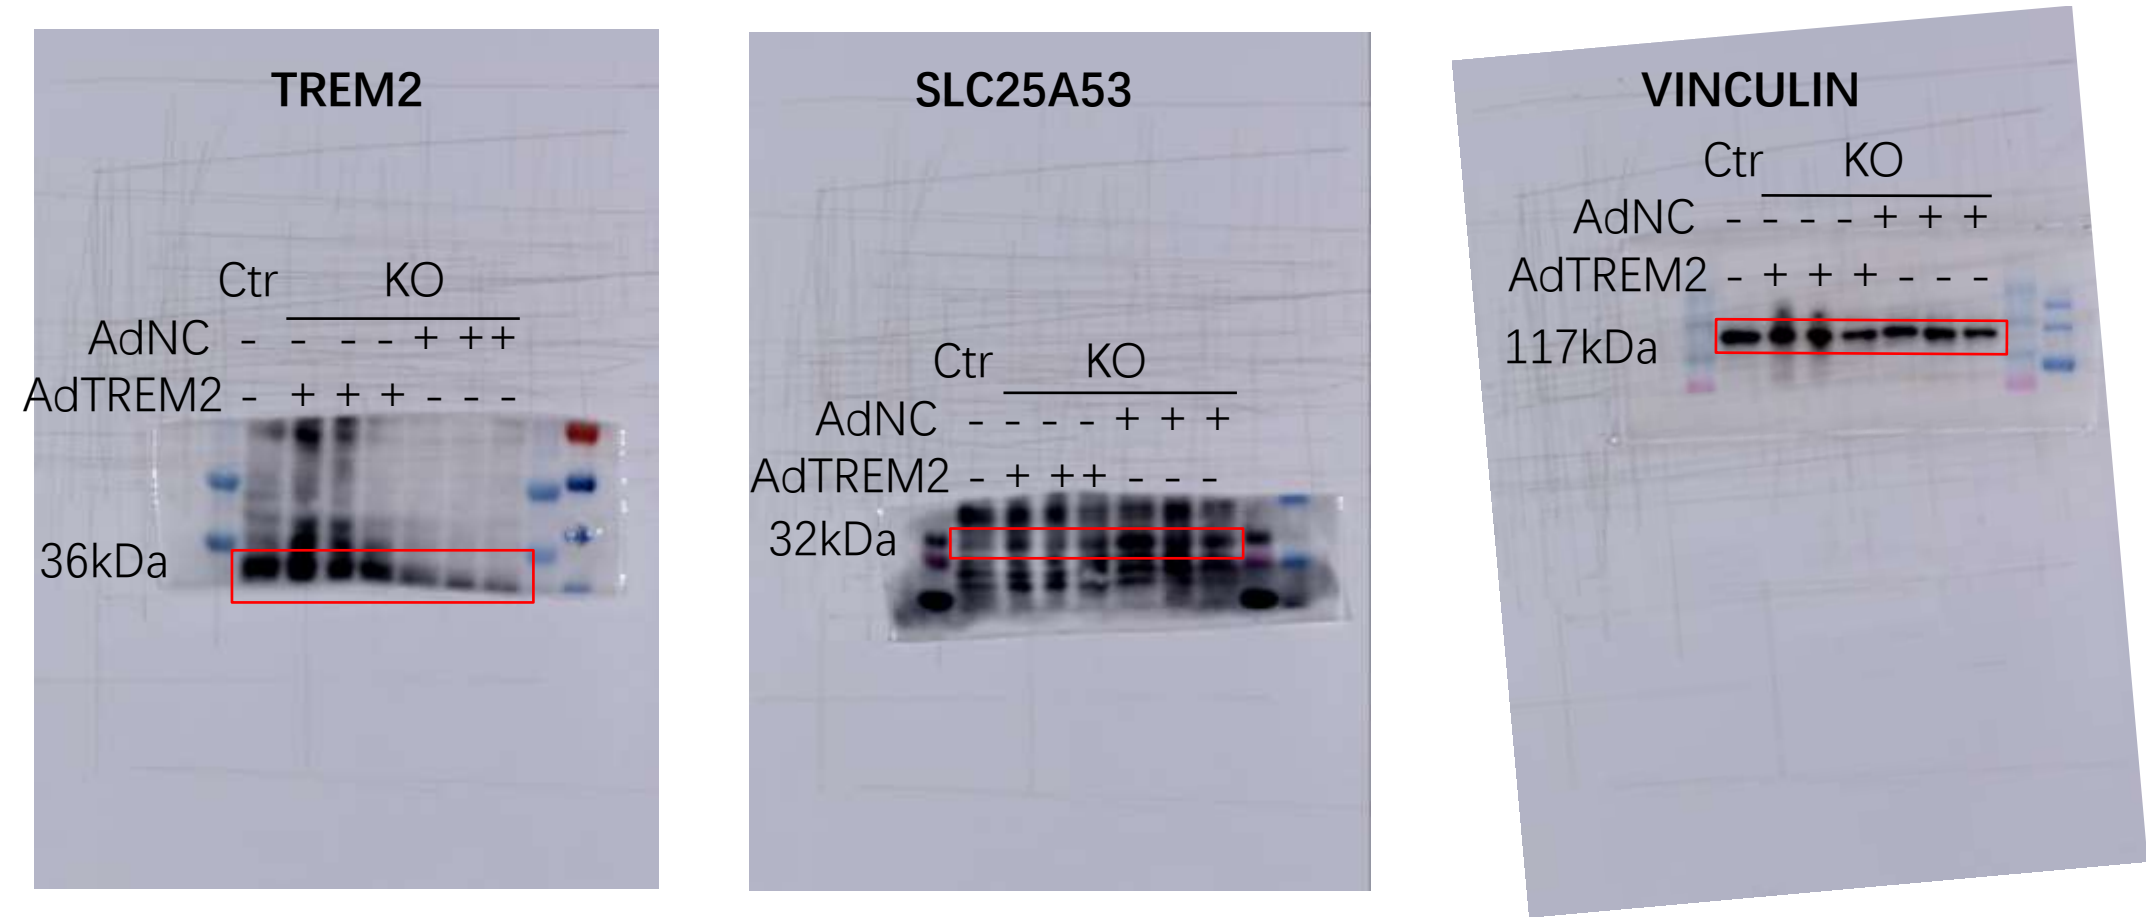

Supplementary Figure 1A ①-⑤

Heart lung BM spleen      Heart lung BM spleen

TREM2

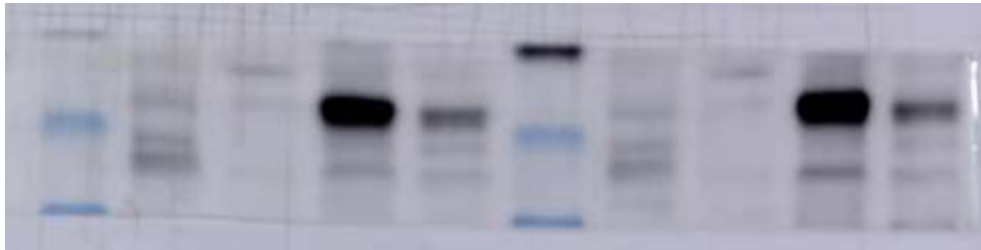

VINCULIN

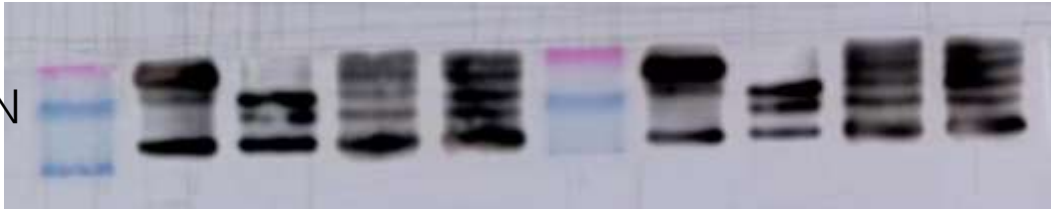

Heart lung BM spleen      Heart lung BM spleen      Heart lung BM spleen

TREM2

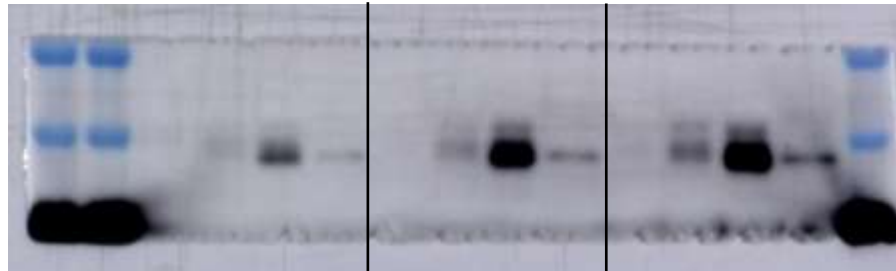

VINCULIN

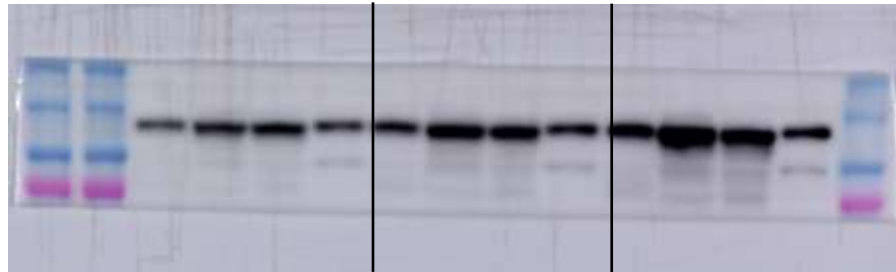

Supplementary Figure 1B ①-⑤

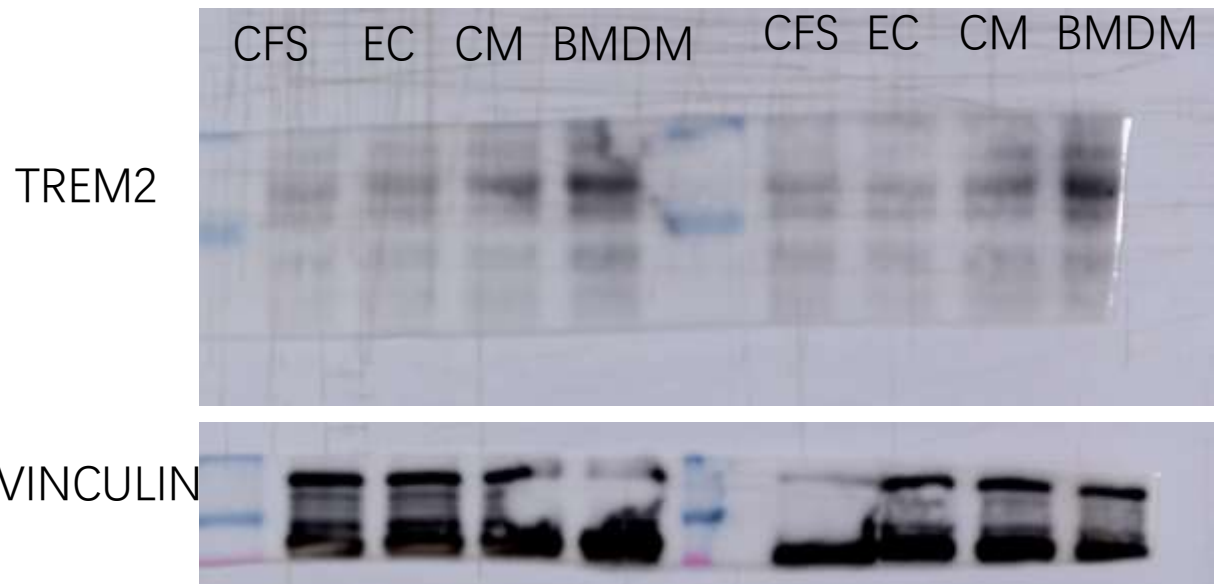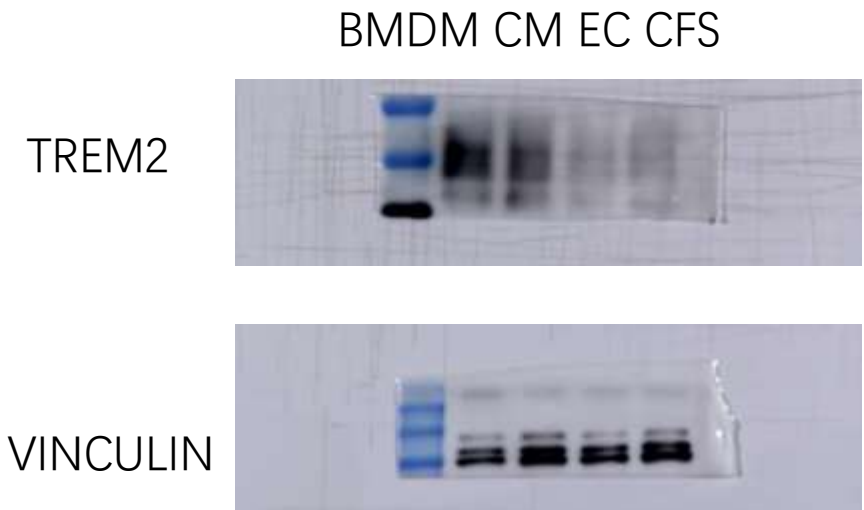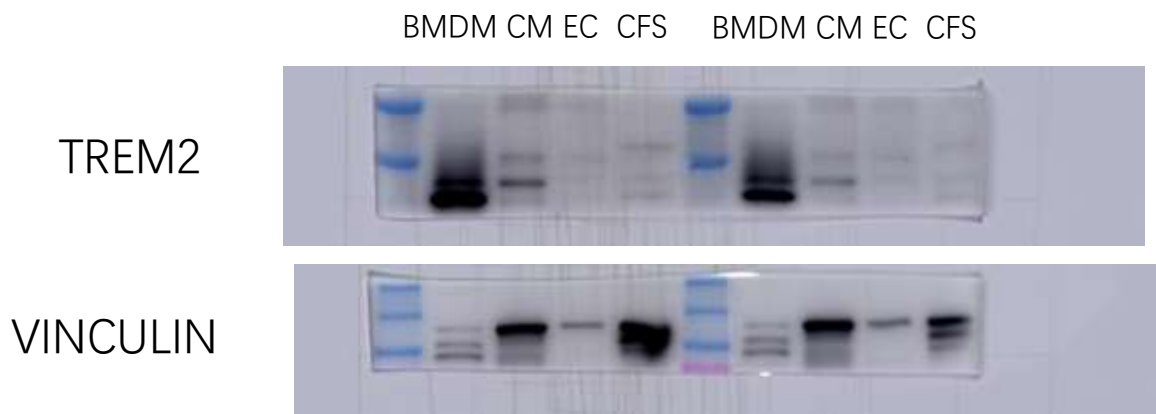

Supplementary Figure 3D ①-③

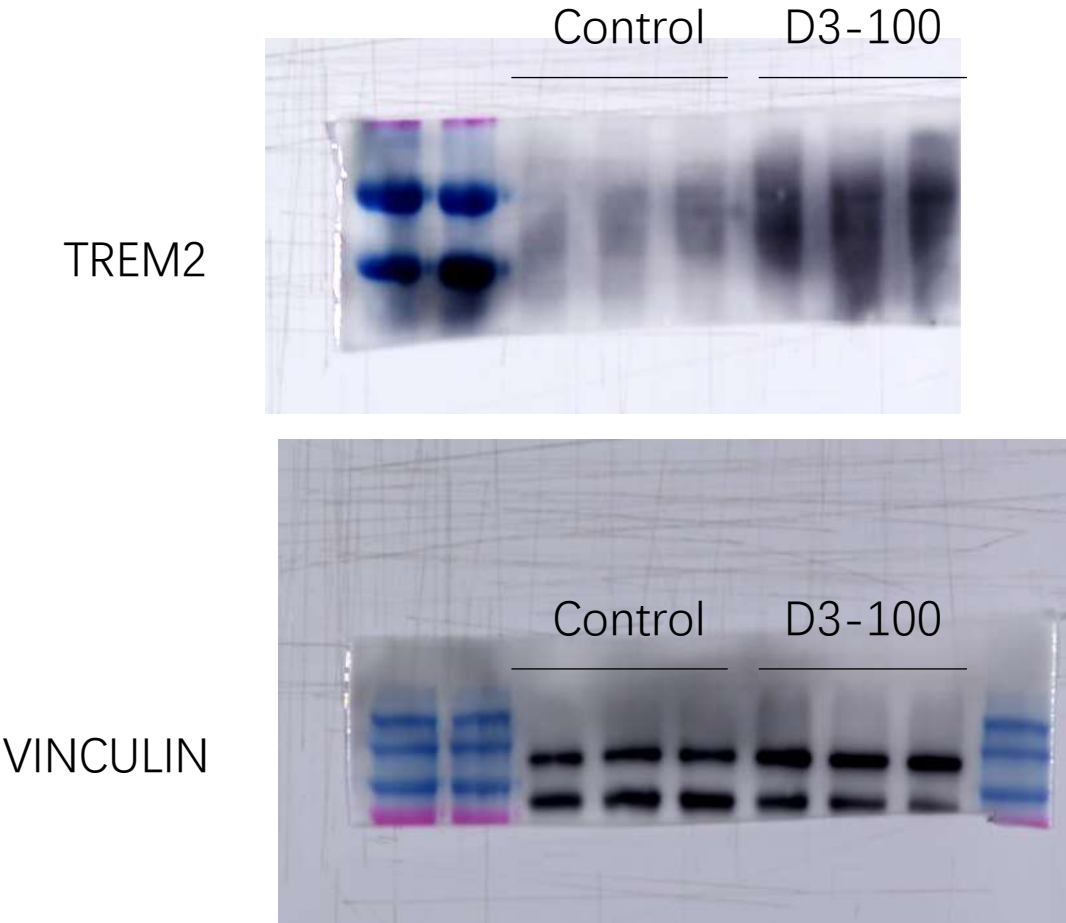

Supplementary Figure 6D ①-⑤

RAW

HEK293

TREM2

TREM2

VINCULIN

VINCULIN

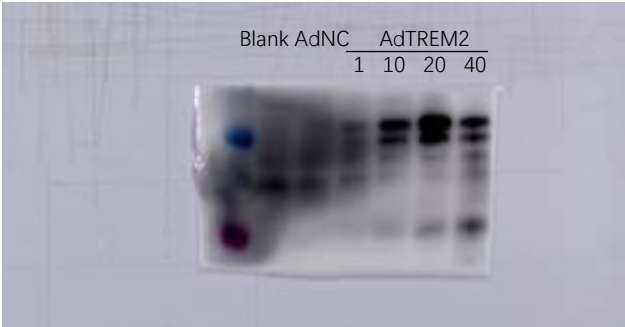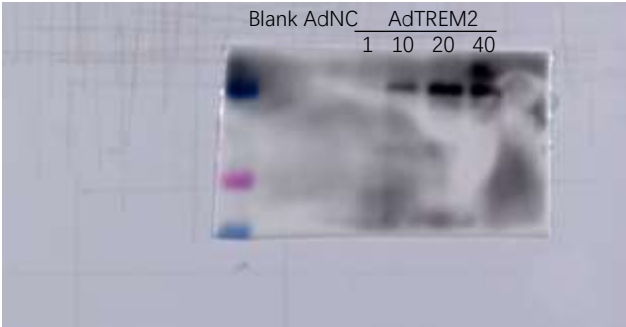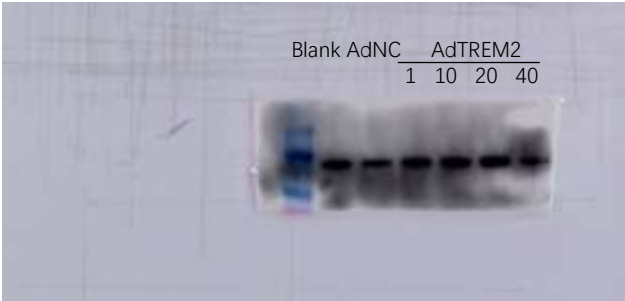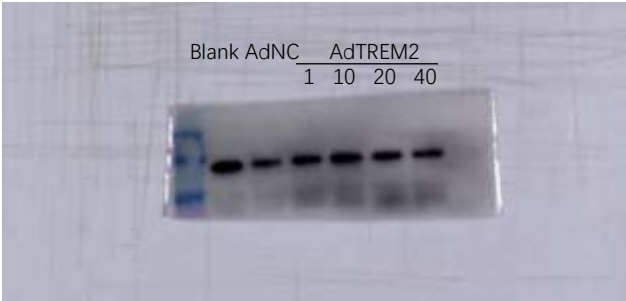

Supplementary Figure 8A ①-③

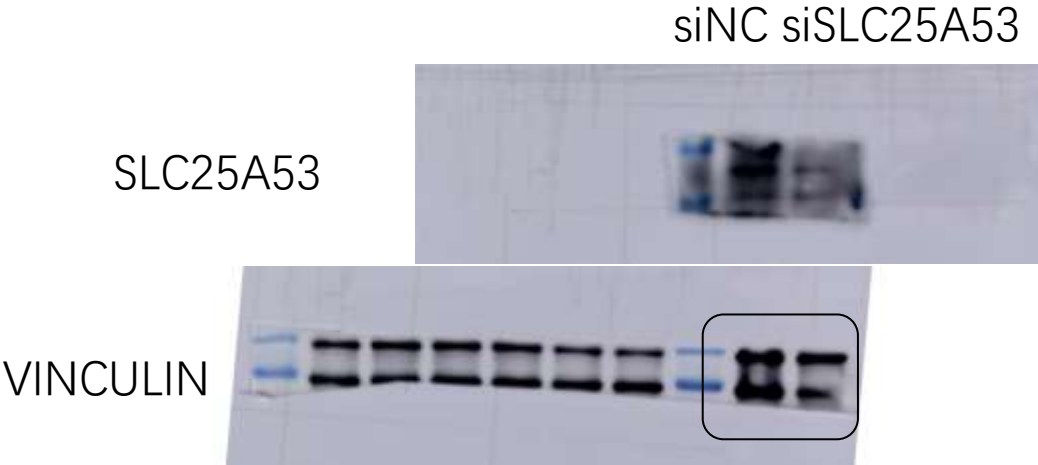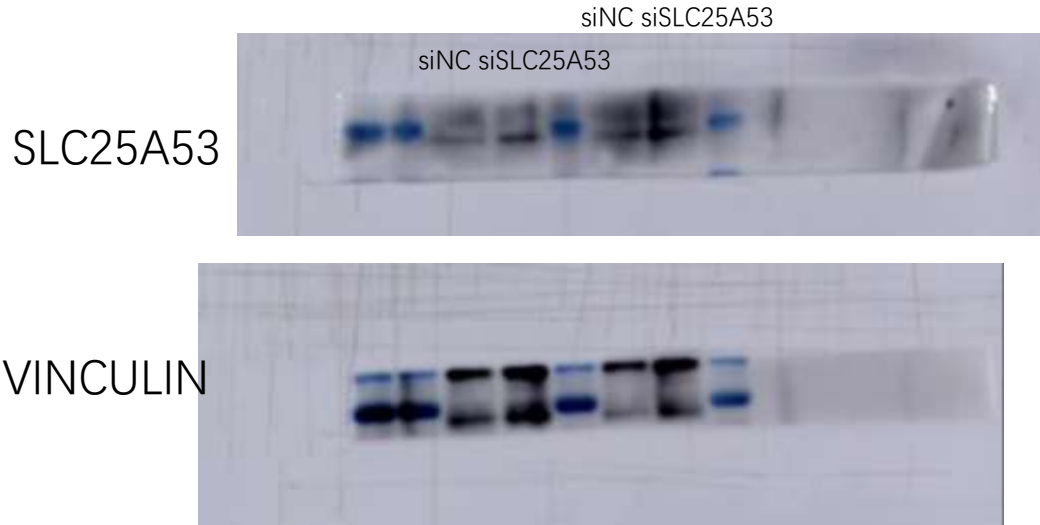

Supplementary Figure 9E ①-③

Cleaved-caspase3

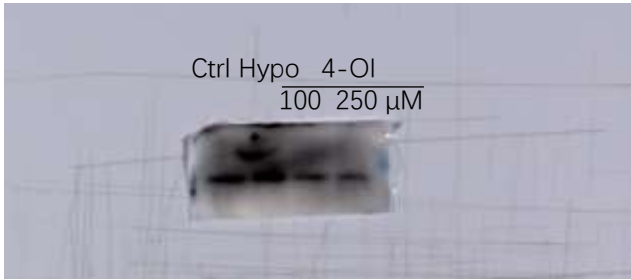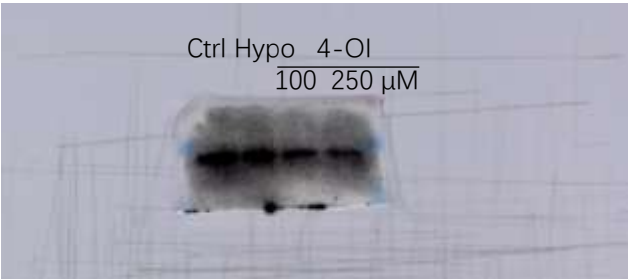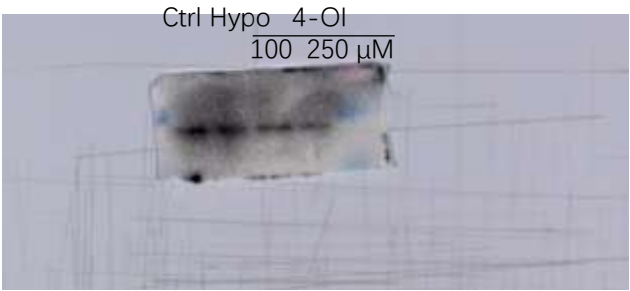

$\beta$ -ACTIN

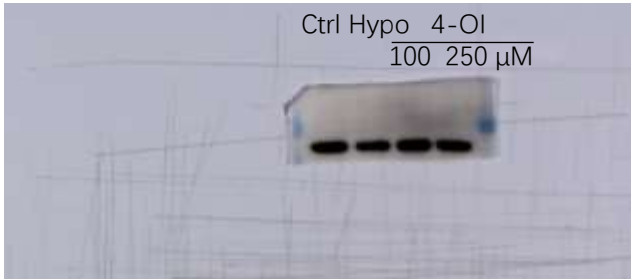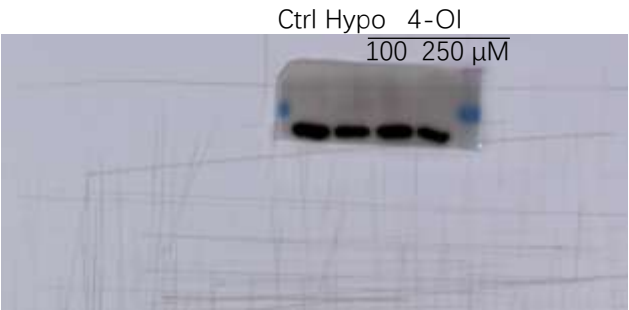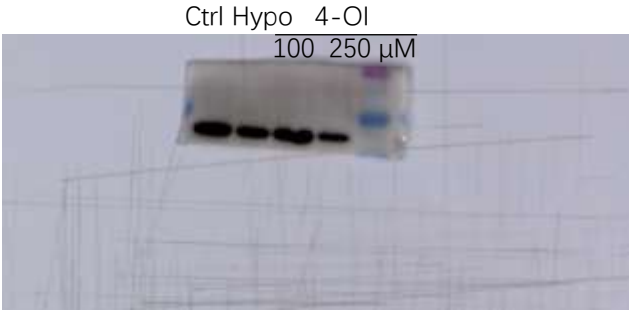

Supplementary Figure 11B ①-③

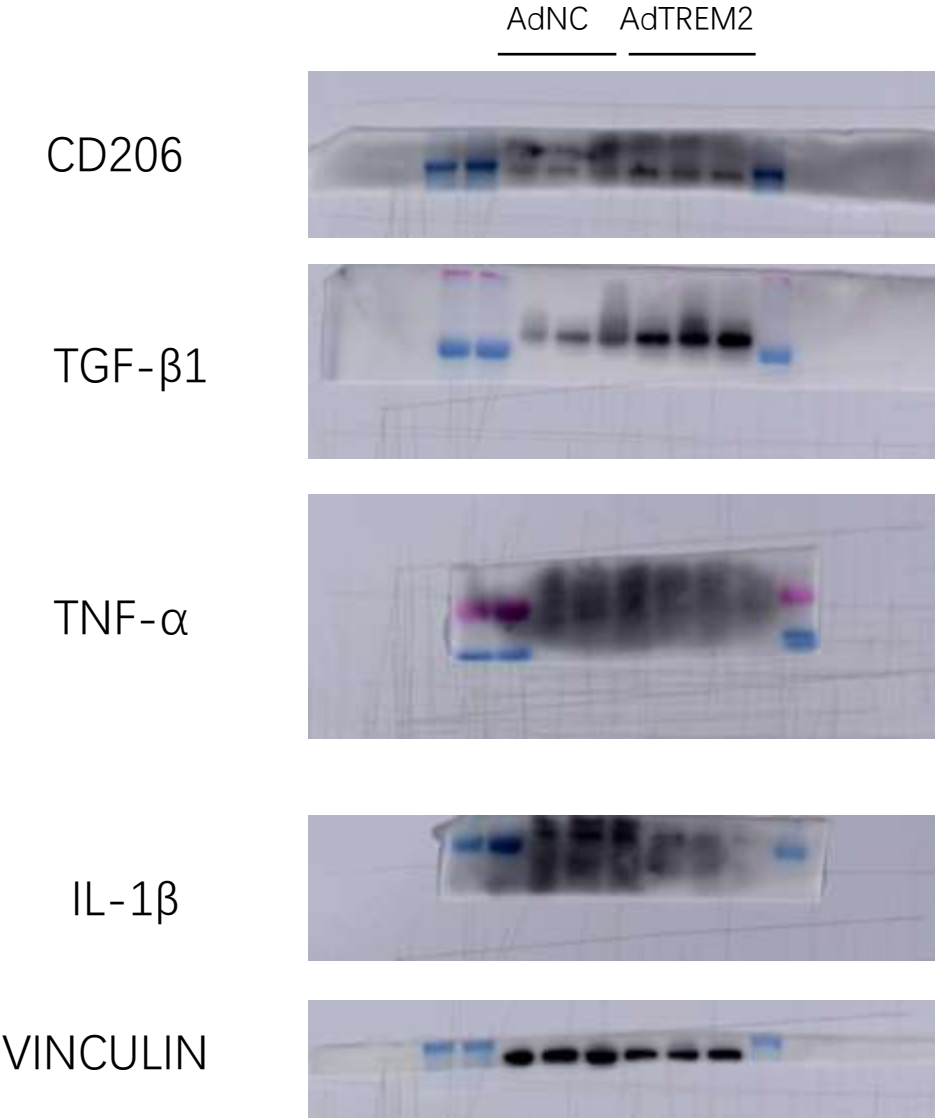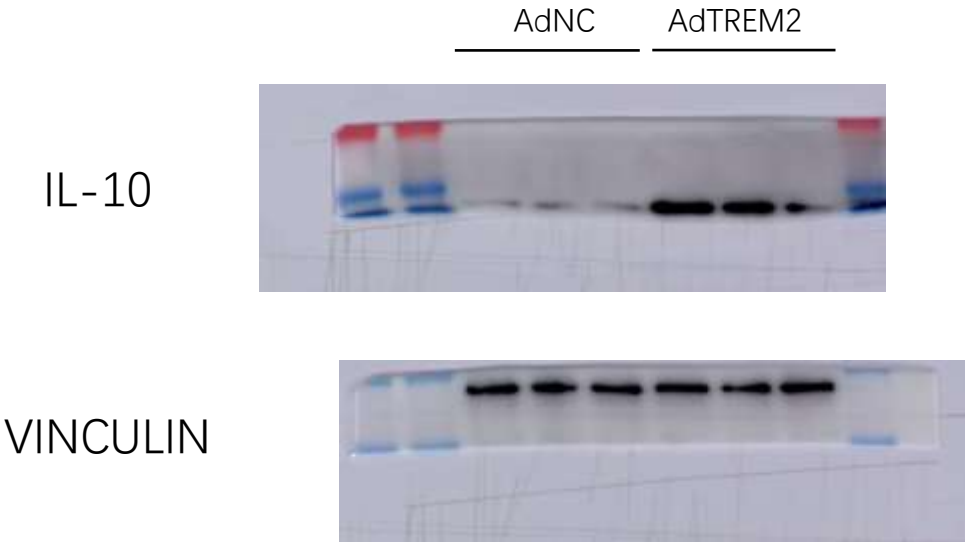

**Supplement:** Supplementary file 2 — Supplemental Material - Original Blots

How the deposited data were processed for this re-analysis (not part of the article)

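CCR2+ cells were sorted from the infarcted myocardium on day 7 post-MI, and RNA of 3 control and 3 TREM2KO samples was sequenced. The samples were assigned to groups and replicates from their titles and genotype labels, on which the labels and the paper have the same groups. The labels call the control genotype wild type, and the paper names CCR2cre-EGFP mice. The protocol texts in the labels describe other cells and another library kit than the paper and were not used. The paper states that 8 week old male mice were used in the study.

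The authors mapped the reads with TopHat, counted reads per gene with HTSeq and deposited the raw counts of 16273 genes in a single table together with KEGG and GO annotation. The paper names the reference NCBI Murine6.0, and the submitters' processing notes name GRCm38 and mm10. Every gene in the table had at least 1 count in some sample, and all values were whole numbers. The strand setting of the counting was not given in the sources used here, so genes that overlap on opposite strands are uncertain. Total counts were between 27790011 and 31238178 (median 29555876) in control samples and between 34442276 and 37711631 (median 36766425) in TREM2KO samples. The 10 most abundant genes held between 17.8% and 18.3% of the counts of a sample. Of the table's genes, 16187 were matched by NCBI identifier to an annotation, and 16049 of these are protein-coding. Gene positions and transcripts came from the GENCODE annotation of GRCm38.

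The main comparison used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups, a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and dispersions and the quasi-likelihood fit were robust. Tests were two-sided with Benjamini-Hochberg adjustment over the 12665 genes kept, and genes were called at 5% FDR. The standard error of a log2 fold change was computed from the fold change and its quasi-likelihood F value. CPM values use the TMM-scaled library sizes. Where a group had 0 counts, the fold is a lower bound against 3 counts over the group. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and the share of called genes in each set was compared with all tested genes by Fisher's exact test in scipy 1.17.1. Tables were made with Python 3.11.15 and pandas 2.3.3.

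The alternatives were DESeq2 1.42.0 with its own size factors and filtering, RLE factors, library size only, upper-quartile factors, no filter on low counts, a mean count of at least 10, limma-voom, the replicate number as a block, counts thinned to the smallest library, leaving out the X and Y genes, leaving out each sample in turn, thresholds that add an absolute log2 fold change above 1, and an unadjusted p under 0.05. For gene sets they were an estimated inter-gene correlation, fry, and hand-written lists, which cover 7 of the 11 sets. For the principal components of the 1000 most variable genes they were the variance-stabilized scale, fewer or more genes, and leaving out X and Y genes. These were set before the data were examined, apart from leaving out each sample in the principal component analysis, which was chosen after.

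Genes were chosen for the text by a rule fixed before the data were examined, apart from Slc35g2 and Slc26a10, named for their rank, and from genes of the cell type lists and of the tests of explanations: every gene whose expression the paper's text, legends or figures name, genes of the enzymes the paper discusses and of the sex chromosomes, and the 5 largest rises and 5 largest falls by log2 fold change among called genes with a mean count of at least 10 and no overlap between the groups. Values in the paper's figures had been seen when the rule was written. Cell type lists were fixed in the same way for neutrophils, erythroid cells, monocytes, resident macrophages, TREM2-type macrophages, dendritic cells, T cells, NK cells, B cells, fibroblasts, endothelial cells, cardiomyocytes, proliferating cells and Y-linked genes.

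The tools were tried on counts simulated for this comparison from the mean CPM of the control samples and the fitted dispersions and library sizes, with 200 genes raised or lowered. Over 12386 genes, edgeR recovered 44% of the 100 genes changed by 1 on the log2 scale and 74% of the 100 changed by 2, and 4.11% of its calls had no planted change. DESeq2 recovered 50% and 81% over 12665 genes, with 17.8% of its calls unplanted, and limma-voom 43% and 68%, with 4.35%. In camera a set of 60 genes shifted by 0.6 had a p of 1.6e-34 and a set of 60 unshifted genes had a p of 0.996. The simulated genes were drawn independently, so this says nothing about camera's error where genes of a set are correlated. The deposited counts do not hold Slc25a53 in bone marrow-derived macrophages, the in vitro data set named in the paper, or any qPCR, protein or metabolite measurement, and none of these was analysed here. Single values of some genes are not reported here.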

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

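The test of female TREM2KO and male control mice was chosen only after the result was seen.

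Ccr2, H2-Ab1, Fcgr1 and Ly6c2 stood out because the paper does not report their expression in these samples, and all were far above the control level. Ccr2 rose from 54.8 ± 5.54 to 225 ± 29.9 CPM (SD, n = 3 each), a log2 fold change of 2.04. H2-Ab1 rose from 1184 ± 19.3 to 4013 ± 129, a log2 fold change of 1.76. Fcgr1 changed by 1.07 and Ly6c2 by 1.32 on the log2 scale. Each was higher in 3 of 3 TREM2KO samples than in every control sample, and the largest adjusted p over the alternatives was 4.7e-07 (edgeR without a sample, DESeq2 or limma-voom). Unequal depth was among these alternatives, as counts thinned to the smallest library, and the 10 most abundant genes held between 17.8% and 18.3% of the counts in every sample. A larger share of monocytes would raise other monocyte genes by about as much as Ly6c2, but the median log2 fold change over the monocyte genes not looked at before was -0.28, which is below the change of Ly6c2 by more than the SD of these genes (0.72), so the tables argue against it for the genes as a set. They went in both directions, and Plac8 rose by 1.20 (adjusted p = 1.3e-08 from edgeR's test), about as much as Ly6c2. The reading of this test, which compares the median with the change of Ly6c2, was set after the value was seen, while the genes and the bound of 0 were set before. A larger share of dendritic cells may contribute: 8 of 8 dendritic cell genes not looked at before (Flt3, Zbtb46, Itgax, Cd209a, Xcr1, Ccr7, Fscn1 and H2-Oa) were higher, with a median log2 fold change of 1.34 and a range from 0.78 to 3.37. Of these, Zbtb46 (adjusted p = 0.54) and Xcr1 (0.22) did not pass 5% FDR in edgeR's test. Fscn1 passed (0.043), but in 0 of 6 fits with a sample left out. The methods describe the sorted cells as CCR2+ macrophages, and the diagram of the sort in Supplementary Fig. 7A names no step that removes dendritic cells that carry CCR2. MHC II genes such as H2-Ab1 are also expressed by macrophages, so a change within macrophages after the loss of TREM2 stays open and was not tested. Near-identical Ly6 genes may share reads with Ly6c2, and the number of copies of the reporter allele at Ccr2 in each mouse is not named in the paper's text; neither was tested.

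Kdm6a and Kdm5c stood out for the same reason. Kdm6a rose from 4.36 ± 1.30 to 10.3 ± 1.48 CPM (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.30, adjusted p = 0.011 from edgeR's test), and its adjusted p was 0.077 without TREM2KO replicate 3 and between 0.0017 and 0.077 over the alternatives. Kdm5c changed by 1.19 (standard error 0.23, adjusted p = 0.0018 from edgeR's test). Both are X-linked genes with a copy on the Y chromosome, and the Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d had 0 counts in every TREM2KO sample. Loss of the Y chromosome from male cells would leave the X copies unchanged, but the mean log2 fold change of Eif2s3x and Ddx3x, not looked at before, was 0.60 (standard error 0.12), which argues against it. This rests on Eif2s3x, with 0.99 (adjusted p = 0.0077 from edgeR's test, 0.053 without TREM2KO replicate 1 and between 0.00068 and 0.053 over the alternatives), more than on Ddx3x, with 0.22 (standard error 0.094, adjusted p = 0.17 from edgeR's test). A candidate explanation is that the TREM2KO samples came from female mice and the control samples from male mice: the mean log2 fold change of Eif2s3x, Ddx3x, Kdm6a and Kdm5c was 0.91 (standard error 0.11). This is a hypothesis, since Kdm6a and Kdm5c had been seen when the test was chosen, and the paper states male mice. Xist is not listed under this name in the deposited counts and could not be analysed. Sex-linked genes do not make up the list of called genes, as 36 of the 1500 (2.4%) lie on X or Y, and 1472 genes were called with the X and Y genes left out. In the control samples Eif2s3y had 1535, 1994 and 1838 counts, and all 4 Y-linked genes had 0 in each TREM2KO sample. These counts argue against male TREM2KO cells with an expressed Y chromosome. That the TREM2KO mice were female stays a hypothesis. Any effect of sex on autosomal genes cannot be told apart from an effect of genotype in this comparison.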

How the results depend on the processing

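The leave-one-out values of the principal component analysis were chosen only after the results were seen. Trem2 was past 5% FDR in every alternative, with a log2 fold change between -6.33 and -5.93. Slc25a53 and Smad4 were past it in none. The log2 fold change of Slc25a53 lay between 0.63 and 1.05, and that of Smad4 between -0.18 and 0.25, with a changed sign in 4 of 16 alternatives (counts thinned to the smallest library, and without control replicate 2, control replicate 3 or TREM2KO replicate 1). A called result never changed sign. That a sign change counts only where a value is past 5% FDR was applied after the values were seen, and 44 alternatives of 15 named genes that were never past it had a changed sign.

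The 1500 called genes became 584 with an absolute log2 fold change above 1 and 901 with an unadjusted p under 0.05 and that change, 145 and 228 of them higher and 439 and 673 lower. The former is fewer by construction, and the cause was not tested for the latter. With each sample left out, between 1082 and 1377 genes were called, 389 to 553 higher and 693 to 824 lower, and the 389 came without TREM2KO replicate 3, which leaves fewer samples. Of the 1500 genes 1050 were called again in that fit. The other alternatives called between 1382 and 1947. Upper-quartile factors gave 728 higher and 830 lower, and no scaling moved the median of all genes by more than 0.03 on the log2 scale. The 24 called Slc genes became 50 at an unadjusted p under 0.05, and lay between 18 and 33 otherwise. Slc25a53 had a mean count of 39.7 and a standard error of 0.76 on the log2 scale, and 0.77 with thinned counts.

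The rank of Slc25a53 by log2 fold change, 3 of 218 Slc genes, was 32 of 308 with DESeq2 and 39 of 308 without a filter on low counts, both of which rank genes with fewer counts as well. It was 8 with limma-voom, and between 7 and 14 with each sample left out; the cause was not tested. It stayed at 3 with the other scalings, a mean count of at least 10 and thinned counts.

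In fry in place of camera, the adjusted p was 0.024 for apoptosis, 0.0021 for calcium signaling, 0.0068 for cytokine-cytokine receptor interaction and for TGF-beta signaling, 0.0095 for glycolysis, 0.0015 for the inflammatory response and 0.0071 for phagosome, all of which camera did not call; fry does not compare a set with other genes. Oxidative phosphorylation, called by camera, had 0.24 in fry and 0.74 with an estimated correlation, and between 0.00013 and 0.18 with each sample left out, where it was called only without TREM2KO replicate 1; the cause was not tested. Hand-written lists gave 0.00027 for the inflammatory response, downward, and for oxidative phosphorylation, upward; the cause was not tested. The 4 sets without a hand-written list have no such value. The first principal component, 50.1% of the variance, held 91.9% on the variance-stabilized scale, 57.4% with fewer genes, 47.2% with more genes and between 48.4% and 53.0% with each sample left out; the cause was not tested, and the groups lay apart on it in every alternative.

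Same-numbered samples did not deviate together (correlations across genes of -0.0077, -0.0021 and -0.027), and no sample correlated best with its own number, so the numbers do not pair the samples. With the replicate number as a replicate block, 1382 genes were called, 1339 of them among the 1500, the rank of Slc25a53 was 6, and the adjusted p of oxidative phosphorylation was 0.056; the cause was not tested. Among 76 named genes, the block ended 3 calls and made 1.

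Over the 76 named genes and all alternatives, 1171 values kept their side of the threshold, among them the 44 with a changed sign, 10 passed it anew and 28 no longer passed. Without TREM2KO replicate 3, 7 of these calls ended, the most of any alternative.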

Differences from the paper's values

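No test in this part was chosen after the result was seen, and the alternatives named were set before the data were examined. The paper's values come from its figures, read by eye. Members of a pathway set here come from KEGG and GO, and those behind Fig. 4A are not given in the sources used here. The panels of Fig. 4A and 4B are titled Mac-TREM2KO, while the legend names CCR2 cells. Apart from the place of Slc25a53 among the genes of Fig. 4B, fits with a sample left out were not compared with the paper's values.

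The paper's count of genes lower in TREM2KO is about 570 in Fig. 4A, read by eye, and the value here is 883. Upper-quartile factors (830), the replicate block (838), an absolute log2 fold change above 1 in addition (439) and an unadjusted p under 0.05 with that change (673) bring the counts within 1.5 times of each other, and the other alternatives do not. The count of genes higher in TREM2KO, 617, does not differ by that measure from about 780 in Fig. 4A, read by eye, but with the added log2 fold change it does, at 5% FDR (145) and at an unadjusted p under 0.05 (228), so these thresholds do not bring both counts together.

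The paper's log2 fold change of Slc25a53 is about 2.6 in Fig. 4B, read by eye, and the value here is 0.88, with no alternative within its error of the paper's value. For the other 10 genes of Fig. 4B that were compared, no difference was found, for example Slc20a1 with -0.70 and Slc12a2 with -1.59. The paper places Slc25a53 first in its list. Of the genes of Fig. 4B that were tested it was also the highest here in edgeR's test with all samples, but Slc1a4 was above it with limma-voom (1.73), with the replicate block (1.64) and without control replicate 3 (2.90), TREM2KO replicate 1 (1.02) or TREM2KO replicate 2 (0.87). Among all 218 tested Slc genes it ranked 3, and it was past 5% FDR in no alternative. The legend of Fig. 4B describes its genes as differentially regulated, and 3 of the 28 tested were past 5% FDR.

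Fig. 4E has fold change on its axis and absolute log2 fold change in its legend, so both are given. The paper's value for Smad4 is about 2.1 in Fig. 4E, read by eye, and the value here is a fold change of 1.00 and an absolute log2 fold change of 0.00. For E2f4 it is about 2.0 in Fig. 4E, read by eye, against a fold change of 1.11 and an absolute log2 fold change of 0.15. For Runx1 it is about 0.4 in Fig. 4E, read by eye, against a fold change of 1.10 and an absolute log2 fold change of 0.14. None of the alternatives closes these differences. On the fold change scale Vdr (2.56), Runx2 (1.84) and Cebpe (0.551) do not differ from the paper's values of about 1.8, about 1.8 and about 0.6 in Fig. 4E, read by eye. Their absolute log2 fold changes are 1.36, 0.88 and 0.86, and that of Runx2 is below the paper's value by more than its standard error (0.37). The paper ranks Smad4 first among the factors, and here Vdr had the largest absolute log2 fold change, 1.36, without passing 5% FDR.

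The paper's numbers of genes in Fig. 4A, read by eye, differ from those here in these sets. Phagosome has about 10 higher and about 13 lower in Fig. 4A, and 23 and 27 here. Inflammatory has about 69 higher and about 12 lower in Fig. 4A, and 29 and 61 here, so the larger group is the lower one here and the higher one there. Glycolysis has about 1 higher and about 5 lower in Fig. 4A, and 3 and 11 here. Lysosome has about 0 higher and about 6 lower in Fig. 4A, and 12 and 14 here. Apoptosis has about 2 higher and about 8 lower in Fig. 4A, and 12 and 21 here. Cytokine-cytokine receptor interaction has about 2 higher and about 7 lower in Fig. 4A, and 27 and 38 here. TGF-beta signaling has about 0 higher in Fig. 4A and 4 here. Oxidative phosphorylation has about 20 higher in Fig. 4A and 8 here, and endocytosis about 11 higher in Fig. 4A and 17 here. For oxidative phosphorylation the fit without a filter on low counts (15) does not differ, and for endocytosis the replicate block (15) and the fit without X and Y genes (16) do not; for the other sets none of the refits compared removes the difference. The thresholds that add a log2 fold change above 1 were not compared for the sets. The discussion names phagocytosis, inflammation and OXPHOS or glycolysis as the top altered pathways. Here the share of genes past 5% FDR was 36.2% in phagosome, 33.5% in the inflammatory response and 29.8% in glycolysis, against 11.8% of all tested genes, and 10.9% in oxidative phosphorylation, while cytokine-cytokine receptor interaction had 35.3%.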

Other observations

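The endothelial list test and the test of a second active X copy were chosen only after the result was seen.

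Genes of several other cell types were lower in TREM2KO samples. The median log2 fold change was -5.62 over 16 neutrophil genes, -4.49 over 9 erythroid genes, -3.12 over 7 NK cell genes, -2.17 over 11 fibroblast genes, -1.84 over 10 cardiomyocyte genes and -1.18 over 8 resident macrophage genes. One erythroid gene (Slc4a1) and one fibroblast gene (C7) had 0 counts in the TREM2KO samples, and both medians stay as they are with these genes at their lower bound. The most abundant gene of each of these lists was, in the same order, S100a8, with a log2 fold change of -4.72, Hba-a1 with -4.26, Nkg7 with 0.11, Dcn with -3.07, Actc1, which fell from 145 to 47.7 CPM, and Cbr2 with -0.93. Nkg7 therefore did not fall with its list (69.8 CPM in control and 75.5 in TREM2KO samples), and 5 of the 7 NK cell genes passed 5% FDR as lower in edgeR's test. The 14 neutrophil genes not named elsewhere had a median of -5.02 with a range from -8.29 to -1.90, so a smaller share of neutrophils in the TREM2KO sort may explain the falls of Stfa2 and Ly6g. The methods describe a sort of CCR2+ macrophages, which would leave neutrophils out, so this needs neutrophils or their RNA to have passed the sort, which was not tested. A smaller share of every kind of other cell would lower the endothelial genes too, but their median was 1.53 (standard error 0.21, 8 of 8 higher), which argues against it. The dendritic cell list had a median of 1.68, T cell genes 0.71, monocyte genes -0.19, B cell genes -0.82, TREM2-type macrophage genes 0.09 and proliferation genes -0.13. No gene is shared between these lists. The 3 tested Y-linked genes have a fitted median of -13.02, which is no bound, and -10.17 with each gene at its lower bound. Whether the mix of sorted cells differed because of the genotype, the sex of the mice or the sort was not tested.

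Slc25a53 is X-linked, and although its rise did not pass 5% FDR, explanations for it were tested. A second active X copy in female cells would at most double it, and its log2 fold change of 0.88 (standard error 0.76) lies within that, so a second active copy and an effect of TREM2 cannot be told apart; the wide error and the confounding of sex-linked transcripts with genotype keep this open. A general rise of X-linked genes is argued against, since the median log2 fold change of 396 tested X-linked genes was 0.04 (0.037, standard error 0.057). A further condition of this test, that the gap to Slc25a53 exceed the combined standard error, was added after its value was seen. Zcchc18, which lies within Slc25a53 on the other strand, had a mean count of 5.33 beside 39.7 for Slc25a53. Any of its reads counted under Slc25a53 would be missing from its own count, so this test decides nothing.

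A segment carried with the floxed allele could bring called genes near Trem2. Of the 79 tested genes within 5 Mb of Trem2, 4 were called, an odds ratio of 0.39 (p = 0.056, Fisher's exact test), which argues against it. Trends with gene length and GC content are argued against as the whole cause of the calls: after a lowess trend was removed (loess had been planned), 95.3% of the called genes were still called for length and 97.0% for GC content.

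The 6 samples allow 10 splits into groups of 3, which are too few for a share under 0.05. The real split had 1500 called genes and the highest of the other splits 0, so 1 of the 10 splits reached the real count. For Slc genes the real split had 24 calls and the highest other 0, again 1 split of 10. For gene sets in camera, 4 splits of 10 had as many called sets, with 1 in the real split and 1 in the highest other.

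Stress of the cell isolation was weighed for the inflammatory response genes. The 12 immediate early genes had a median log2 fold change of -0.22 (-0.50 to 0.44), with Fos at 0.24 and Jun at -0.35, so they went in both directions and the test decides nothing. That members going both ways decide nothing was applied after this value was seen, and under the rule set before it the test would have spoken for this explanation. Isolation stress and an effect of genotype on these genes therefore cannot be told apart here.

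Several genes that the paper measures in bone marrow-derived macrophages are given here as they were in the sorted CCR2+ cells. Acod1, Idh2, Idh3a, Idh3b and Idh3g are given beside them, and the paper does not report their expression. The mix of sorted cells may differ between the groups, so these values need not be changes within macrophages. Slc25a51 had 49.4 ± 8.88 CPM in control and 38.2 ± 3.84 in TREM2KO samples (SD, n = 3 each), with a log2 fold change of -0.37 (standard error 0.14, adjusted p = 0.12 from edgeR's test), and it passed 5% FDR without control replicate 1 (adjusted p = 0.022, with a range from 0.022 to 0.36 over the alternatives). Slc25a53 was at 0.818 and 1.51 CPM in the same samples. Acod1, which makes itaconate, had a log2 fold change of -0.83 (standard error 0.06, adjusted p = 1.3e-07 from edgeR's test). Idh1 had one of -0.72 (standard error 0.07, adjusted p = 1.9e-06 from edgeR's test), while Idh2, Idh3a, Idh3b and Idh3g did not pass 5% FDR in edgeR's test; Idh3g passed without TREM2KO replicate 2 (adjusted p = 0.045). Among phagocytosis and lysosome genes of Fig. 3, Pparg was higher, with 1.00 (adjusted p = 8.8e-04 from edgeR's test), and Sirpa, with 0.28 (adjusted p = 0.0037 from edgeR's test). Lamp2 was lower, with -0.21 (adjusted p = 0.015 from edgeR's test), but passed in only 2 of 6 fits with a sample left out: without control replicate 2, control replicate 3, TREM2KO replicate 2 and TREM2KO replicate 3 its adjusted p was 0.074, 0.053, 0.056 and 0.065. Cd300lb, Stab2, Mertk and Mcoln1 did not pass. Among the cytokine and polarization genes of Supplementary Fig. 11, Il1b changed by 0.21, Tnf by -0.30 and Mrc1 by -0.36, all past 5% FDR in edgeR's test, and Il10 and Tgfb1 did not pass.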
